# Single cell analysis reveals the involvement of the long non-coding RNA Pvt1 in the modulation of muscle atrophy and mitochondrial network

**DOI:** 10.1093/nar/gkz007

**Published:** 2019-01-16

**Authors:** Enrico Alessio, Lisa Buson, Francesco Chemello, Caterina Peggion, Francesca Grespi, Paolo Martini, Maria L Massimino, Beniamina Pacchioni, Caterina Millino, Chiara Romualdi, Alessandro Bertoli, Luca Scorrano, Gerolamo Lanfranchi, Stefano Cagnin

## Abstract

Long non-coding RNAs (lncRNAs) are emerging as important players in the regulation of several aspects of cellular biology. For a better comprehension of their function, it is fundamental to determine their tissue or cell specificity and to identify their subcellular localization. In fact, the activity of lncRNAs may vary according to cell and tissue specificity and subcellular compartmentalization. Myofibers are the smallest complete contractile system of skeletal muscle influencing its contraction velocity and metabolism. How lncRNAs are expressed in different myofibers, participate in metabolism regulation and muscle atrophy or how they are compartmentalized within a single myofiber is still unknown. We compiled a comprehensive catalog of lncRNAs expressed in skeletal muscle, associating the fiber-type specificity and subcellular location to each of them, and demonstrating that many lncRNAs can be involved in the biological processes de-regulated during muscle atrophy. We demonstrated that the lncRNA Pvt1, activated early during muscle atrophy, impacts mitochondrial respiration and morphology and affects mito/autophagy, apoptosis and myofiber size *in vivo*. This work corroborates the importance of lncRNAs in the regulation of metabolism and neuromuscular pathologies and offers a valuable resource to study the metabolism in single cells characterized by pronounced plasticity.

## INTRODUCTION

Long non-coding RNAs (lncRNAs) are transcripts longer than 200 nucleotides, without protein coding potential, encompassing ∼144 000 and 126 000 loci in human and mouse genomes, respectively (http://www.noncode.org/). Recently, the complete sequence of 28 000 human lncRNA genes with their genuine 5′ transcriptional start site was defined (1). However, future expression studies at higher definition will likely increase this number as lncRNAs are more tissue-, cell-specific and less expressed than messenger RNA (mRNAs) (2–4). The mechanisms of action of most annotated lncRNAs are still unknown. The new frontier of single cell analysis will surely improve our knowledge of cell-specific and low abundant lncRNAs (5). A great advancement in the comprehension of lncRNA functional roles could be provided by associating their expression at single cell level with subcellular localization. Recently, it was demonstrated that most lncRNAs are strongly enriched in the cytosol and in ribosomal fractions (6), thus contributing to regulate microRNA (miRNA) activity (7).

One of the most abundant tissues in vertebrates is skeletal muscle. It is responsible for motor activity and significantly contributes to whole-body metabolism (8). In fact, skeletal muscle takes up glucose from blood to maintain glucose homeostasis and controls body heat for core temperature maintenance. Furthermore, during fasting, muscle can rapidly adapt to use fatty acids and amino acids as oxidative substrates. Skeletal muscle is a heterogeneous tissue composed by different cell types interspersed among an ordered array of myofibers, which are the smallest complete contractile system responsible for muscle metabolic and contractile traits. Myofibers are also physiologically heterogeneous. In fact, human skeletal muscles are mainly composed by three types of myofibers: slow-twitch type 1, that are mitochondria-rich and rely on oxidative metabolism; oxidative fast-twitch type 2a and glycolytic type 2x (9). In mice, there are also type 2b myofibers that are glycolytic fast-twitch myofibers. Myofiber type, number and cross-sectional area are affected in pathophysiological conditions (10). Such plasticity is modulated by a series of sensor proteins that are mobilized from the cytoplasm to nuclear chromatin (11–13), and by mitochondrial dynamics. In fact, mitochondria are elongated due to increased fusion in oxidative myofibers compared to glycolytic myofibers (14). If and how lncRNAs participate in the myofiber specification and physiology, is currently under investigation.

In this study, we provide a complete catalog of lncRNAs, based on the Ensembl 74 database, that are expressed by slow-oxidative and fast-glycolytic myofibers. We characterized their subcellular localization evidencing that most of them are cytoplasmic.

Some of the lncRNAs we detected in myofibers are involved in different pathologies of skeletal muscle that cause muscle atrophy through the induction of mitochondrial fragmentation, apoptotic process and autophagy. Among the fiber-specific lncRNAs we identified, we functionally characterized the lncRNA Pvt1 showing its ability to modulate skeletal muscle atrophy. We demonstrated that Pvt1 function in skeletal muscle is related to the direct regulation of c-Myc stability that modulates the expression of Bcl-2, Bax/Bak, Mfn1 and Beclin 1. Bcl-2 is regulated by c-Myc and represents a central node in the regulation of autophagy and apoptosis, that is induced by mitochondrial fragmentation (15,16). The *in vivo* modulation of Pvt1 expression results in the attenuation of mitochondrial fragmentation, apoptosis, autophagy and myofiber atrophy. The induction of mitochondrial fusion, promoted by Pvt1 down-regulation, is also associated with an increased production of adenosine triphosphate (ATP) in muscle cells. Overall, our data represent a valuable resource to study metabolism in single cells characterized by a pronounced plasticity and corroborate the importance of lncRNAs in the regulation of muscle metabolism and neuromuscular pathologies.

## MATERIALS AND METHODS

### Mouse models

Mice were housed in individual cages in an environmentally controlled room (23°C, 12 h light-dark cycle) and provided with food and water *ad libitum*.

Two models of muscle wasting were used: amyotrophic lateral sclerosis (ALS), and denervation. The ALS mouse model consisted of transgenic mice expressing the ALS-related human SOD1 gene (B6SJL(Tg-SOD1*G93A)1Gur/J, The Jackson Laboratories; (17)). The colony was maintained by breeding hemizygote transgenic males with wild-type B6SJLF1/J hybrid females. Newborn animals were genotyped using standard procedures for identifying transgenic individuals, which develop a motor neuron disease resembling ALS features. Male mice were sacrificed at 1 (presymptomatic), 3 (symptomatic) or 4 (terminally-ill) months of age, and transgenic age-matched mice expressing WT human SOD1 gene (B6SJL-Tg(SOD1)2Gur/J, The Jackson Laboratories) were used as control.

Denervation was performed on adult, 2-month-old male CD1 mice (Charles River). Denervation experiments were performed by cutting the sciatic nerve of one limb while leaving the nerve intact in the contralateral limb of the same animal to be used as control. A pool of RNA samples extracted from non-denervated limbs was used as control. Mice were sacrificed at day 3, 7 or 14 after denervation. CD1 mice were also used to alter the expression of Pvt1 *in vivo*, for subcellular localization by fluorescence in situ hybridization (FISH) and the genome-wide approach, and to isolate myofibers for the identification of differences in the expression of lncRNAs between slow type 1 and fast type 2b myofibers. For these last experiments, female mice were sacrificed by rapid cervical dislocation at month 3 of age. All experimental procedures and animal care protocols performed on SOD1(G93A) mice, the control counterpart and CD1 mice were approved by the Italian Ministry of Health (authorization N. 305/2017-PR), and by the Ethical Committee for animal care and use of the University of Padova (OPBA). All efforts were made to minimize animal suffering.

### Cell cultures

C2C12 myoblasts were cultured on Tissue Culture Dishes or Tissue Culture Multiwell Plates (Thermo Fisher Scientific). Myoblasts were maintained in proliferation medium (Dulbecco's modified Eagle’s medium (DMEM), 10% foetal bovine serum, 1 unit/ml Penicillin, 100 μg/ml Streptomycin), detached when reaching ∼80% confluence using Trypsin-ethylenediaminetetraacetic acid (Thermo Fisher Scientific) and re-seeded at a lower density.

Differentiation was induced by switching from proliferation medium to differentiation medium (DMEM, 2% horse serum, 1 unit/ml Penicillin, 100 μg/ml Streptomycin) upon reaching confluence and protracted until 1, 3, 7 or 14 days.

Mouse primary myoblasts were acquired by Applied Biological Materials (abm) Inc. (Canada) and ∼3500 cells/cm^2^ were seeded in PriCoat™ T25 Flasks using the Prigrow X series medium and 1% Penicillin-Streptomycin as suggested by the company. All cells were maintained in humidified incubator at CO_2_ 5% and 37°C.

### Nucleus–cytoplasm fractionation

To separate nuclei from cytoplasm, myofibers from *extensor digitorum longus* (EDL), *soleus* or *tibialis anterior* (TA) were purified and classified according to the protocol described in (18–20) and then 5–10 myofibers were pooled. C2C12 cultures were, instead, washed in phosphate-buffered saline (PBS) and detached from 10 cm Tissue Culture Plate using a cell scraper and 280 μl of RLN Buffer (Water, 50 mM Tris–HCl pH 8.0, 140 mM NaCl, 1.5 mM MgCl_2_, 0.5% v/v Triton-X100, 0.36 units/μl RNase OUT). Cells were moved into a microcentrifuge tube and lysis was performed by repeatedly passing the solution through a 0.2 μm needle. The RLN buffer was also used to lyse pooled myofibers through the same type of needle.

To check that the lysis process was completed and that all nuclei were separated from the myofibers, a small aliquot of the solution was stained with SYBR safe (Life Technologies) and then observed at the fluorescent and bright field microscope (Supplementary Figure S1).

Nuclei were then pelleted in a microcentrifuge for 5 min at 600 × g at 4°C. Supernatants (cytoplasmic fractions) were moved to different tubes and their volumes were reduced by 50% in a Savant SpeedVac concentrator. A further control of the purity of nuclei and cytoplasmic preparations was performed on RNA extracted from the two subcellular fractions basing on observations made in (21,22) (Supplementary Figure S1). Agilent 2100 Bioanalyzer and RNA nano chips were used according to the protocol of the manufacturer.

### RNA extraction

TRIzol Reagent (Thermo Fisher Scientific) was used to extract RNA from C2C12 and satellite cell cultures (1 ml every 65 cm^2^ of growth surface), whole muscle tissue (1 ml every 30 μg of tissue), single myofibers (500 ul per myofiber) and from purified nuclei or cytoplasm (1 ml for every fraction). RNA extraction from single myofibers was previously described (18–20).

Prior to RNA extraction, C2C12 and satellite cell cultures were washed with PBS to remove excess of medium. Then, TRIzol was added directly on the dish and cells were detached using a cell scraper. Tissue biopsies and single myofibers were immersed in TRIzol shortly after excision. Biopsies were homogenized using a TissueLyser II (QIAGEN) while single myofibers and nuclei were lysed by pipetting the solution. TRIzol was also used to extract RNA from cytoplasm. RNA quality was tested on UV spectrophotometer and 2100 Agilent Bioanalyzer following the protocol provided by the manufacturer and only samples with RIN higher than 7.5 were used for following experiments.

### Genome wide analysis of lncRNA expression and subcellular localization in skeletal muscle myofibers

RNAs extracted from single fast and slow myofibers, such as that from nuclei and cytoplasm of skeletal muscle myofibers, were analyzed using a microarray chip.

We started from the probe sequences included in the SurePrint G3 Mouse Gene Expression 8 × 60K Agilent chip and re-annotated the sequence probes according to their ability to bind lncRNAs included in the Ensembl 74 database (GPL24842).

Microarray experiments were performed on single myofibers to dissect the association of myofibers metabolism with lncRNA expression and on pools of 5–10 myofibers obtained from EDL, *Soleus* and TA to dissect preferential subcellular localization of lncRNAs. Microarray experiments were performed on a total of 21 myofibers purified from nine mice while subcellular localization experiments were replicated using different pools of fibers from the same types of muscles of nine wild-type CD1 mice. Quantitative real time PCR (qPCR) in association with myofibers purification and nuclei-cytoplasm cell fractionation were also used to confirm the myofiber specific expression of different lncRNAs and to dissect subcellular localization of specific lncRNAs.

### Microarray experiments and data analysis

Fluorescent chromosomal RNA to hybridize onto microarray was produced by Low Input Quick Amp Labelling Kit (Agilent) according to manufacturer instructions. We used a different approach when experiments were performed on single myofibers. To obtain enough complementary DNA (cDNA) for microarray experiments, RNA purified from a single myofiber was amplified using the TransPlex Whole Transcriptome Amplification 2 Kit (Sigma-Aldrich) in accordance with the instructions of the manufacturer. Labeling was performed by Genomic DNA Enzymatic Labelling Kit (Agilent Technologies) as described by the manufacturer.

Labeled sample was dispensed onto the microarray to perform hybridization at 65°C for 17 h with 10 rpm rotation. Finally, slides were washed using Wash Buffer Kit (Agilent Technologies) and dried at room temperature (for extended protocol see Supplementary Methods).

Microarray slides were scanned using G2505C scanner (Agilent Technologies) at 3 μm resolution. Probes features were extracted using the Feature Extraction Software v. 10.7.3.1 with GE_1_Sep09 protocol (Agilent Technologies). Intra-array normalization was directly performed by the Feature Extraction Software. The raw data are available in the GEO database (single myofiber lncRNA expression analysis: GSE112716; nuclear-cytoplasmic lncRNA localization: GSE112768; Pvt1 down-expression: GSE112881). For each sample, we set probe expression to NA (not available) when the flag ‘Positive and Significant’ from Feature Extraction Software was ‘FALSE’. To normalize data, we used quantile inter-arrays normalization (normalizeQuantiles, limma R package). The expression of probes with the same ProbeName was averaged.

Microarray data were analyzed using the MultiExperiment Viewer (MeV, Ver. 4.8) (23). We used a *t*-test (from MeV) to identify differentially expressed lncRNAs between fast and slow fiber types. *P*-values were computed using a gene permutation approach and corrected using Bonferroni. We considered a gene differentially expressed when corrected *P*-value was ≤5 × 10^−2^.

Hierarchical clustering on myofibers was performed using Pearson’s correlation distance and complete linkage method. To identify subcellular location in which lncRNAs were preferentially expressed, normalized data were analyzed with Statistical Analysis of Microarray. The delta value was chosen to maximize the number of significant genes while keeping the median number of false positives under 1%. To infer the function of coding genes differentially expressed after Pvt1 down-expression, we grouped them according to gene ontology using the WEB-based GEne SeT AnaLysis Toolkit (24).

### Quantitative real time PCR analysis

Extracted RNA was retrotranscribed into cDNA using SuperScript II Reverse Transcriptase (Thermo Fisher Scientific) and gene expression was evaluated in a 7500 Real-Time polymerase chain reaction (PCR) System (Applied Biosystems), using the EvaGreen chemistry (Solis ByoDyne) (for the extended protocol see Supplementary Methods). Thermocycler was set as follow: activation step (×1) 95°C for 12 min; PCR Cycle (×40) 95°C for 15 s. (denaturation), 60°C for 20 s. (annealing), 72°C for 35 s. (elongation); final elongation (×1) 72°C for 3 min; dissociation curve (×1). Original expression level was calculated as 2−[*C*t gene of interest – *C*t House Keeping Gene] and then normalized according to the average of the expression of the gene in all samples. In the analysis of single myofibers we used three technical replicates for each myofibers while in other conditions we used at least three biological and two technical replicates. The reference genes used were TATA box binding protein (Tbp), Thioredoxin 1 (Txn1), or β-2 microglobulin (B2m). Reference genes were chosen according to our previous studies on single myofibers (18–20) and their homogeneous expression in analyzed samples. The list of primers used for qPCR is included in the Supplementary Table S1.

### Fluorescence in situ hybridization (FISH)

#### Probes construction

PCR on the cDNA was used to produce an amplicon of ∼600 base pairs from the chosen lncRNAs (see Supplementary Table S2 for the list of primers). Amplicons were cloned into pSC-A-amp/kan plasmid using StrataClone PCR Cloning Kit (Agilent Technologies). Plasmids were amplified, purified with the PureLink MiniPrep kit (Thermo Fisher Scientific) and the sequences were checked by Sanger sequencing (Supplementary Table S2). Plasmids were linearized using a restriction enzyme (HindIII or SmaI; New Englend Biolabs) to allow *in vitro* transcription for the production of the FISH probes.

#### FISH experiment

FISH experiments were performed on both proliferating and differentiating C2C12 cells and on 20 μm thick sections of TA (for extended protocol see Supplementary Methods).

#### Image acquisition and analysis

Images were acquired with Leica TCS SP5 confocal laser microscope. When comparing fluorescence levels was necessary, images were acquired during the same session, using the same microscope parameters.

### Pvt1 down-expression

#### In vitro gene expression modulation

*In vitro* experiments to down-express Pvt1 were performed by transfecting proliferating C2C12 myoblasts with Lipofectamine 2000 Transfection Reagent (Termo Fisher Scientific) and antisense LNA GapmeRs (Exiqon) (Pvt1_1 ACCGTAGTAGAGTTAA; Pvt1_3 AGTCAACGCTTCACAT). Cells transfected with Lipofectamine 2000 and Antisense LNA GapmeR Negative Controls (Exiqon) were used as negative controls. Silencing efficiency was assessed by qPCR analysis (for extended protocol see Supplementary Methods).

#### In vivo Pvt1 expression modulation

*In vivo* experiments to down-express Pvt1 were performed on healthy and denervated CD1 mice using the same GapmeRs described for *in vitro* silencing. Invivofectamine 3.0 Reagent (Thermo Fisher Scientific) was used as transfecting reagent through the injection in one limb of 100 μl transfecting solution (Complexation Buffer, Invivofectamine, GapmeRs).

Three mice for each group were treated with 1.9 nmol of Pvt1 specific GapmeRs while the other three were treated with Negative Control GapmeRs at the same concentration. Multiple injections were performed on both sides of the treated limb to make sure that all muscles of the limb were transfected. All mice were treated a second time, 2 days after the first treatment. Muscles from both limbs of each mouse were collected 4 days after the second treatment. Silencing efficiency was assessed on TA muscles analyzing the expression of Pvt1 by qPCR.

### Flow cytometry

After Pvt1 down-expression, C2C12 myoblasts were permeabilized and stained for 15 min with BODIPY 493/503 (2 μg/ml, Life Technologies). After two PBS washes, cells were transferred in FACS conical tubes and flow cytometry was performed using a BD FACSCalibur platform (Becton Dickinson). Percentage of positive cells was calculated using mock-transfected C2C12 as a negative control. Results derive from the average of three independent experiments.

### Skeletal muscle cryosections and ultrastructural analyses

#### Muscle cryosection analysis

Succinate dehydrogenase stain was performed incubating fresh muscle cryosections derived from *gastrocnemius* for 30 min as described in (25). Periodic acid-Schiff (PAS) staining was performed on cryosections of *gastrocnemius* following the instructions of PAS staining system (Sigma-Aldrich). Images were acquired with a 10× objective using Leica DM R microscope. Images were processed using ImageJ software.

#### Electron microscopy analysis

TA were fixed with 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer pH 7.4 for 1 h at 4°C, postfixed with 1% osmium tetroxide and 1% in 0.1 M sodium cacodylate buffer for 2 h at 4°C. After three water washes, samples were dehydrated in a graded ethanol series and embedded in an epoxy resin (Sigma-Aldrich). Ultrathin sections (60–70 nm) were obtained with an Ultrotome V (LKB) ultramicrotome, counterstained with uranyl acetate and lead citrate and viewed with a Tecnai G2 (FEI) transmission electron microscope operating at 100 kV. Images were captured with a Veleta (Olympus Soft Imaging System) digital camera.

### Mitochondrial respiration

Control cells transfected with control GapmeRs and C2C12 cells where Pvt1 was down-expressed were cultured as previously reported. Mitochondrial respiration was investigated by using the Mitochondrial ToxGlo™Assay (Promega) according to instructions of the manufacturer. After 48 h of transfection, cells were cultured into galactose and antibiotics-free medium to improve mitochondrial responsiveness. Oligomycin was chosen as mitochondrial toxin at the starting concentration of 25 μM. Dimethyl sulfoxide (DMSO) was used as matched vehicle control. Serial dilutions of mitochondrial toxin were repeated until 1.9 μM. Drug treatment was carried out for 2 h. Luminescence was measured with Infinite 200 Pro plate reader (Tecan i-control) on a bottom clear 384-well plate (Corning).

### Mitochondrial network and mass analysis

C2C12 cell cultures were transfected with mito-RFP vector to stain mitochondria simultaneously with the Pvt1 silencing. Transfections were performed with lipofectamine 2.0 (Life Technologies) and 300 ng of mito-RFP vector. Cells were seeded on coverslips and after 48h of transfection were washed with PBS and fixed with paraformaldehyde 4% for 15 min. After three PBS washes, the coverslips were incubated with BODIPY 493/503 2 μg/ml (Life Technologies) and washed with PBS one more time before mounting the coverslips on glass slides using Fluoromount (Sigma-Aldrich) as mounting medium. Each transfection was replicated independently five times. Images were acquired with a 60× objective using a confocal spinning-disk microscope (Andromeda iMIC system; TILL Photonics). Z-stacks images of ten randomly chosen fields for each coverslip were acquired and stored for subsequent analysis. Images were processed using ImageJ software. Mitochondrial morphology was measured using MitoLoc software (26) and f-index was used to describe mitochondrial network. The f-index is defined as the sum of relative fragment volumes that individually constitute <20% of the total mitochondrial volume. Mitochondrial mass was calculated quantifying mtDNA content in relationship to genomic DNA. DNA was purified by a DNA isolation Kit (Qiagen).

### Western blot analysis

After Pvt1 down-expression, C2C12 cells were washed with PBS and then lysed using a non-reducing buffer containing 10% (v/v) glycerol, 2.3% (v/v) sodium dodecyl sulphate (SDS), 62.5 mM Tris–HCl (pH 6.8) and phosphatase and protease inhibitor cocktails (PhosSTOP and cOmplete mini tables, Roche). Samples were centrifuged at 16 000 × g (10 min, 4°C) to remove cell debris and the protein-containing supernatants were then stored at −80°C. Protein quantification was performed using the Pierce BCA protein assay kit (Pierce, Thermo Scientific) according to manufacturer’s instruction. C2C12 lysates were then adjusted to an equal protein concentration using reducing (50 mM dithiothreitol) Laemmli sample buffer and boiled for at least 5 min. Proteins (20 μg) were separated by sodium dodecylsulphate-polyacrylamide gel electrophoresis using Mini-PROTEAN TGX precast gels (4–15% acrylamide concentration, Bio-Rad Laboratories) and then electroblotted onto 0.22 μm-pore size polyvinylidene difluoride membranes (PVDF, Bio-Rad Laboratories). PVDF membranes were incubated (1 h, room temperature) with a blocking solution [Tris-buffered saline added with 0.1% (w/v) Tween-20 (TBS-T) with either 5% (w/v) instant non-fat dry milk (First Street) or 3% (w/v) bovine serum albumin (BSA) (AppliChem)] followed by incubation with the primary antibody (overnight, 4°C, see below). After three washes (5 min each in TBS-T), membranes were incubated (1 h, room temperature) with a horseradish peroxidase-conjugated anti-rabbit-IgG, anti-mouse-IgG secondary or anti-chicken IgY-secondary antibody, depending on the used primary antibody. After three washes (5 min each in TBS-T), immunoreactive bands were visualized and digitalized with the Alliance Mini HD9 UVITEC imaging system (Eppendorf), using the chemiluminescent HRP substrate reagent kit (EMD Millipore). To verify equal loading and transfer, PVDF membranes were stained with Coomassie brilliant Blue (0.1% w/v Brilliant Blu R (Sigma), 50% methanol, 7% acetic acid). For densitometric analysis, the intensity of each immunoreactive band was normalized to the optical density of the corresponding Coomassie blue-stained lane as in (27–31).

#### Antibodies

Primary antibodies used in western blot were (Ab code and dilution in parenthesis): rabbit monoclonal anti-Beclin1 (D40C5) (1:1000, 3% BSA in 0.1% TBS-T, Cell Signaling Technology); rabbit polyclonal anti-Bax (Δ 21) (SC6236) (1:1000, 1% BSA in 0.1% TBS-T, Santa Cruz Biotechnology); rabbit polyclonal anti-Bak (06–536) (1:1000, 1% BSA in 0.1% TBS-T, Merck-Millipore); rabbit polyclonal anti-Bcl2 (SAB4500003) (1:1000, 1% BSA in 0.1% TBS-T, Sigma-Aldrich); rabbit polyclonal anti-phospho-c-Myc (M8433) (pThr^58^/pSer^62^) (1 μg/ml, 1% BSA in 0.1% TBS-T, Sigma-Aldrich); chicken polyclonal anti-c-Myc (GW21184P) (1:5000, 1% BSA in 0.1% TBS-T, Sigma-Aldrich); rabbit polyclonal anti-Mfn1 (H65) (1:5Z00, 5% non-fat dry milk in 0.1% TBS-T, Santa Cruz Biotechnology).

Secondary antibodies used were: goat anti-mouse IgG-HRP conjugated (SC2005) (1:3000, 1% BSA in 0.1% TBS-T, Santa Cruz Biotechnology); goat anti-chicken IgY-HRP conjugated (SC2428) (1:3000, 1% BSA in 0.1% TBS-T, Santa Cruz Biotechnology); goat anti-rabbit IgG-HRP conjugated (A0545) (1:60 000, 1% BSA in 0.1% TBS-T, Sigma-Aldrich).

## RESULTS

### Expression of lncRNAs in single skeletal muscle fibers

Different myofibers have different characteristics. For example, metabolically, skeletal muscle fibers can be divided in glycolytic and oxidative with mitochondrial dynamic that is tailored with myofiber diversity (14). The expression of lncRNAs is more tissue- and cell-type specific than that of coding RNAs (32) and this is a solid clue for them being important player in the specification of myofiber characteristics. Before analyzing the expression of lncRNAs in single myofibers, we measured the transcriptional contribution of satellite cells in our RNA preparation, since the isolation protocol cannot clear them completely from fibers. We compared the expression of Paired Box Homeotic Gene 7 (Pax7), CD56, Myogenic factor 5 (Myf5), Myogenic Differentiation 1 (Myod1) and Mrf4 in 8 single myofibers versus satellite cells. Pax7, CD56, Myf5 and Myod1 transcripts, that are known as markers of satellite cells (33,34), were found under-expressed in the RNA preparation of both fast and slow myofibers. On the contrary, Mrf4, that is highly expressed in adult skeletal muscle (35), was found less expressed in satellite cells (Supplementary Figure S2). Therefore, even if some satellite cells may actually remain attached to myofibers after their purification, their contribution to the fiber transcriptome can be considered absolutely negligible. It is known that miRNAs participate in the modulation of muscle stem cell behavior (36). However, even if the portion of RNAs from satellite cells had been more prominent than we actually measured, it would be considered fiber-specific and congruent with fiber specific phenotype (37). In fact, different works suggest that fiber type is dependent, at least in part, on the intrinsic properties of the progenitors which contributed to their generation (38,39). 

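Single myofibers were isolated from the soleus and extensor digitorum longus (EDL) muscles of CD1 mice at month 3 of age, and the RNA of each myofiber was amplified, labeled with Cy3 and hybridized to an Agilent mouse expression array of its own. The arrays cover 11 type 1 myofibers from soleus and 10 type 2B myofibers from EDL. Each type was taken from 6 mice. There were 9 mice in all, of which 3 gave myofibers of both types, so that the myofibers of a mouse are not independent animals. Myofibers are named as in the paper by the muscle, the myofiber number and the mouse number. For every spot the authors deposited the intensity that the Feature Extraction Software computed after background subtraction, without normalization between arrays, together with the flag for a signal that is positive and significant against the background. Here these intensities were quantile normalized between the 21 arrays, by the method that the paper names, and expressed as log2. Spots below background kept the processed value of the software, whereas the paper first set spots without the flag to missing. Such values can lie close together near the lowest signal. At a probe on chromosome 1 (20672069 to 20672128 on mm9), 0 type 2B myofibers had the flag, and their log2 values lay between 1.65 and 1.77. The spread within a type at such probes, and with it the p, then rests on spots without a significant signal. Spots with an outlier flag and control spots were left out, and spots with the same probe name were averaged. Differences are given as type 2B minus type 1 on the log2 scale, with limma and the mouse as a random block, and each p was adjusted by Bonferroni. Of 55681 probes, the 46928 with the flag in at least 50% of the myofibers of a type were tested. The share of spots with the flag ranged from 63.1% to 91.5% in type 1 and from 60.2% to 87.5% in type 2B myofibers, with medians of 76.7% and 77.0%. The arrays came from 6 slides, and 8 of them, 4 of each type, were on slide 1, where the 75th percentile of the signal lay between 335 and 520 scanner units. On the other slides it lay between 52.8 and 180 scanner units. The number of arrays and mice limits the precision of every difference.

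**Figure D1:**
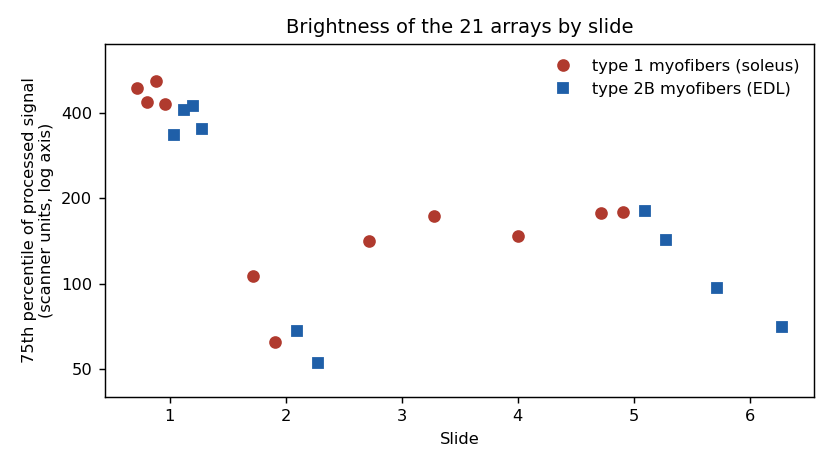
Brightness of each array by slide, as the 75th percentile of the processed signal in scanner units on a log axis. Circles are type 1 and squares type 2B myofibers; slide 1 holds 4 arrays of each type, all at 335 or above.

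The myosin heavy chain transcripts were measured on the same arrays and check the assignment of the myofibers, with positions on mm9. Myh7 (chromosome 14, 55589581 to 55589640) had a log2 signal of 15.01 ± 1.40 (SD, n = 6 mice) in type 1 and of 6.86 ± 0.38 (SD, n = 6 mice) in type 2B myofibers. The difference was -8.09 (standard error 0.61, Bonferroni adjusted p = 1.8e-07 over all probes tested). Myh4 (chromosome 11, 67073834 to 67073893) went the other way, from 3.22 ± 1.23 to 15.02 ± 0.47 (SD, n = 6 mice each), a difference of 11.53 (standard error 0.59, Bonferroni adjusted p = 4.9e-11). For both genes the mouse means of the types did not overlap (exact permutation test, two-sided p = 0.0022, the smallest that 6 mice against 6 allow). Among the processing alternatives, normexp background correction moved Myh4 most, to 8.69. Myh4 passed the threshold in all 13 alternatives. Myh7 stayed between -8.58 and -7.38 and passed in 12 of 13. Myh4 was well above background in 5 of 11 type 1 myofibers, so that the size of its difference rests in part on signal near background. Myh2 was lower and Myh1 higher in type 2B, and neither passed the Bonferroni threshold. With Benjamini-Hochberg adjustment limma's p was 0.017 for Myh2 and 0.0028 for Myh1. The mouse means of Myh2 did not overlap (exact permutation test, two-sided p = 0.0022). For Myh1, 5 of 6 type 2B mice lay above every type 1 mouse (exact permutation test, two-sided p = 0.0087). Myh2 was well above background in 8 type 1 and 2 type 2B myofibers and Myh1 in 3 and 8, and the size of their differences is uncertain, with alternatives from -9.91 to -2.60 and from 2.00 to 6.34. In the type 1 myofiber S6.4 the Myh7 signal was 8.88, while the other type 1 myofibers lay between 15.18 and 15.96, and its Myh2 signal was 14.86.

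**Figure D2:**
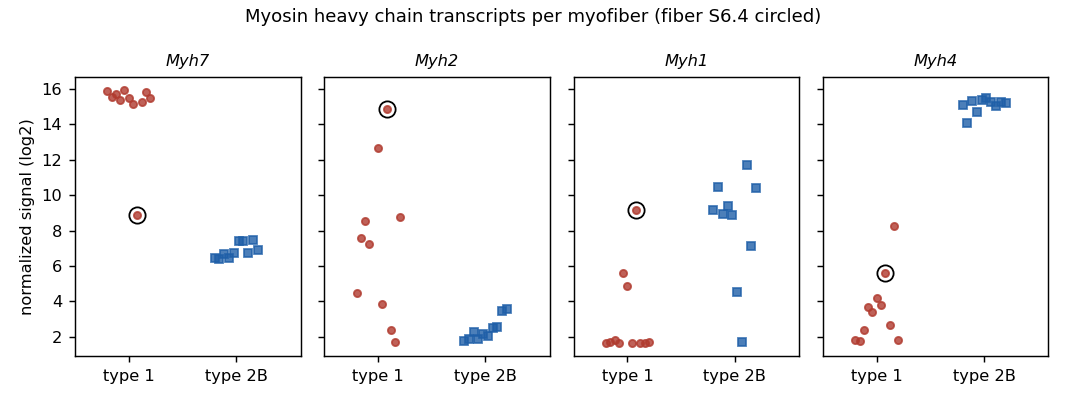
Log2 normalized signal of Myh7, Myh2, Myh1 and Myh4 in each myofiber, with type 1 as circles and type 2B as squares; the circled point is S6.4. Apart from S6.4 with Myh7 at 8.88, the type 1 myofibers lie at 15.18 or above for Myh7.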

Then, we analyzed the expression of lncRNAs in 10 glycolytic type 2b and 11 oxidative type 1 myofibers characterized as previously described (18–20) (Supplementary Figure S3). This analysis allowed a more precise evaluation of the impact of lncRNAs in the specification of myofiber characteristics since it avoided interferences form non-contractile cells, such as endothelial, blood or connective cells. 

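Transcripts used as markers of these cells were on the same arrays, and their signal was read in the 11 type 1 and 10 type 2B myofibers. Of the endothelial markers, the brighter probe of Kdr was well above background in all 21 myofibers. The other Kdr probe was well above background in 4 type 1 and 0 type 2B myofibers. Pecam1 was well above background in 7 type 1 and 5 type 2B myofibers, Tek in 9 and 4, Flt1 in 2 and 2, and Cdh5 in 2 and 0. Of the blood cell markers, Hba-a1 and Ptprc were well above background in all 21 myofibers, the brighter probe of Cd68 in 10 and 9 and its other probe in 4 and 3, Alas2 in 7 and 4, and Hbb-b1 in 2 and 0. Of the connective tissue markers, Col1a2 was well above background in all 21 myofibers, Col3a1 in 11 and 7, Col1a1 in 4 and 1, Dcn in 3 and 1, and Pdgfra in 0. None of these genes passed the Bonferroni threshold between the types. Col3a1 had the largest difference among them, with a log2 signal of 8.12 ± 1.13 in type 1 and 5.29 ± 0.63 in type 2B (SD, n = 6 mice each), and its mouse means did not overlap. The difference of -2.49 had a standard error of 0.49, with limma's p at 0.0013 after Benjamini-Hochberg adjustment. Tek was lower in type 2B by -1.68 (standard error 0.51, Benjamini-Hochberg adjusted p = 0.042 from limma). Its mouse means, 4.36 ± 1.41 in type 1 and 3.27 ± 0.98 in type 2B (SD, n = 6 mice each), differed within the spread between mice (exact permutation test, two-sided p = 0.15). For the other markers that were tested, the adjusted p was 0.29 or above.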

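The probes taken here as lncRNA probes are those that Supplementary Tables S3, S4 and S5 pair with a non-coding annotation, as far as these tables were read. These are the first 794 entries of Table S3, 262 entries of Table S4 and 1907 probes of Table S5, which together name 2283 probes of the array. Of these, 2144 probes (93.9%) had the positive and significant flag in at least 50% of the myofibers of a type. With the stricter flag for spots well above background the number was 1832. Table S3 lists probes that the paper found above background in at least 50% of a type on these same arrays. The share of 93.9% is thus in part fixed by that choice. In a set built from the RefSeq biotype, without use of these tables, 2422 of 3085 probes (78.5%) had the flag by the same rule. At a Bonferroni adjusted p of 0.05 over these 2144 probes, 88 differed between the types, 58 with a higher signal in type 2B and 30 with a higher signal in type 1. The set holds 258 probes of Table S4, which the paper chose by type on these same arrays, beside a part of Table S3, so that the count is not independent of the paper's choice. At an unadjusted p of 0.05 the number was 436. Of the alternatives set before the data were examined, the mouse as a fixed block gave the lowest number, 18, and Benjamini-Hochberg adjustment the highest, 247. Without mouse 3, which gave the most myofibers, 29 passed. Over all probes of the array tested, 691 passed their own Bonferroni threshold, 297 with a higher signal in type 2B and 394 in type 1. Among the lncRNA probes whose mouse means did not overlap, the 5 largest differences toward type 1 lay between -6.58 and -4.10. At each of these at most 5 of 10 type 2B myofibers were well above background, so that the sizes depend on how dim spots are treated. The largest was that of Gm5532 (chromosome 1, 157367304 to 157367363 on mm9), a lincRNA with a log2 signal of 8.30 ± 0.26 (SD, n = 6 mice) in type 1. It was not well above background in any type 2B myofiber, so that it was at least 20.2-fold higher in type 1, a bound taken against the lowest signal among probes well above background on each array. Next came a pseudogene probe on chromosome 14 (55445108 to 55445167), the probes that the array names Gbp11 and Acsf2 and the tables class as pseudogenes, and the antisense RNA Gm15743. The 5 largest toward type 2B lay between 4.72 and 3.13. They were 1700019G06Rik, Gm12680, the pseudogene Gm13549, and the lincRNAs 2310065F04Rik and Gm10605. The array names the probe of 1700019G06Rik Prss23, and the tables class it as antisense. At this probe the highest type 1 myofiber had 11.66, and 3 of 10 type 2B myofibers lay above every type 1 myofiber. Gm13549 lay close to the threshold, and 9 of 14 processing alternatives left it past it, as did 1 of 9 fits without a mouse and 4 of 21 without a myofiber.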

A total of 3242 microarray probes measured expression values statistically higher than background in at least 50% of tested type 1 or type 2b myofibers (Supplementary Table S3) with 264 probes that resulted preferentially expressed in a specific fiber type (Figure 1A and Supplementary Table S4). Interestingly, differentially expressed lncRNAs perfectly separated slow type 1 from fast type 2b myofibers indicating that they can be involved in processes activated or inhibited specifically in each myofiber type (Figure 1A). 

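The myofibers were clustered again with Pearson's correlation distance and complete linkage on the log2 signal. With the 88 probes that differed between the types, the tree divided into a group of 10 and a group of 11 myofibers, and all 21 lay with their own type. The same held with Euclidean distance, with average linkage and with the linear signal. It also held with all 2144 lncRNA probes above background, of which 258 are probes of Table S4 that the paper chose by type on these arrays. In that tree the group of 11 held 4 arrays of slide 1 and 7 of the other slides, and the group of 10 held 4 and 6. Without the probes of Table S4, the other 1886 placed 14 of 21 myofibers with their type. The 2422 probes above background of the set built from the RefSeq biotype, without use of the paper's tables, placed 12 of 21. All 46928 probes above background placed 21 of 21. These last 3 trees were made after the others were seen. Leaving out the probes of Table S4 removes probes that differ by type. The RefSeq tree set apart a group of 3, S11.3, E14.3 and E15.3, all on slide 2. These had 75th percentiles of 62.4, 68.2 and 52.8 scanner units, the lowest of all arrays. The tree without Table S4 set apart a group of 5, which were these arrays with E7.7 (70.6) and E12.5 (96.6), the next dimmest. Both trees thus divided dim arrays from brighter ones, so that they do not tell whether these probes separate the types. To see what selection alone gives, the 50 probes with the smallest p were also taken from groupings of the mice and muscles other than the real one. In 99 such groupings a median of 17 of the 21 myofibers lay with their assigned group, and in 3 groupings all of them did. With 50 probes in place of 88, the real grouping placed all 21. From the separation of type 1 and type 2B myofibers, the paper proposes that the differentially expressed lncRNAs can take part in processes that are turned on or off in a given myofiber type.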

Most lncRNAs differentially expressed between glycolytic and oxidative myofibers are pseudogenes, ∼21% are long intergenic non-coding RNAs (lincRNAs) and ∼8% are antisense RNAs (Figure 1B). 

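Among the 88 lncRNA probes past the threshold, Tables S3, S4 and S5 class 63 as pseudogenes, a share of 71.6% (95% Wilson interval 61.4% to 80.0%). There were 16 lincRNA probes, 18.2% (11.5% to 27.5%), and 8 antisense RNA probes, 9.1% (4.7% to 16.9%). Among all lncRNA probes tested, which include those of Table S4, pseudogenes made up 43.7% of 2144, lincRNAs 29.0% and antisense RNAs 13.5%. With the mouse as a fixed block the share of pseudogenes was 33.3% and that of lincRNAs 50.0%, of 18 probes. Of the 63 pseudogene probes, 11 (17.5%) are also annotated to a protein-coding gene, against 288 of 937 (30.7%) among the pseudogene probes tested, and their signal can come from either transcript.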

Microarray data confirmed that linc-Myh (2310065F04Rik), whose role in myofiber type specification is known (40), was highly expressed in fast 2b myofibers (Supplementary Table S4). 

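The probe of 2310065F04Rik (A_55_P2337033; chromosome 11, 66925963 to 66926022 on mm9) had a log2 signal of 6.80 ± 0.53 in type 1 and of 10.1 ± 0.69 in type 2B myofibers (SD, n = 6 mice each). The difference was 3.19 (standard error 0.30, Bonferroni adjusted p = 4.4e-07 over the lncRNA probes, limma). All 10 type 2B myofibers lay above all 11 type 1 myofibers, and the means of all 6 mice did so too (exact permutation test, two-sided p = 0.0022). Across 14 processing alternatives the difference stayed between 2.52 and 3.69 and passed the threshold in 13. The exception was the alternative on the linear signal with spots below background at 0.01. Of the alternatives added after the data were seen, those on the linear signal with the deposited values and with unflagged spots missing did not pass either. With each mouse left out in turn the difference lay between 2.97 and 3.30.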

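The microarray signal of the lncRNAs of Figure 1E was read at every probe of each gene, which gave 34 probes tested over 9 genes. Adjusted over the list alone, 4 genes had a probe past the Bonferroni threshold, and over all lncRNA probes 3 genes did. The paper chose these genes on the same arrays, so that the number over the list alone is not independent evidence. Apart from 2310065F04Rik, 1110006G14Rik and Pvt1 passed over all lncRNA probes. The probe of 1110006G14Rik (chromosome 7, 123175654 to 123175865 on mm9) had a log2 signal of 6.12 ± 0.59 in type 1 and 7.98 ± 0.60 in type 2B myofibers (SD, n = 6 mice each). Its difference of 2.10 had a standard error of 0.30 and a Bonferroni adjusted p of 6.9e-04 from limma. It no longer passed with means per mouse (1.86, adjusted p = 0.19), on the linear signal with spots below background at 0.01 and without mouse 3 (1.83, adjusted p = 0.13). It did not pass either on the linear signal with the deposited values or with unflagged spots missing, both added after the data were seen. Of 8 Pvt1 probes tested, A_30_P01028541 (chromosome 15, 62090132 to 62090191) passed, with 12.69 ± 0.26 in type 1 and 13.98 ± 0.22 in type 2B (SD, n = 6 mice each). The difference was 1.29 (standard error 0.17, Bonferroni adjusted p = 3.8e-04), and all 10 type 2B myofibers lay above the 10 type 1 myofibers with a value, since in S15.2 the spot had an outlier flag and was left out. The other 7 Pvt1 probes had differences between -0.12 and 0.78, and none of them passed. The call at A_30_P01028541 was lost with the mouse as a fixed block (1.34, adjusted p = 0.20), with means per mouse (1.30, adjusted p = 0.055), with the replicate number as a block (1.23, adjusted p = 0.16) and without mouse 3 (1.24, adjusted p = 0.29). In Table S4, the group means printed in the row of this probe are those of the fiber values of Gm11453. Gm16062 had a difference of 1.13 (standard error 0.56) that fell within the spread between mice (exact permutation test, two-sided p = 0.44). Snhg7 had -0.22 (standard error 0.46), within the spread between mice (exact permutation test, two-sided p = 0.66), and its sign changed to 0.08 with 1 myofiber left out. Of the 9 Neat1 probes, 3 between 5834543 and 5834916 on chromosome 19 had differences of -1.20, -1.20 and -1.11, and the 6 between 5842534 and 5842845 had differences between -0.14 and 0.08, where the type 2B myofiber of mouse 4 lay above every other myofiber. None of them passed, and the smallest Benjamini-Hochberg adjusted p was 0.035. The 8 probes of Gas5 had differences between -1.75 and 0.09, with 7 of them negative, and the 4 probes of Dancr between -0.88 and 0.35. None of these probes passed, with smallest Benjamini-Hochberg adjusted p-values of 0.12 and 0.16 from limma.

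**Figure D3:**
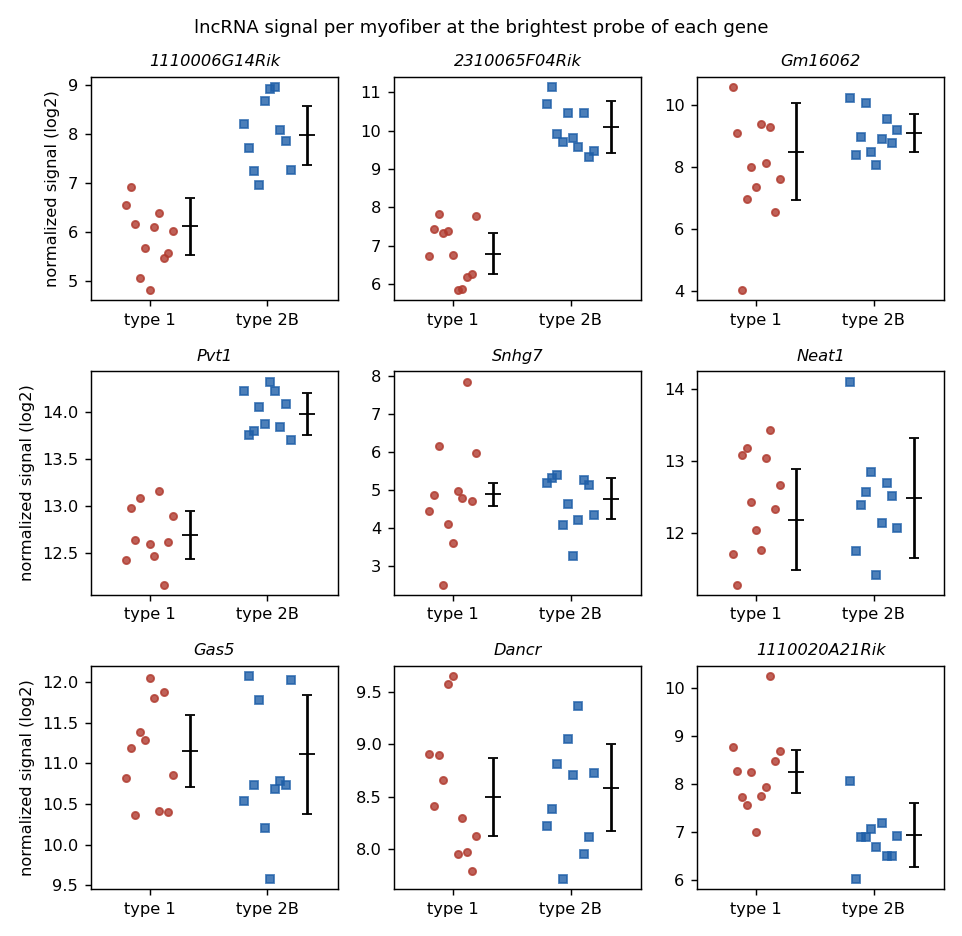
Log2 normalized signal of each myofiber at the brightest probe of each lncRNA of Figure 1E, with type 1 as circles and type 2B as squares; bars give the mean of the mouse means and their SD (n = 6 mice). At 1110006G14Rik, 2310065F04Rik and Pvt1 the 10 type 2B myofibers lie above every type 1 myofiber with a value, and S15.2 has none at Pvt1.

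**Figure D4:**
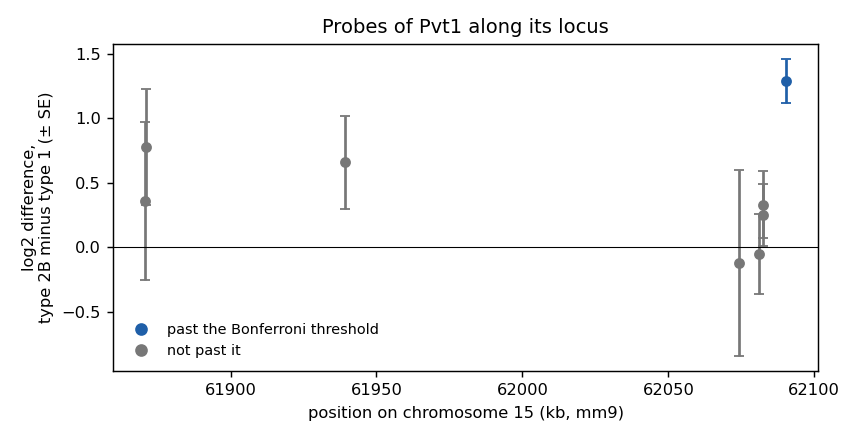
Difference between the types at each of the 8 tested Pvt1 probes by position on chromosome 15 (kilobases, mm9); bars give the standard error. The probe past the threshold, at 1.29, is the rightmost.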

To support microarray results we performed qPCR analysis for nine lncRNAs (3 showing higher expression in slow myofibers and 6 with the opposite expression profile). We included in this analysis functionally characterized lncRNAs, such as Gas5 (41), Neat1 (42), Dancr (43), Pvt1 (44–46) and 2310065F04Rik (linc-Myh) (40) and lncRNAs with no associated function. For this experiment, we used a new set of 8 fibers and for all lncRNAs the microarray data were confirmed. The lncRNA 1110020A21Rik did not evidence statistically significant difference in the expression between fast and slow myofibers but maintains the expression trend showed with microarray analysis (Figure 1E). 

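On the microarrays the probe of 1110020A21Rik (A_66_P107745; chromosome 17, 85356561 to 85356620 on mm9) had a log2 signal of 8.25 ± 0.45 in type 1 and 6.94 ± 0.67 in type 2B myofibers (SD, n = 6 mice each). The signal fell by 1.39 in type 2B (standard error 0.31), and 4 of the 6 type 1 mice lay above every type 2B mouse (exact permutation test, two-sided p = 0.0065). This probe was short of the Bonferroni threshold over all lncRNA probes (adjusted p = 0.40 from limma) and past the Benjamini-Hochberg threshold (adjusted p = 0.0029). Across 14 processing alternatives the difference stayed between -1.71 and -0.92.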

Our results on the expression of lncRNAs of single myofibers could be useful for a better comprehension of different phenomena occurring in fast and slow muscles. For example, Gas5 could be associated to the different responsiveness of type 2 and type 1 myofibers to glucocorticoids (GC). In fact, abnormal levels of GAS5 may repress GC effectiveness (41). It is known that GC have exert a stronger metabolic impact in type 2 myofibers than in type 1 (47) where Gas5 is more expressed (Figure 1E). Some lncRNAs with a defined role in muscle biology, such as ^CE^RNA (48), linc-MD1 (49) and Munc (50) were not included in the microarray analysis because they were not present in the Ensemble 74 database, that we used for the definition of lncRNAs. For these lncRNAs, we performed qPCR analysis on four fast and four slow myofibers (Supplementary Figure S4) evidencing that linc-MD1 is more expressed in slow myofibers. This result confirms previous findings (49) where it was showed that linc-MD1 is only expressed in soleus muscle. ^CE^RNA and Munc, instead, did not show a fiber type specific expression.

**Figure 1.**
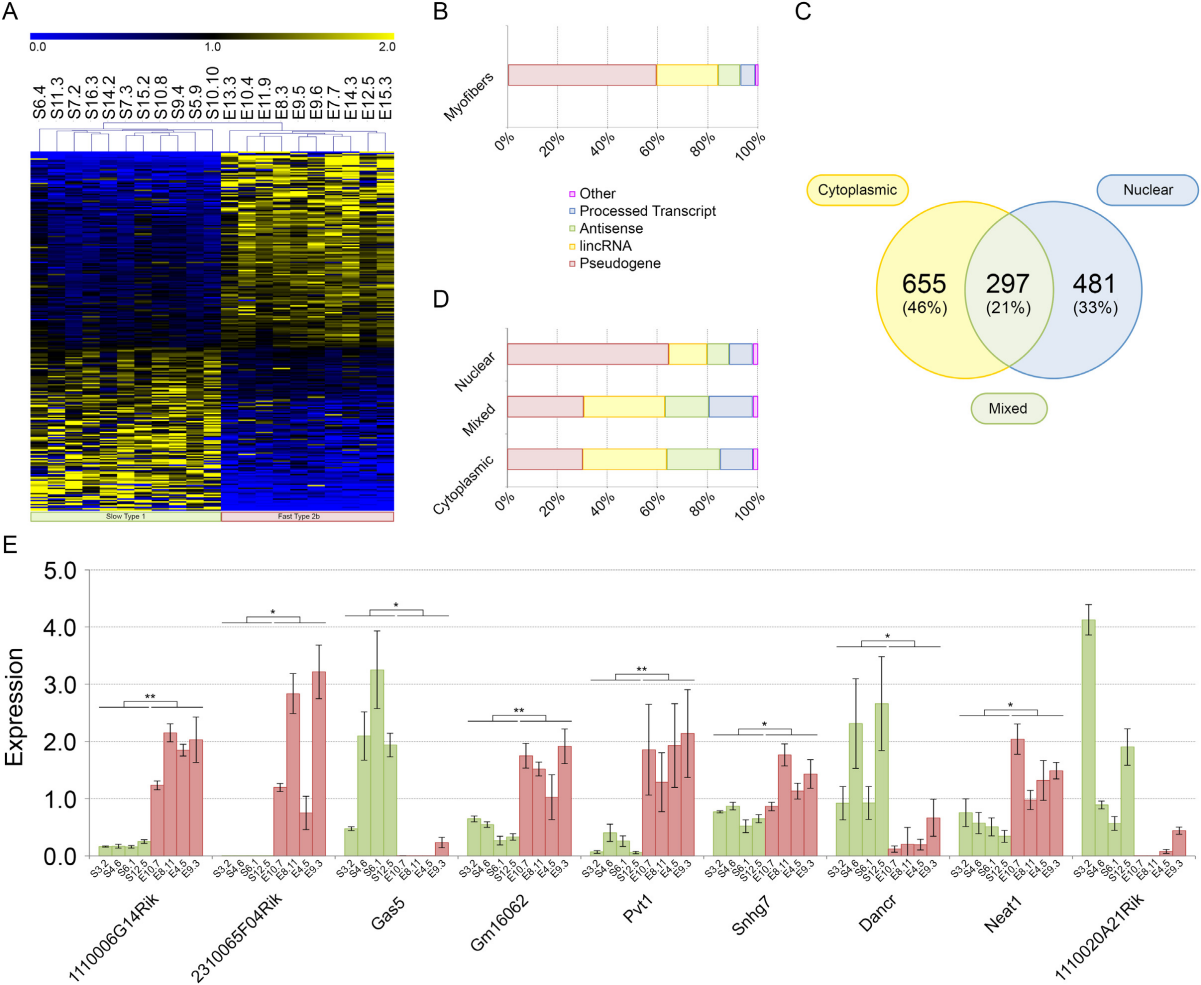
Genome wide analysis of lncRNAs. (**A**) Heat map of lncRNA expression in single myofibers. Initials for myofibers indicate: the muscle source (S = *soleus*; E = EDL), the myofiber number and the mouse number (separated by a dot). (**B**) Categorization of differentially expressed lncRNAs between fast and slow myofibers. About 80% were pseudogenes and lincRNAs. (**C**) Subcellular localization of lncRNAs extracted from nuclear or cytoplasmic fractions of myofibers from *soleus*, EDL and TA. A total of 46% of lncRNAs were cytoplasmic, 33% nuclear and 21% showed a specific localization that changes in relation to the muscle source or lncRNA isoform. (**D**) Categorization of lncRNAs localized in the nucleous or in the cytoplasm of myofibers purified from *soleus*, EDL and TA. Most lncRNAs with cytoplasmic or mixed localization were pseudogenes (∼30%) or (lincRNAs; ∼33%). Nuclear fraction was enriched with pseudogenes while lincRNAs represented ∼15% and antisense ∼9%. (**E**) qPCR for nine lncRNAs. Histograms represent expression value relative to the average expression of the gene among samples. Standard deviation for three technical replicates is indicated. Txn1 was used as control gene. Symbols for myofibers are as described in (A) such as color coding for fast and slow myofibers. The statistical significance between the two groups of myofibers was computed using analysis of variance Student *t*-test for two-tailed distribution and unequal variance. * *P* ≤ 5 × 10^−2^, ** *P* ≤ 1 × 10^−2^.

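Pseudogenes and lincRNAs together made up 79 of the 88 lncRNA probes past the threshold, 89.8% (95% Wilson interval 81.7% to 94.5%), and 72.7% of the lncRNA probes tested. Counted by gene, the 88 probes came from 82 genes and the share was 89.0%. In the reported fit the counts of the classes differed in direction, which was not tested. Of the pseudogene probes 49 had a higher signal in type 2B and 14 in type 1, whereas of the lincRNA probes 4 had a higher signal in type 2B and 12 in type 1. The antisense probes were 4 and 4. Over all classes the division was 58 and 30. It moved to 92 and 28 with the 75th percentile in place of quantile normalization, and to 13 and 23 with means per mouse. Of the probes of several lincRNA genes past the threshold, 6 belong to H19. In the 262 entries of Table S4 read here, the paper's own shares were 64.5% pseudogenes, 21.0% lincRNAs and 8.0% antisense RNAs.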

### LncRNA localization in C2C12 cells and in single skeletal muscle fibers

LncRNAs can accomplish different functions depending on their subcellular localization. Nuclear lncRNAs are known to modulate gene expression through their interaction with chromatin (51) while cytoplasmic lncRNAs can function as miRNA sponges (49). We analyzed the subcellular localization of a group of lncRNAs in the C2C12 cell line—a recognized model to study skeletal muscle *in vitro*—using in parallel FISH and qPCR on RNAs extracted from nuclei and cytoplasm of the same fibers. The two methods gave similar results. According to qPCR results, after 14 days of differentiation the selected lncRNAs were prevalently localized in the nuclear fraction except for Gm16062, H19 and Igf2os that showed instead a cytoplasmic localization (Supplementary Figure S5). FISH analyses evidenced that Airn and Mir143hg, had a strictly nuclear localization while H19, Neat1, Nctc1 and Pvt1 evidenced a nuclear and cytoplasmic localization in elongated myoblasts—a characteristic phenotype acquired upon induction of differentiation (Supplementary Figure S6). The identification of Neat1 in the cytoplasm was already described in (6).

To analyze lncRNA localization in myofibers, using a genome-wide approach, we applied a new method based on RNA purification from single subcellular components and microarray hybridization (Supplementary Figure S3). Here, we analyzed myofibers purified from EDL, *soleus* and TA mouse muscles identifying 481 lncRNAs predominantly localized in the myonuclei and 655 in the cytoplasm. Interestingly, 297 lncRNAs, that we named ‘Mixed’, showed a different localization depending on the specific isoform actually probed or on the type of muscle (Figure 1C, and Supplementary Table S5). Nuclear lncRNAs are prevalently pseudogenes (∼65%) while cytoplasmic or mixed lncRNAs are (lincRNAs ∼34%) or pseudogenes (∼31%) (Figure 1D). To validate these data, we performed FISH experiments on skeletal muscle sections for eight different lncRNAs (Figure 2A). We confirmed the nuclear localization for the lncRNA Mir143 hosting gene (Mir143hg), Gt(ROSA)26Sor, Neat1 and Nctc1. Mir22hg was chosen as an example of lncRNA with low expression to test the sensitivity of our FISH protocol. H19, Pvt1 and Airn showed a mixed localization: they were detected both inside the nucleus and in the cytoplasm. As already noticed in C2C12 cells (Supplementary Figure S6), it is of interest that the FISH of nuclear lncRNAs showed a patchy ‘clodded’ pattern suggesting a preferential localization and binding to specific chromatin regions (Figure 2B, C and D). Using 4′,6-diamidino-2-phenylindole (DAPI) staining, each nuclear region was categorized as eu- or hetero-chromatinic, evidencing that most of the lncRNAs are localized within euchromatic regions (Figure 2E and F). Moreover, we observed that not all nuclei in the same myofiber showed a similar pattern of lncRNA distribution (Figure 2A), suggesting a differential activity of myonuclei belonging to the same fiber as already evidenced for coding genes (52).

**Figure 2.**
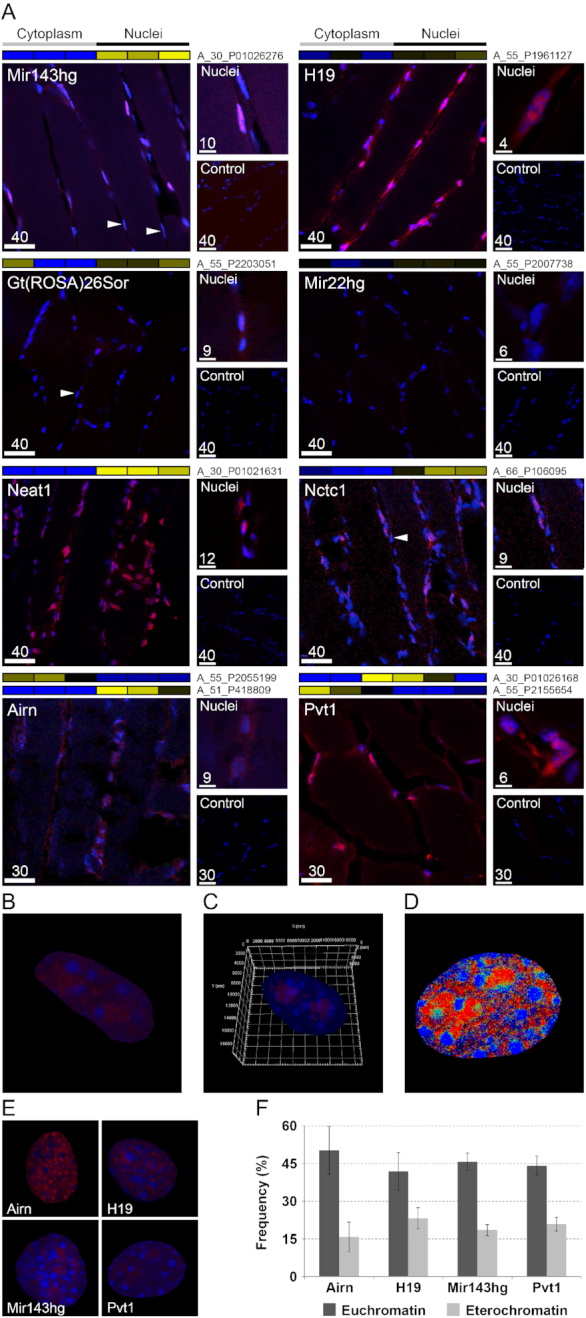
FISH of lncRNAs. (**A**) FISH on TA slices for selected lncRNAs. Labeled antisense strands of lncRNA probes were used as controls. Heat maps associated to each FISH images represent the results of genome wide analysis of lncRNA subcellular localization in TA myofibers. Names of microarray probes are listed near the heat map, where two names are present, it means that two different probes identified the same lncRNA in the microarray. Labels ‘Cytoplasm’ and ‘Nuclei’ indicate the cellular compartment where the signal of the probe was measured (blue = low expression; yellow = high expression). Arrows indicate examples of nuclei in the same myofiber that respond differently for the staining of some lncRNAs. Scale bar lengths are expressed in μm. (**B**) Enlarged FISH image of myonucleus positive for Pvt1 probe. (**C**) 3D reconstruction of a nucleus labeled for Pvt1 (red) and with DAPI (blue) (see also Supplemental Video S1). (**D**) Co-localization map. Pixels were colored in red where Pvt1 showed high expression, in blue when DAPI produced strong staining and in green when both had high staining. Co-localization (green) is underrepresented compared to individual Pvt1 or DAPI staining indicating that Pvt1 localizes in euchromatic regions. (**E**) Example of nuclei positively responding to probes for the lncRNAs Airn, H19, Mir143hg and Pvt1. (**F**) Frequency of high staining for lncRNA (red) in association with chromatin state (blue intensity). Chromatin state can be evidenced by DAPI staining. Dense areas of condensed chromatin (heterochromatin) correspond to DAPI-brighter regions. Airn, H19, Mir143hg and Pvt1 prevalently localized in euchromatic regions. Standard deviation was calculated on ∼20 nuclei per lncRNA.

### Involvement of lncRNAs in skeletal muscle atrophy

Muscle atrophy is an important condition associated to several pathologies and correlates with patient’s vital clinical end points (53). In many cases muscle atrophy induces significant systemic metabolic modifications (54,55). To evaluate, if lncRNAs can be involved in this pathologic condition of the muscle, we tested the expression of 22 lncRNAs in different mouse models of atrophy. A few of the selected lncRNAs were already known for their involvement in muscle physiology (e.g. H19, Neat1). 

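The lncRNAs with qPCR primers in Table S1 that are not in Figure 1E were read in the single myofiber arrays at every probe, which gave 45 probes tested over 14 genes. Adjusted over the list alone, 8 probes of 2 genes passed the Bonferroni threshold, and over the lncRNA probes 6 did, all of them of H19. At the H19 probe A_55_P1961127 (chromosome 7, 149761492 to 149761551 on mm9) the log2 signal was 14.11 ± 0.37 in type 1 and 11.60 ± 0.69 in type 2B myofibers (SD, n = 6 mice each). The difference of -2.51 had a standard error of 0.23 and a Bonferroni adjusted p of 3.6e-07 from limma, and all 11 type 1 myofibers lay above the type 2B myofibers. The other H19 probes had differences between -3.04 and -0.80. Of the genes short of the threshold, Mir143hg was higher in type 2B at its 3 probes, by 1.15 to 1.93 (smallest Benjamini-Hochberg adjusted p = 0.024). At the probe with 1.93, 2 of 11 type 1 myofibers were well above background. Dleu2 fell by 1.45 at the probe A_30_P01029118 (Benjamini-Hochberg adjusted p = 0.0030) and by 1.22 at A_30_P01025495 (Benjamini-Hochberg adjusted p = 0.011), while another of its 6 probes rose by 0.40. The other genes of the list were Dio3os, Dnm3os, Gm6781, Gt(ROSA)26Sor, Igf2os, Airn, Mir22hg, Mirg, Nctc1, Snhg1 and Snhg6. None of their probes passed even after Benjamini-Hochberg adjustment, and Snhg6 came closest with a difference of 0.79 (adjusted p = 0.054).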

The function of the remaining lncRNAs is still unknown and they were selected because of their fiber type specificity. As models for muscle atrophy, we used denervation and ALS. In both atrophy models, mitochondrial fragmentation is a key feature, that can also be associated to apoptosis and autophagy processes. Seven coding RNAs were included in this analysis because their genomic location was adjacent to at least one of the chosen lncRNAs. We measured how the expression of these transcripts evolved during atrophy progression by testing lncRNA levels at three time-points for denervation (3, 7 or 14 days after surgery) and for ALS (1, 3 or 4 months of age).

Most lncRNAs were found differentially expressed compared to the control in at least one analysed condition. Generally, the expression of lncRNAs increased in muscles undergoing atrophy (Figure 3A and B). We found that 2310065F04Rik (linc-Myh) resulted down-regulated in both atrophy models while Dancr, Gas5, H19, Igf2os, Airn, MiR22hg, Neat1 and Snhg1 were up-regulated in the late phases of atrophy. As previously found, linc-Myh was associated to myofiber type specification. Its expression in nuclei of fast-type myofibers prevents slow-type and enhances fast-type gene expression (40). Our results support the importance of changes in myofiber type during muscle atrophy and show that a possible origin of the myofiber switch may be the down-regulation of linc-Myh. Most lncRNAs evidenced a time-dependent expression. During denervation, there was a peak of expression for most lncRNAs at day 3 after sciatic nerve resection, whereas in ALS mouse model this peak was detected at month 4 after birth. Since lncRNAs can influence the expression of adjacent genes (40), we evaluated whether the expression of each lncRNA and its adjacent coding RNA was coordinated. The expression of the couples H19-Igf2, Airn-Igf2r, 2310065F04Rik (linc-Myh)-Myh3 and Dnm3os-Dnm3 had a strong correlation in muscles of both models that, in fact, share common pathological features (56) (Supplementary Figure S7). Relationships among H19 and Igf2, and Airn and Igf2r were already known (57,58).

**Figure 3.**
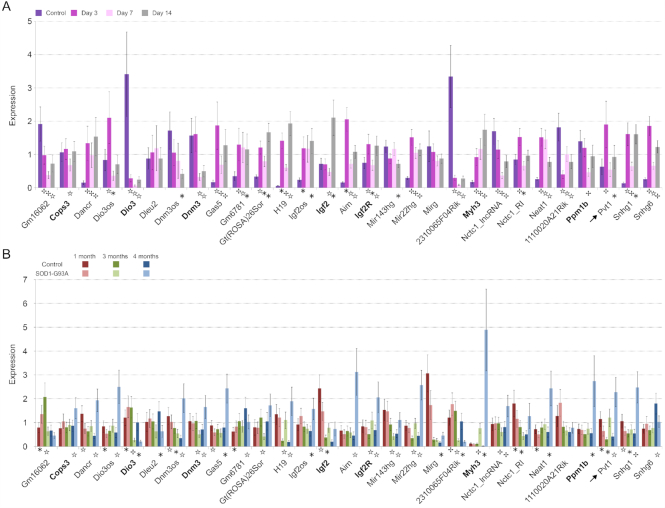
Expression of lncRNAs during muscle atrophy. Histograms represent expression values relative to the average expression of the gene among samples. Tbp was used as control gene. (**A**) Expression during denervation. Analyses were performed on *gastrocnemius* and a pool of RNAs extracted from controlateral non-denervated muscle was used as control. (**B**) Expression during ALS progression. As for denervated muscles *gastrocnemius* was used and transgenic mice with non-mutated human SOD1 gene were used as controls. Coding genes sharing the genomic location of the lncRNAs that are reported on their right side in the graph are indicated in bold. Arrows indicate Pvt1. Standard deviation among three biological and two technical replicates is indicated. The statistical significance between considered time points was computed using analysis of variance Student *t*-test for two-tailed distribution and unequal variance. * *P* ≤ 5 × 10^−2^, ☆ *P* ≤ 1 × 10^−2^, *P* ≤ 1 × 10^−3^.

Interestingly, the expression of Pvt1, a lncRNA involved in cell cycle regulation (59), was increased during muscle atrophy (Figure 3). Pvt1 expression highly increased after 3 days from denervation, while during ALS progression Pvt1 expression was highly increased at 4 months of age when the pathology is reaching its terminal stage. This peculiar activation could be the result of the involvement of Pvt1 in processes of muscle atrophy such as, for example, energetic/metabolic changes (60), apoptosis (61) and autophagy (62). In fact, Pvt1 has been already associated to metabolic disorders such as diabetes (44,45).

### The role of lncRNA Pvt1 in skeletal muscle: *in vitro* and *in vivo* analyses upon silencing

To better characterize the function of Pvt1 in skeletal muscle, we tested the transcriptome of C2C12 muscle cells after Pvt1 down-regulation. We obtained ∼70% of Pvt1 silencing after treating cells with GapmeRs (Figure 4A). We evidenced that the down-expression of Pvt1 induced the down-expression of genes coding for nuclear proteins involved in the chromatin organization and gene transcription, and the up-regulation of genes coding for proteins involved in cell metabolism and mitochondrial function (Figure 4B and Supplementary Table S6).

**Figure 4.**
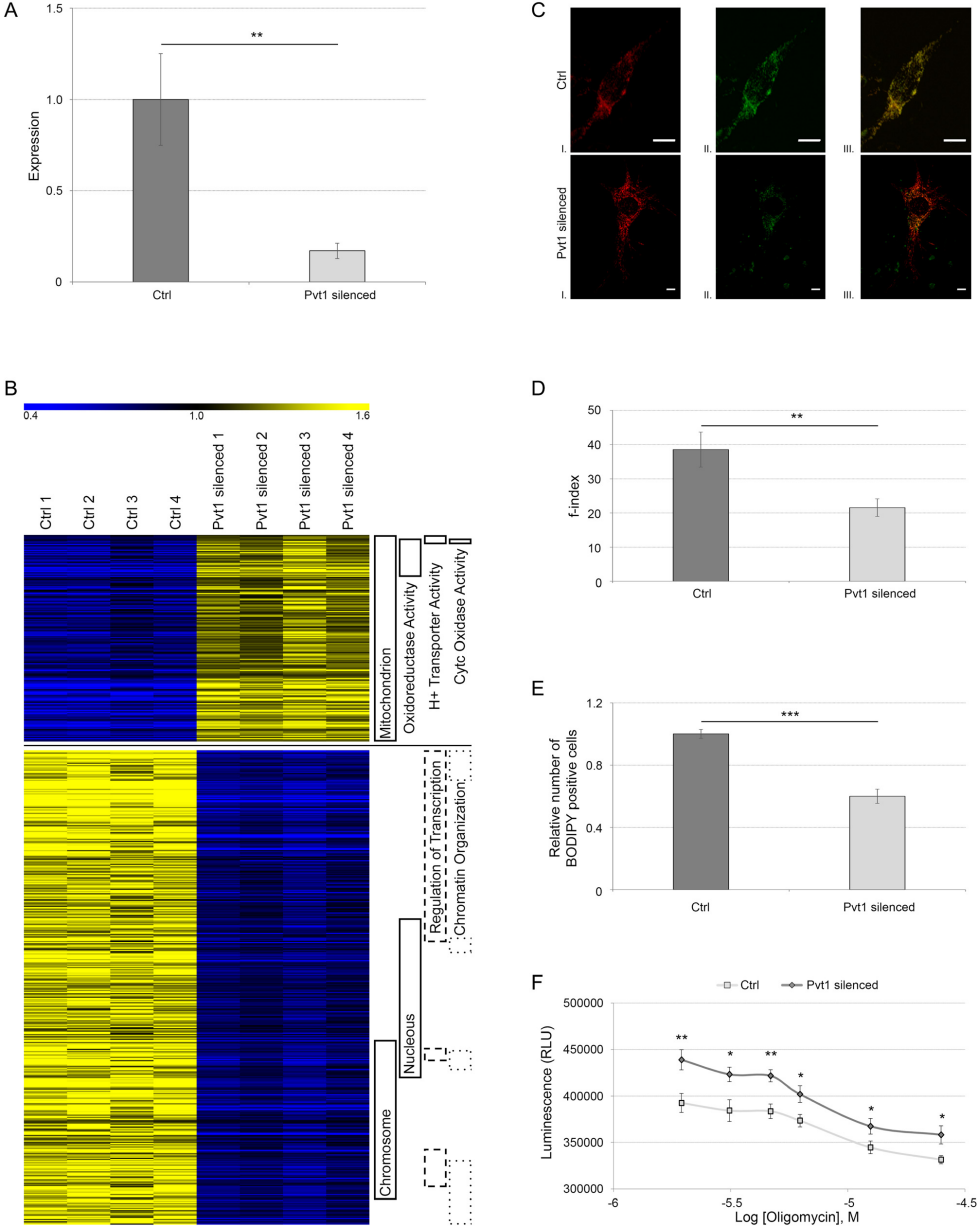
*In vitro* analysis of Pvt1 function. (**A**) Relative gene expression of Pvt1 in C2C12 cells transfected with control GapmeRs or with Pvt1 specific GapmeRs. Standard deviation is calculated among four biological replicates represented on the part B of this figure and two technical replicates per biological sample. Statistical significance was calculated according Student’s *t*-test between the two groups of cells with a two-tailed distribution and unequal variance; ** *P* ≤ 1 × 10^−2^. (**B**) Heat map of differentially expressed genes after Pvt1 silencing in C2C12 cells. On the right are indicated functional categories for genes represented. Up-regulated genes in Pvt1 silenced cells were involved in mitochondrial metabolism and respiration, while down-regulated genes were associated to transcription regulation. (**C**) Representative microscopy images of single C2C12 cells with different levels of mitochondrial fragmentation (I). Mitochondria were stained with Mito-RFP and imaged by confocal fluorescence microscopy. Images of each cell were captured at different focal depths and then processed. Cells were also stained with BODIPY (II) evidencing that after Pvt1 silencing BODIPY staining is less intense than control. Mito-RFP and BODIPY staining were merged (III). Scale bar represents 8 μm. (**D**) Quantization of mitochondrial fragmentation index. After Pvt1 silencing, mitochondrial fragmentation decreases indicating that mitochondria are more interconnected. Standard deviation was calculated from at least 50 different cells; ** *P* ≤ 1 × 10^−3^. (**E**) Relative cell count stained with BODIPY. A lower number of cells (50%) was stained with BODIPY when Pvt1 was down-regulated. Standard deviation was calculated from four different biological replicates; *** *P* ≤ 1 × 10^−4^. (**F**) ATP production in C2C12 cells treated with decreasing concentration of oligomycin. After Pvt1 silencing the ATP production was higher than in controls; * *P* ≤ 3 × 10^−2^, ** *P* ≤ 6 × 10^−3^. Statistical significance for f-index, BODIPY staining and ATP production was calculated using Student’s *t*-test between the two groups with a one tailed distribution and unequal variance.

#### Mitochondrial network and lipid consumption after Pvt1 silencing in C2C12 cells

We initially demonstrated that Pvt1 was preferentially expressed in (i) fast myofibers (Figure 1E), where mitochondria are fewer and less fused than slow myofibers and (ii) during muscle atrophy (Figure 3), when mitochondrial fragmentation increases. Moreover, we evidenced that the down-regulation of Pvt1 impacts the expression of mitochondrial related genes (Figure 4B). For these reasons, we tested if Pvt1 could have an effect on the mitochondrial network. We evidenced that, after Pvt1 silencing, mitochondrial network resulted less fragmented than controls (Figure 4C and D). Lipids are the main metabolic fuel in heart and skeletal muscle, and β-oxidation represents their main degradation pathway (63). Since we evidenced that after Pvt1 down-regulation mitochondria elongate and C2C12 cells decrease their lipid content (Figure 4C and E), we evaluated ATP production by promoting oxidative phosphorylation. We demonstrated that, replacing glucose with galactose in the culture medium, C2C12 cells exhibited higher ATP production when Pvt1 transcript was reduced (Figure 4F).

#### In vivo Pvt1 function

To evaluate the role of Pvt1 *in vivo*, we inhibited the expression of this lincRNA in leg muscles of CD1 wild-type and denervated mice. We obtained a ∼50% down-regulation of Pvt1 in normal and ∼60% in denervated muscles (Figure 5A). The analysis of muscle ultrastructure by electron microscopy evidenced that mitochondria size and number increased after Pvt1 down-regulation (Figure 5B). We confirmed the increased mass of mitochondria by quantifying mitochondrial DNA content after Pvt1 down-regulation. Control denervated muscles evidenced a ∼50% reduction of mitochondrial mass compared to control non-denervated, while, after the Pvt1 silencing, mitochondrial mass increased both in denervated and non-denervated muscles. When Pvt1 was down-regulated, we evidenced only ∼30% of decrease in mitochondrial mass comparing normal and denervated muscles (Figure 5C). Myofibers in the *gastrocnemius* are known to be mostly fast; ∼54% are type 2b while type 2a and type 1 and 2x only account for 6 and 2% of the total fiber content (64). Using both succinate dehydrogenase staining and expression analysis of marker transcripts (Myosin Heavy Chain 7; Myh7, Myosin Heavy Chain 2; Myh2, Myosin Heavy Chain 1; Myh1 and Myosin Heavy Chain 4; Myh4), we showed an increase in the proportion of oxidative myofibers after Pvt1 down-expression (Figure 5D, E and F). This is in accordance with our previous findings of Pvt1 preferential expression in fast myofibers and in fast EDL muscle (Figure 1E and Supplementary Figure S8). When Pvt1 was down-expressed in normal muscles the expression of slow type 1 Myh7 was higher than in the controls. This indicates that the modulation of Pvt1 may alter myofiber type and metabolism; this aspect is further supported by the up-regulation of the Myh2 gene for fast oxidative myosin (Figure 5F). The Myh4 gene coding for the myosin heavy chain expressed in the type 2b fast glycolytic myofibers is not affected and, interestingly, neither the gene Myh1 that code for MyHC-2x expressed in type 2x fibers (Figure 5F). Type 2b and 2x fibers have a relatively low oxidative capacity compared to type 1 and 2a (9) despite the fact that they show moderate to strong SDH staining in rat skeletal muscle (65). In general, type 1 and 2a fibers primarily use oxidative metabolism, whereas type 2x and 2b fibers primarily rely upon glycolytic metabolism (66). Apparently, only the genes coding for myosin heavy chain proteins expressed in the two more oxidative myofibers (type 1 and 2a) were affected by Pvt1 silencing. Increases of SDH positive myofibers after Pvt1 silencing was statistically significant only in denervated muscles while in non-denervated muscles the increase was not statistically significant (Figure 5E). Since Pvt1 is up-regulated during muscle atrophy (in the first phases of muscle denervation), we tested if its down-regulation impacts the myofiber size in non-denervated and denervated muscles protecting them from atrophy induced by denervation. We evidenced that, in non-denervated muscle, cross section area (CSA) of both fast and slow myofibers slightly increased when Pvt1 is down-regulated (Figure 5G). A more interesting result was that in denervated muscles Pvt1 down-regulation was protecting from atrophy. In fact, when Pvt1 was down regulated, slow myofibers of denervated muscles had ∼40% higher CSA (1818 ± 350 μm^2^) compared to controls (1299 ± 273 μm^2^). Pvt1 silencing statistically impacted myofiber metabolism and dimension particularly during muscle atrophy induced by denervation supporting the functional importance of its up-regulation during this event. The fact that Pvt1 down-regulation protects from atrophy induced by denervation is evidenced by the ∼12.5% increase of slow myofibers mean CSA between non-denervated and denervated muscles. Fast myofibers were instead slightly affected by the down-regulation of Pvt1 (Figure 5G and H).

**Figure 5.**
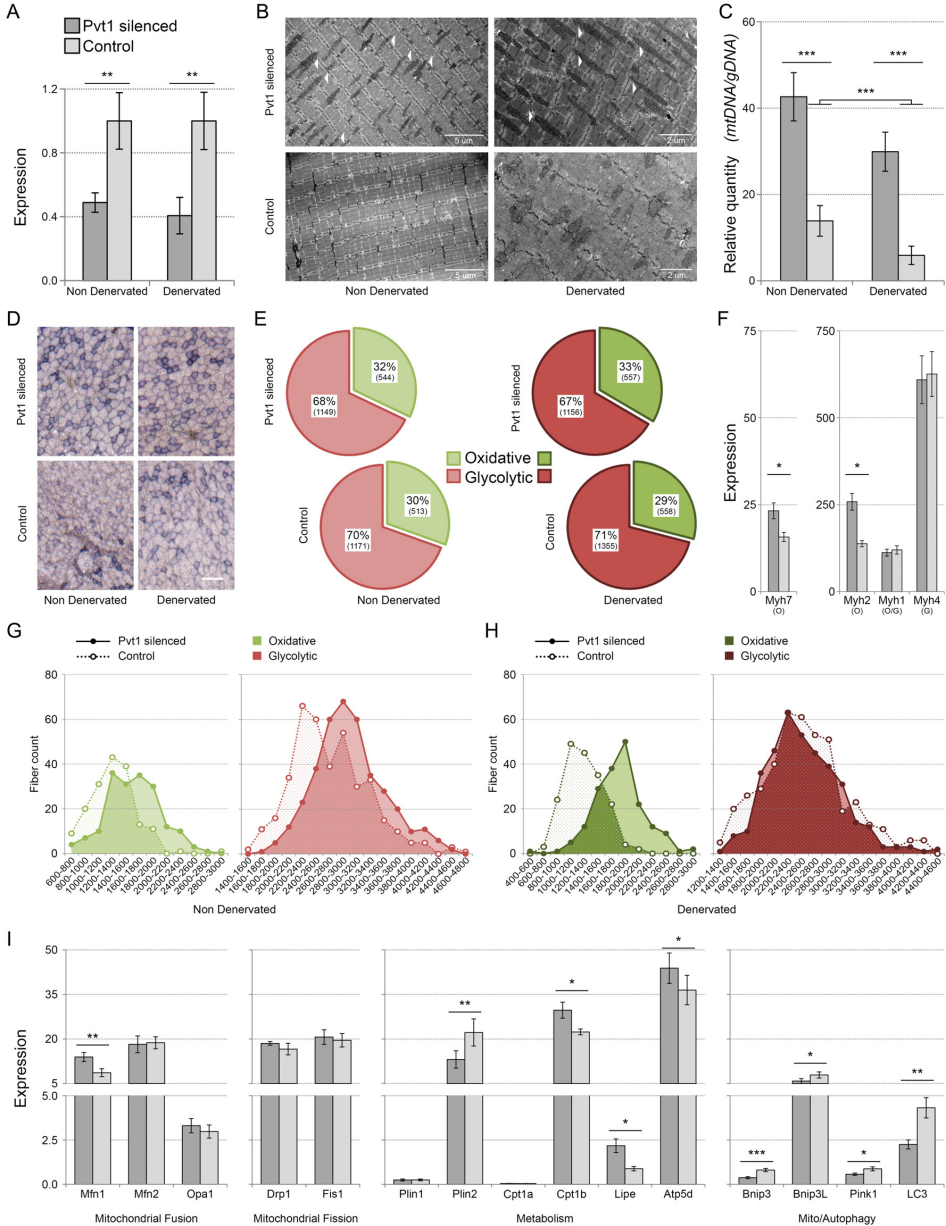
*In vivo* analysis of Pvt1 function. (**A**) Relative expression of Pvt1 after silencing with GapmeRs. Standard deviation was calculated among three biological and two technical replicates per biological sample. (**B**) Electron microscopy of TA slices. White arrows indicate elongated mitochondria in samples where Pvt1 was low (in both normal and denervated muscles). When Pvt1 was down-regulated, the number of mitochondria increased. (**C**) Quantization of mitochondrial mass. Mitochondrial mass was expressed as relative quantity of mitochondrial DNA coding for Cox compared with nuclear DNA coding for Sdh. It increased when Pvt1 was down-regulated. The genomic region coding for TBP was used as reference. Four biological replicates were analyzed. Standard error is represented. (**D**) Representative images for Sdh staining in *gastrocnemius* muscles. Scale bar represents 100 μm. (**E**) Percentage of oxidative and glycolytic myofibers is represented. χ² tests reveal that the increase in oxidative fibers after Pvt1 silencing is not significant for non-denervated muscles (χ^2^ = 1.09, *P*-value = 0.296) while it is significant for denervated muscles (χ^2^ = 4.75, *P*-value = 0.029). About 3500 myofibers for each condition were counted. (**F**) Histograms represent expression values relative to control gene (Tbp), obtained by qPCR for transcripts for myosin heavy chain. After Pvt1 silencing, myosin heavy chain genes expressed in oxidative metabolic myofibers (Myh2 and Myh7) increased their expression. On the contrary, genes expressed in glycolytic myofibers (Myh1 expressed in oxidative/glycolytic and Myh4 in glycolytic) were not affected. Standard deviation was calculated from three biological and two technical replicates per biological sample. O = Oxidative; G = Glycolytic (**G**) Cross-section area (CSA) was measured for ∼1200 fibers. Values are expressed in μm^2^. Fibers were divided in groups having similar area and their frequency was plotted. In non-denervated muscles the CSA of oxidative and glycolytic myofibers slightly increased when Pvt1 was down-regulated. (**H**) In denervated muscles the CSA of oxidative myofibers does not decrease when Pvt1 was down-regulated while it was unaffected for glycolytic myofibers. (**I**) Histograms represent expression values relative to control gene (Tbp) and normalized against the average expression of the gene among samples. Among tested genes involved in the mitochondrial dynamics only Mfn1 was up-regulated after Pvt1 silencing. Metabolic related genes showed instead the up-regulation of Cpt1b, Lipe and Atp5d and the down-regulation of Plin2. All genes associated to mito/autophagy were down-regulated in muscle where Pvt1 was down-regulated. Standard deviation was calculated among three biological and two technical replicates Statistical significance was calculated according to Student’s *t*-test between the two groups considering a two-tailed distribution and samples having unequal variance. * *P* ≤ 5 × 10^−2^, ** *P* ≤ 1 × 10^−2^, *** *P* ≤ 1 × 10^−3^.

We evidenced that, after Pvt1 down-regulation in C2C12 cells, the mitochondrial network was altered (Figure 4C and D). We therefore checked the expression of genes coding for proteins involved in the modulation of the mitochondrial network after Pvt1 down-regulation in normal muscle, to avoid the effects induced by mechanisms activated during atrophy processes. These experiments showed that the expression of genes involved in mitochondrial dynamics did not change apart for mitofusin 1 (Mfn1) that was clearly up-regulated (Figure 5I). Since we previously evidenced higher levels of lipid metabolism after *in vitro* Pvt1 silencing, we further evaluated the expression of specific genes involved in lipid metabolism and ATP synthesis *in vivo*. We evidenced that the expression of genes involved in fatty acid catabolism such as Lipase E (Lipe) and Carnitine Palmitoyltransferase 1B (Cpt1b) increased while the gene Perlipin 2 (Plin2), a marker of lipid droplets, was down-regulated (Figure 5I). The up-regulation of Lipe, after *in vivo* down-regulation of Pvt1, is concordant with previous *in vitro* results. Since we evidenced that the down-regulation of Pvt1 causes an increase in ATP synthesis *in vitro*, we checked the expression of the ATP synthase gene (Atp5d) after Pvt1 silencing *in vivo* demonstrating that Atp5d was up-regulated (Figure 5I). All these results confirmed that the higher lipid consumption, probably associated with ATP production, previously found *in vitro*, also occurs *in vivo* after Pvt1 down-expression.

During muscle atrophy, mitochondrial fission is induced, triggering the remodeling of mitochondrial network through the autophagy system (67). Inhibition of mitochondrial fission also reduces muscle loss during fasting and after Forkhead box O3 (FoxO3) overexpression (67). Since we evidenced that mitochondrial network resulted less fragmented after Pvt1 down-regulation, we analyzed the expression of genes coding for proteins involved in mito/autophagy. We evidenced that all selected genes were down-regulated after Pvt1 down-regulation (Figure 5I) supporting the idea that myofiber mass loss was attenuated and mitochondria were protected from degradation, as already known for elongated mitochondria (68).

### Pvt1 limits autophagy and apoptosis through c-Myc

It is known that in cancer cells Pvt1 is able to prevent c-Myc degradation by hampering its phosphorylation on Thr58 (69). c-Myc is a known modulator of the anti-apoptotic protein Bcl-2 (70) that represents a central node in the regulation of both apoptosis and autophagy, two important events occurring during muscle atrophy. Bcl-2 is able to interact with Beclin 1, that in turn recruits key autophagic proteins to a pre-autophagosomal structure, preventing the formation of, and thus blocking, the autophagosomal structure and blocking it (71,72). On the other hand, Bcl-2 regulates the activity of the BCL2 Associated X/ BCL2 Antagonist (Bax/Bak) complex (73). The down-regulation of Pvt1 in C2C12 cells resulted in the altered expression of c-Myc, Bcl-2, Bax, Beclin 1 and Mfn1 as measured by qPCR (Figure 6A). These results also support microarray data (Supplementary Figure S9). These results were confirmed by western blot analyses of the correspondent proteins (Figure 6B). We evidenced that the ratio of phosphorylated c-Myc-P in the Thr58 over total c-Myc (Figure 6C) was determined by both an increase of c-Myc-P and a decrease of the total c-Myc expression. This result demonstrated that also in skeletal muscle cells Pvt1 interacts with c-Myc. Bcl-2 up-regulation occurring after Pvt1 down-expression correlated, as expected, with the reduced expression of Bax and Beclin 1, while, on the contrary, the expression of Bak was unaffected (Figure 6A, B and C). Apoptosis is strongly linked to mitochondrial conformation. Death-promoting Bcl-2 family members, such as Bax, can promote cytochrome c release and fragmentation of the mitochondrial network, whereas apoptosis-inhibitory members, such as Bcl-2 and Bcl-xL, antagonize these events. Two recent studies have reported that the anti-apoptotic Bcl-2 and Bcl-xL, and the pro-apoptotic Bax and Bak of the Bcl-2 family regulate mitochondrial morphology (15,16). We confirmed that mRNA and protein content of Mfn1, one of the most important regulators of mitochondrial fusion, were increased upon modulating Pvt1 (Figure 6A, B and C).

**Figure 6.**
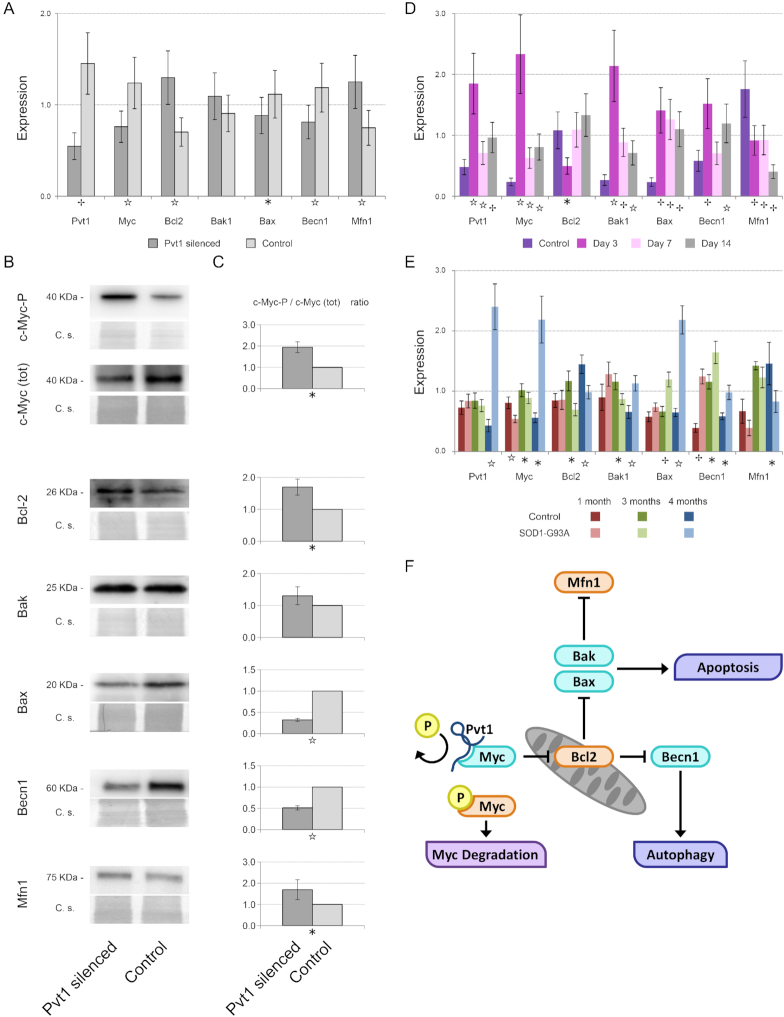
Mechanism of action of Pvt1 to prevent muscle atrophy. (**A**) Histograms represent expression value relative to the average expression of the gene among samples. Tbp was used as reference gene. After Pvt1 down-regulation, c-Myc, Bax, Beclin 1 were under-expressed while Bcl-2 and Mfn1 were over-expressed. (**B**) Western blots performed on target proteins of C2C12 cells where Pvt1 was silenced. Both immunoreactive bands (upper) and the corresponding Coomassie blue staining (C.s., lower) are shown (**C**) Densitometric analysis of western blots in which the optical density of immunoreactive bands was normalized to the optical density of the corresponding Coomassie-stained lane. Reported data are mean ± SEM, calculated among at least four biological replicates, and the statistical significance was assessed using one-tailed Student’s *t*-test between paired samples. (**D**) Histograms represent expression values relative to the average expression of the gene among samples. *Gastrocnemius* was used as muscle and Tbp as reference gene. During Denervation Pvt1 increases its expression at day 3 like c-Myc, Bak1, Bax and Beclin 1. On the contrary, Bcl-2 and Mfn1 were under-expressed. (**E**) Histograms represent expression value relative to the average expression of the gene among samples. *Gastrocnemius* was used as muscle and Tbp as reference gene. During ALS progression, Pvt1 expression is increased in 4-month-old ALS mice. c-Myc, Bak1, Bax and Beclin 1 expression concomitantly increases. On the contrary, Bcl-2 and Mfn1 were under-expressed. Statistical significance of qPCR experiments was calculated using a Student’s *t*-test between control and the considered time point or treatment for Pvt1 down-regulation with a two-tailed distribution and unequal variance. Standard deviation of qPCR was calculated among three biological and two technical replicates. (**F**) Cartoon representing the mechanism of action of Pvt1 during muscle atrophy. During muscle atrophy Pvt1 is up-regulated blocking c-Myc phosphorylation and degradation. In turn, Bcl-2 results up-regulated impinging on autophagy and apoptosis through the regulation of Beclin 1 and Bax. For the entire figure * *P* ≤ 5 × 10^−2^, ☆ *P* ≤ 1 × 10^−2^, *P* ≤ 1 × 10^−3^.

In summary, our findings suggest that Pvt1 is able to modulate the expression of c-Myc, which, in turn, regulates Bcl-2, ultimately impinging on autophagy and apoptosis that are strictly related to mitochondrial conformation. We confirmed this mechanism also in atrophy models that show Pvt1 up-regulation. After 3 days from denervation and in 4-month-old SOD1(G93A) transgenic mice, time points with the maximal expression of Pvt1, the level of mRNA for c-Myc was higher in comparison with controls, and the same was observed for Beclin 1, Bax and Bak (Figure 6D and E). Atrophy and fibrosis are strictly associated in skeletal muscle. In fact, the master regulator of fibrosis, transforming growth factor beta 1 (Tgfb1) (74), is able to trigger muscle atrophy as well (75). Moreover, in (76) it was evidenced that Pvt1 contributes to the deposition of extracellular matrix in the glomeruli. We analyzed the expression of genes associated with extracellular matrix deposition after Pvt1 modulation and we found that there is a strong correlation between their expression and Pvt1 expression (Supplementary Figure S10).

## DISCUSSION

LncRNAs are involved in different aspects of cell biology, such as the regulation of cell cycle (77), tumorigenesis (78), development (79,80), muscle differentiation and disease (81,82) and metabolism (83). One of the first lncRNA functionally characterized in skeletal muscle was lincRNA-MD1, a regulator of miR-133 and -135 (49). Recently, it was evidenced that miRNAs and lncRNAs expressed specifically by fast or slow contracting muscles contribute to the establishment of fiber-specific transcriptome (84). Although these results have demonstrated the importance of lncRNAs in muscle transcriptome specification, they are biased by the use of whole muscle samples that are heterogeneous in terms of cell type and myofiber composition. It is becoming clear that single cell studies provide a more focused tool to investigate transcriptional dynamics. Thus far, there is limited genome wide information about lncRNA expression in single cells (5) and no data exist regarding the myofiber specificity of these non-coding molecules. To lay the groundwork for the study of lncRNAs in skeletal muscle during development and disease, we generated a reference catalog of lncRNAs expressed at single myofiber level. This is useful to understand which lncRNA, included in Ensembl 74 database, is specifically expressed by each smallest contractile unit of skeletal muscle (the myofiber) without interference from other cell types that can be found in the whole muscle such as endothelial, blood cells or fibroblasts. Our analyses reveal that several lncRNAs are fiber specific, supporting the idea that lncRNAs can be involved in the regulation of myofiber specificity.

The subcellular localization is an important determinant of lncRNA functions. Therefore, it is fundamental to determine if they are prevalently localized in the nucleus or in the cytoplasm, the two main compartments where lncRNAs exert their functions. To map the lncRNAs in purified myofibers we used a new method that was originally developed by us to localize lncRNAs in ovarian cancer cells (78). We showed that the same lncRNA can occupy different subcellular compartments in different myofiber types. Interestingly, FISH experiments demonstrated that not all myonuclei belonging to the same fiber show a positive signal for a specific lncRNA, supporting the idea that nuclei may be functionally different depending on their location along the myofiber (85). We also evidenced that myonuclei in a single myofiber present a different pattern of chromatin-lncRNA binding. Moreover, the same subcellular localization of lncRNAs in C2C12 cells and in myofibers are comparable, indicating that this cell line is a suitable model for functional studies of lncRNAs. The results presented in this paper were confirmed by different techniques and also support published data such as the cytoplasmic localization of H19 lncRNA (6) or the expression of specific lincRNA in fast (40) or in slow (49) muscles.

Skeletal muscle is an extremely plastic tissue that responds to external stimuli by adapting its anatomy and physiology. In fact, muscle fiber composition can change with physiopathological modifications such as exercise or muscle atrophy. Muscle atrophy can affect specific fiber types, affecting predominantly slow type 1 or fast type 2 myofibers, frequently causing slow-to-fast or fast-to-slow fiber type shift. Motor neuron degeneration and muscle denervation cause a shift from slow to fast muscle phenotype (86–88) and an increase of mitochondrial fragmentation (89,90). Mitochondrial dynamics play a key role in muscle atrophy, in fact, mitochondrial fragmentation enhances muscle wasting while pharmacological inhibition of mitochondrial fragmentation is sufficient to dampen autophagy, as well as muscle atrophy (89).

We evidenced that lncRNAs expressed in muscle change their expression also during pathological conditions that induce muscle atrophy. Interestingly, Pvt1, a lncRNA that is conserved between mouse, rat and man (91) was up-regulated during muscle atrophy. Pvt1 has been extensively studied in cancer (92) where it is known to regulate the expression of c-Myc (46). Pvt1 was already linked to metabolism since its expression was found altered in autophagic processes of diabetic mice (93) and its expression is modulated by glucose (83). All these processes modulated by Pvt1 are important for the proper functioning of muscles in different situations: from cell differentiation where the expression of c-Myc is inversely related to the ability of forming myofibers (94,95), to atrophy where muscle mass loss is associated with the activation of autophagy (96), apoptosis (97) and metabolic changes (98). Our *in vitro* and *in vivo* analyses evidenced the influence of Pvt1 on mitochondrial morphology, that impacts the production of ATP by using lipids as energy substrate. In fact, the down-regulation of Pvt1 causes the up-regulation of genes coding for proteins involved in the hydrolysis of stored triglycerides such as Lipe, and in the initiation of the mitochondrial oxidation of long-chain fatty acids such as Cpt1a. At the same time, we highlighted the down-regulation of genes associated to lipid storage such as Plin2, the only constitutive and ubiquitously expressed lipid droplet protein. This ability strongly correlates with the enhanced expression of slow type myosin heavy chain coding genes, supporting the fact that mitochondrial dynamics influence muscle plasticity (14). We demonstrated that, when Pvt1 was down-expressed, muscles developed a resistance to atrophic processes after denervation. The mechanism is reliant on the ability of Pvt1 to modulate apoptosis and autophagy, two important pathways activated during muscle atrophy. After Pvt1 down-expression, c-Myc is destabilized and consequently the anti-apoptotic protein Bcl-2, a central node in the regulation of both apoptosis and atrophy, is up-regulated. Bcl-2 regulates the pro-apoptotic protein Bax, the activation of which, in mammalian cells, is preceded by mitochondrial fragmentation (99,100). In skeletal muscle, the down-regulation of Pvt1 impinges both Bcl-2 and Bax and increased the expression of Mfn1, an important protein for mitochondrial fusion (101). We also associated this result with a diminished expression of genes and proteins involved in mito/autophagy (Figure 6F). It is important to stress the fact that a fine equilibrium of mitochondrial fusion/fission processes is needed to preserve muscle mass and prevent muscle wasting.

In summary, our study demonstrates the importance of lncRNAs as regulators of skeletal muscle as a metabolically active tissue. This aspect would be of great interest for non-coding RNA-based diagnostic and therapeutic applications as shown also by our *in vivo* silencing experiments. In fact, non-coding RNAs are likely to represent viable therapeutic targets, or useful readouts of treatment efficacy or disease progression. This study lays the groundwork for future studies aimed at better understanding the fine-tuning of lncRNAs during muscle development, differentiation, growth, plasticity and disease.

## DATA AVAILABILITY

All genomic data were submitted to Gene Expression Omnibus database (GEO). Single myofiber lncRNA expression analysis: GSE112716; nuclear-cytoplasmic lncRNA localization: GSE112768; Pvt1 silencing: GSE112881.

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: Single cell analysis reveals the involvement of the long non-coding RNA Pvt1 in the modulation of muscle atrophy and mitochondrial network
**Source:** Nucleic Acids Res. 2019 Jan 16;47(4):1653–70. doi: 10.1093/nar/gkz007
**Supplement:** Supplementary Data

**Figure S1. Myofiber lysis and nuclei purification. A.** After myofiber lysis, nuclei were stained with SYBR Safe and observed under the microscope to evaluate if they were free from cells. In the figure representative images of the over imposition of fluorescent and bright field images of nuclei purified from EDL myofibers. Nuclei were not included in any myofiber; in fact, they were scattered and not aligned. **B.** Comparison of cytoplasmic (blue) and nuclear (red) total RNA fractions by 2100 Bioanalyzer chip. Nuclear RNA profiles always had three unique peaks (arrows) not observed in the cytoplasmic RNA profile. This indicates no cross-contamination between the nuclear and cytoplasmic fractions as reported in (1).

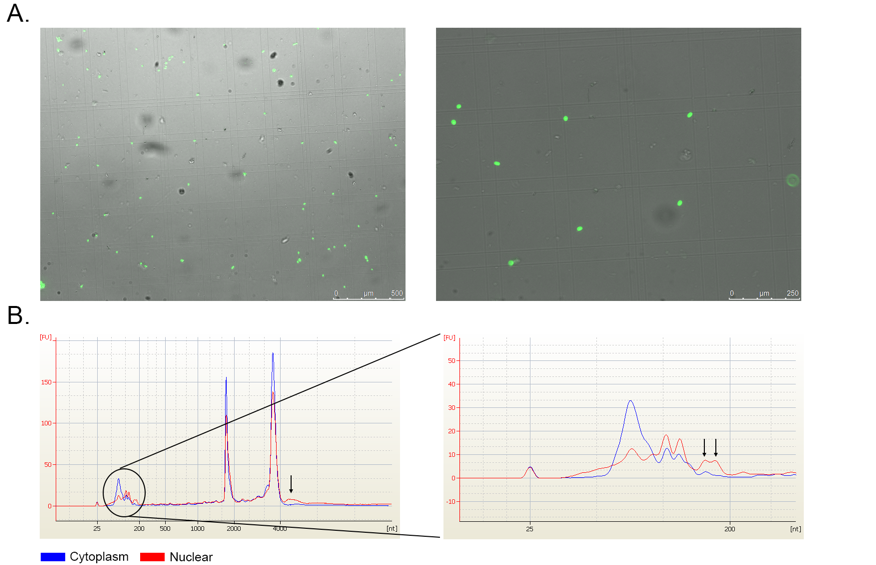

**Figure S2. Expression of markers of satellite cells.** qPCR was used to evaluate the contribution of satellite cells in our RNA preparations obtained from single myofibers. We analyzed 4 slow (green) and 4 fast myofibers (red) using satellite cells as controls (blue). Markers of ~~active~~ satellite cells (Pax7, CD56, Myf5, and Myod1) have considerably lower expression levels in myofibers compared to satellite cells. The expression of these genes is also much lower in our preparations compared to the expression of Mrf4, a gene highly expressed in adult skeletal muscle. Standard deviation represents the error of three technical replicates. Txn1 was used as reference gene. All statistical significances were calculated using Student’s t-test between myofibers and the control with a two tailed distribution and unequal variance. ** p ≤ 1 x 10^-2^, *** p ≤ 1 x 10^-3^.

**
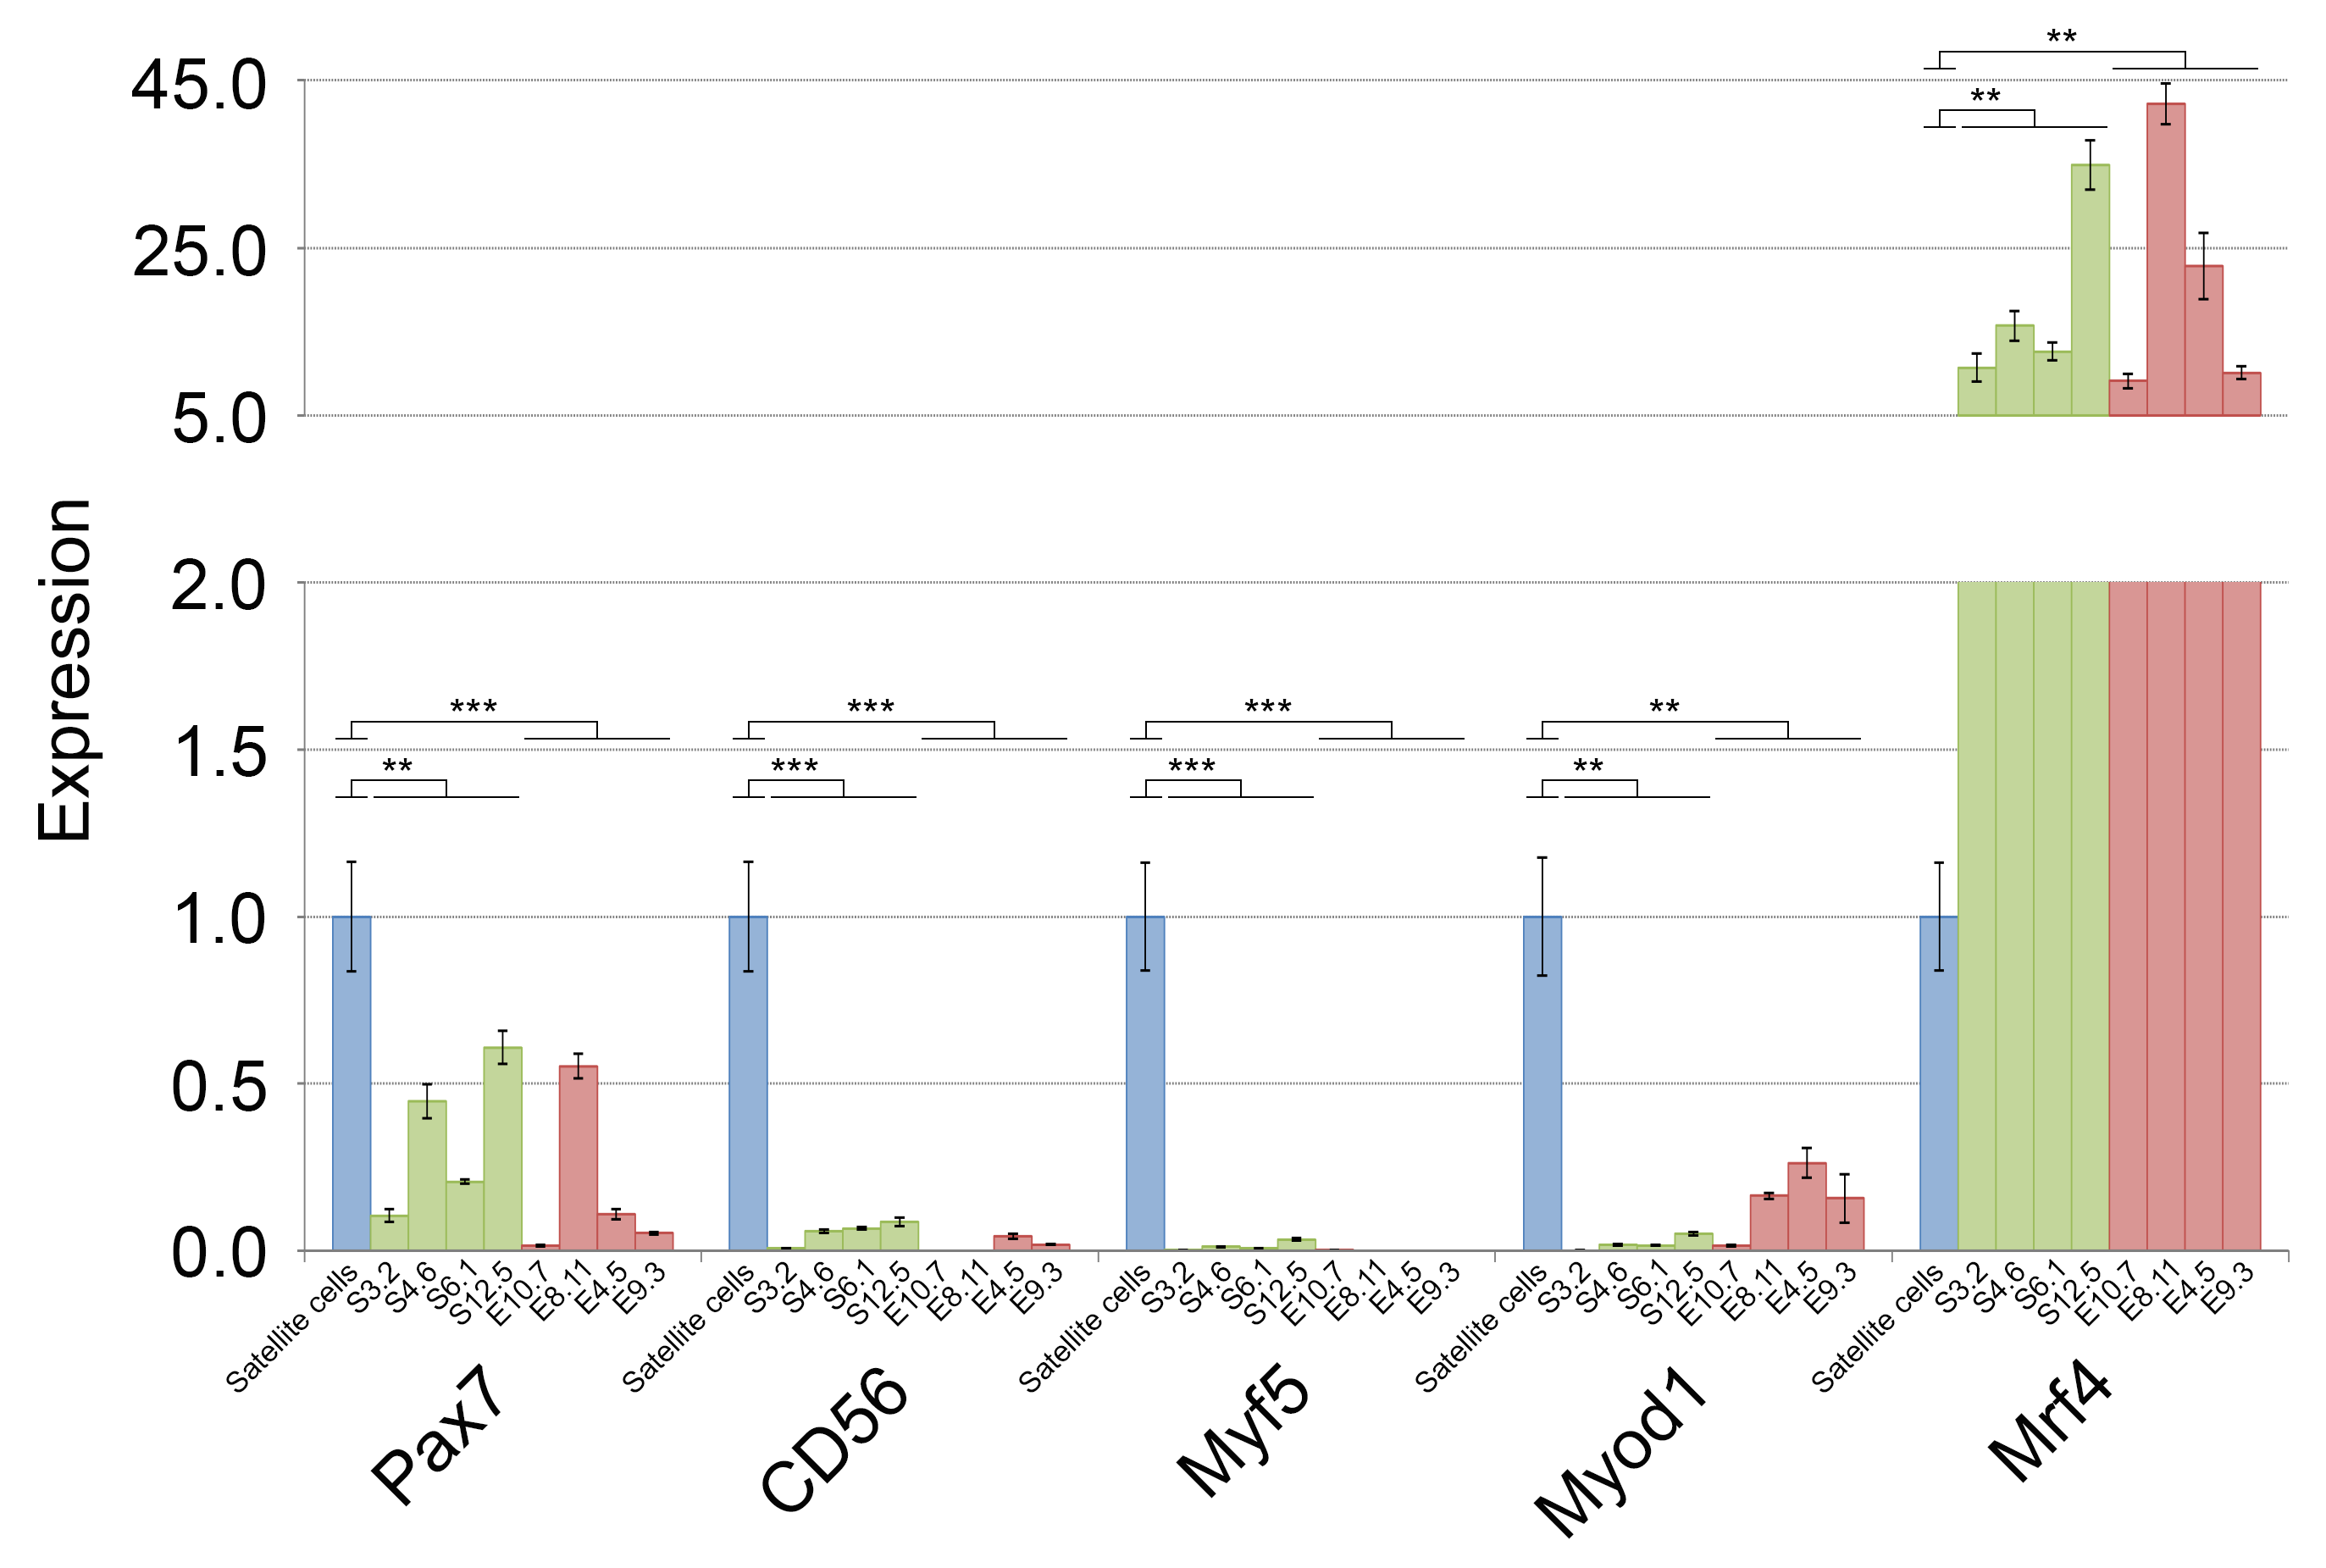
**

**Figure S3. Scheme of experimental design for the analysis of the expression of lncRNAs in single myofibers and for the identification of their subcellular localization.** Scheme reassuming the steps followed for the preparation of RNA samples used for the analysis of fiber type specificity and subcellular localization of lncRNAs. Myofibers were isolated from three different muscles: *extensor digitorum longus* (EDL, red), *tibialis anterior* (TA, yellow), and *soleus* (green). Pools of myofibers from the same muscle were used for the localization studies while single myofibers were used for expression profiling (fast = red; slow = green).

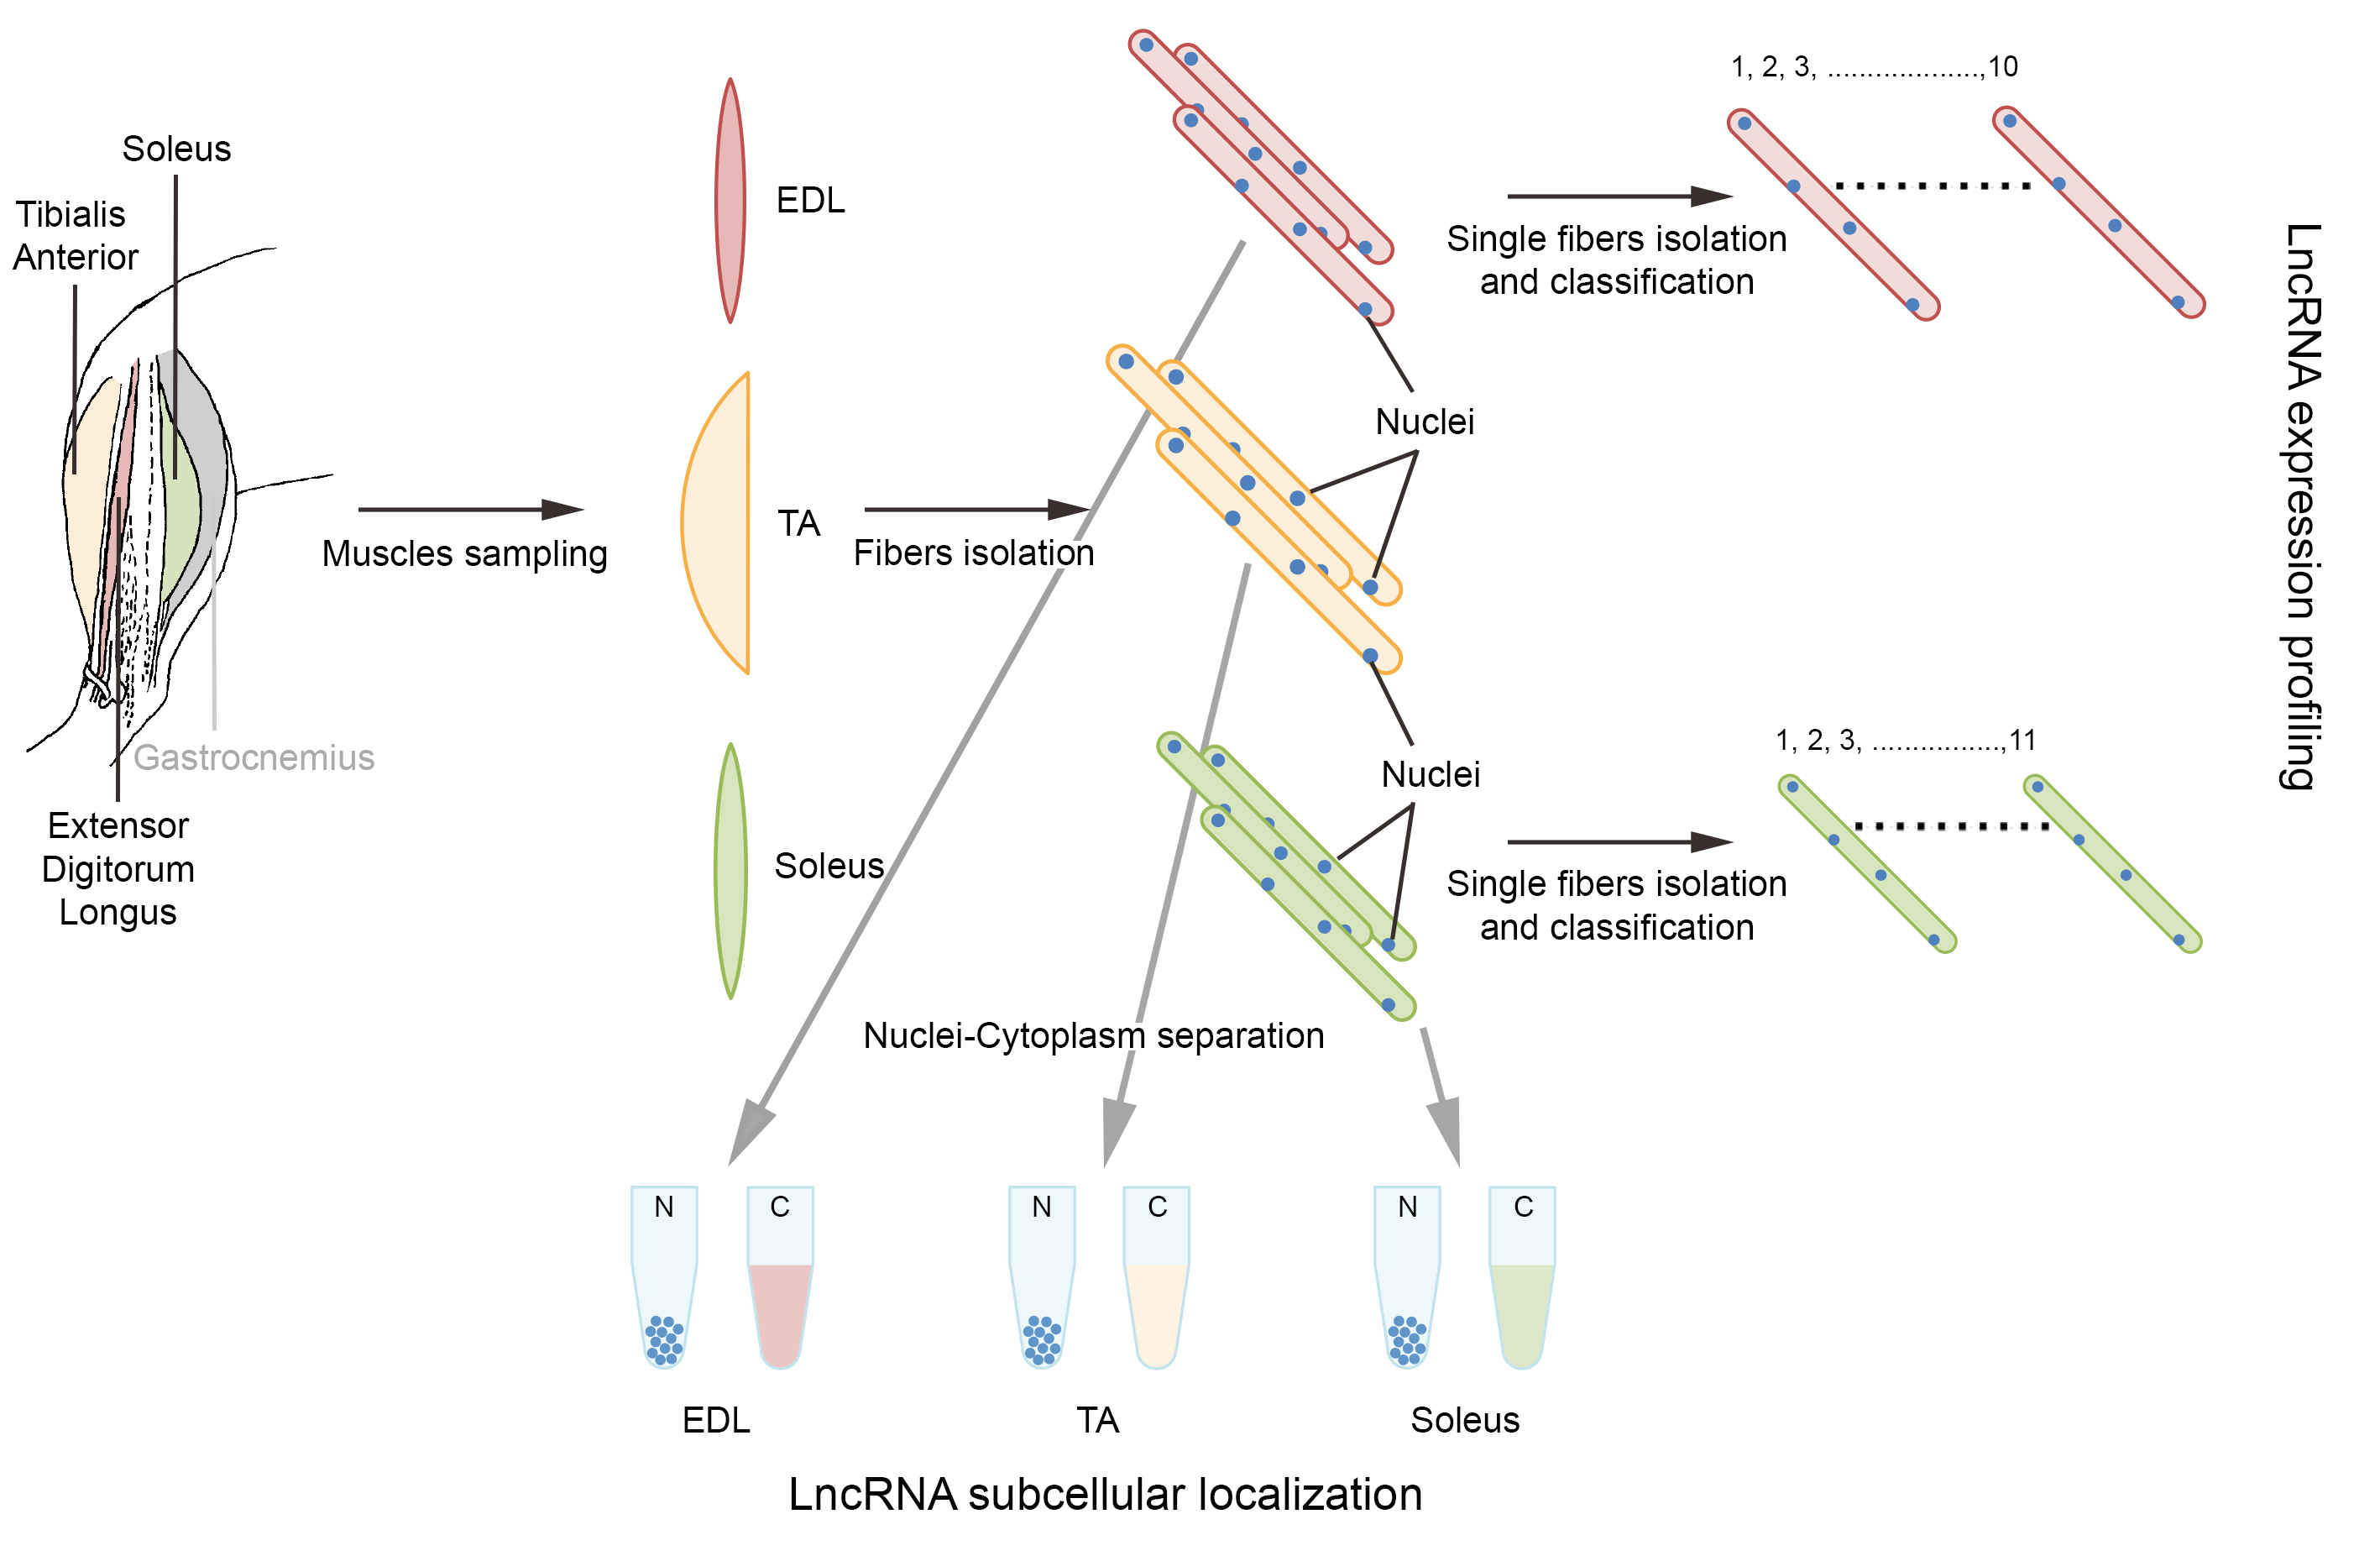

**Figure S4. Expression of ^CE^RNA, linc-MD1 and Munc in single myofibers.** qPCR was used to evaluate the expression in single myofibers of three lncRNAs known to be involved in muscle biology but missing in Ensembl 74. We analyzed 4 slow myofibers (green) and 4 fast myofibers (red). Standard deviation represents the error of three technical replicates. Linc-MD1 resulted over-expressed in slow myofibers compared to fast myofibers. Txn1 was used as reference gene. All statistical significances were calculated using Student’s t-test between groups of myofibers with a two tailed distribution and unequal variance. * p ≤ 5 x 10^-2^.

**
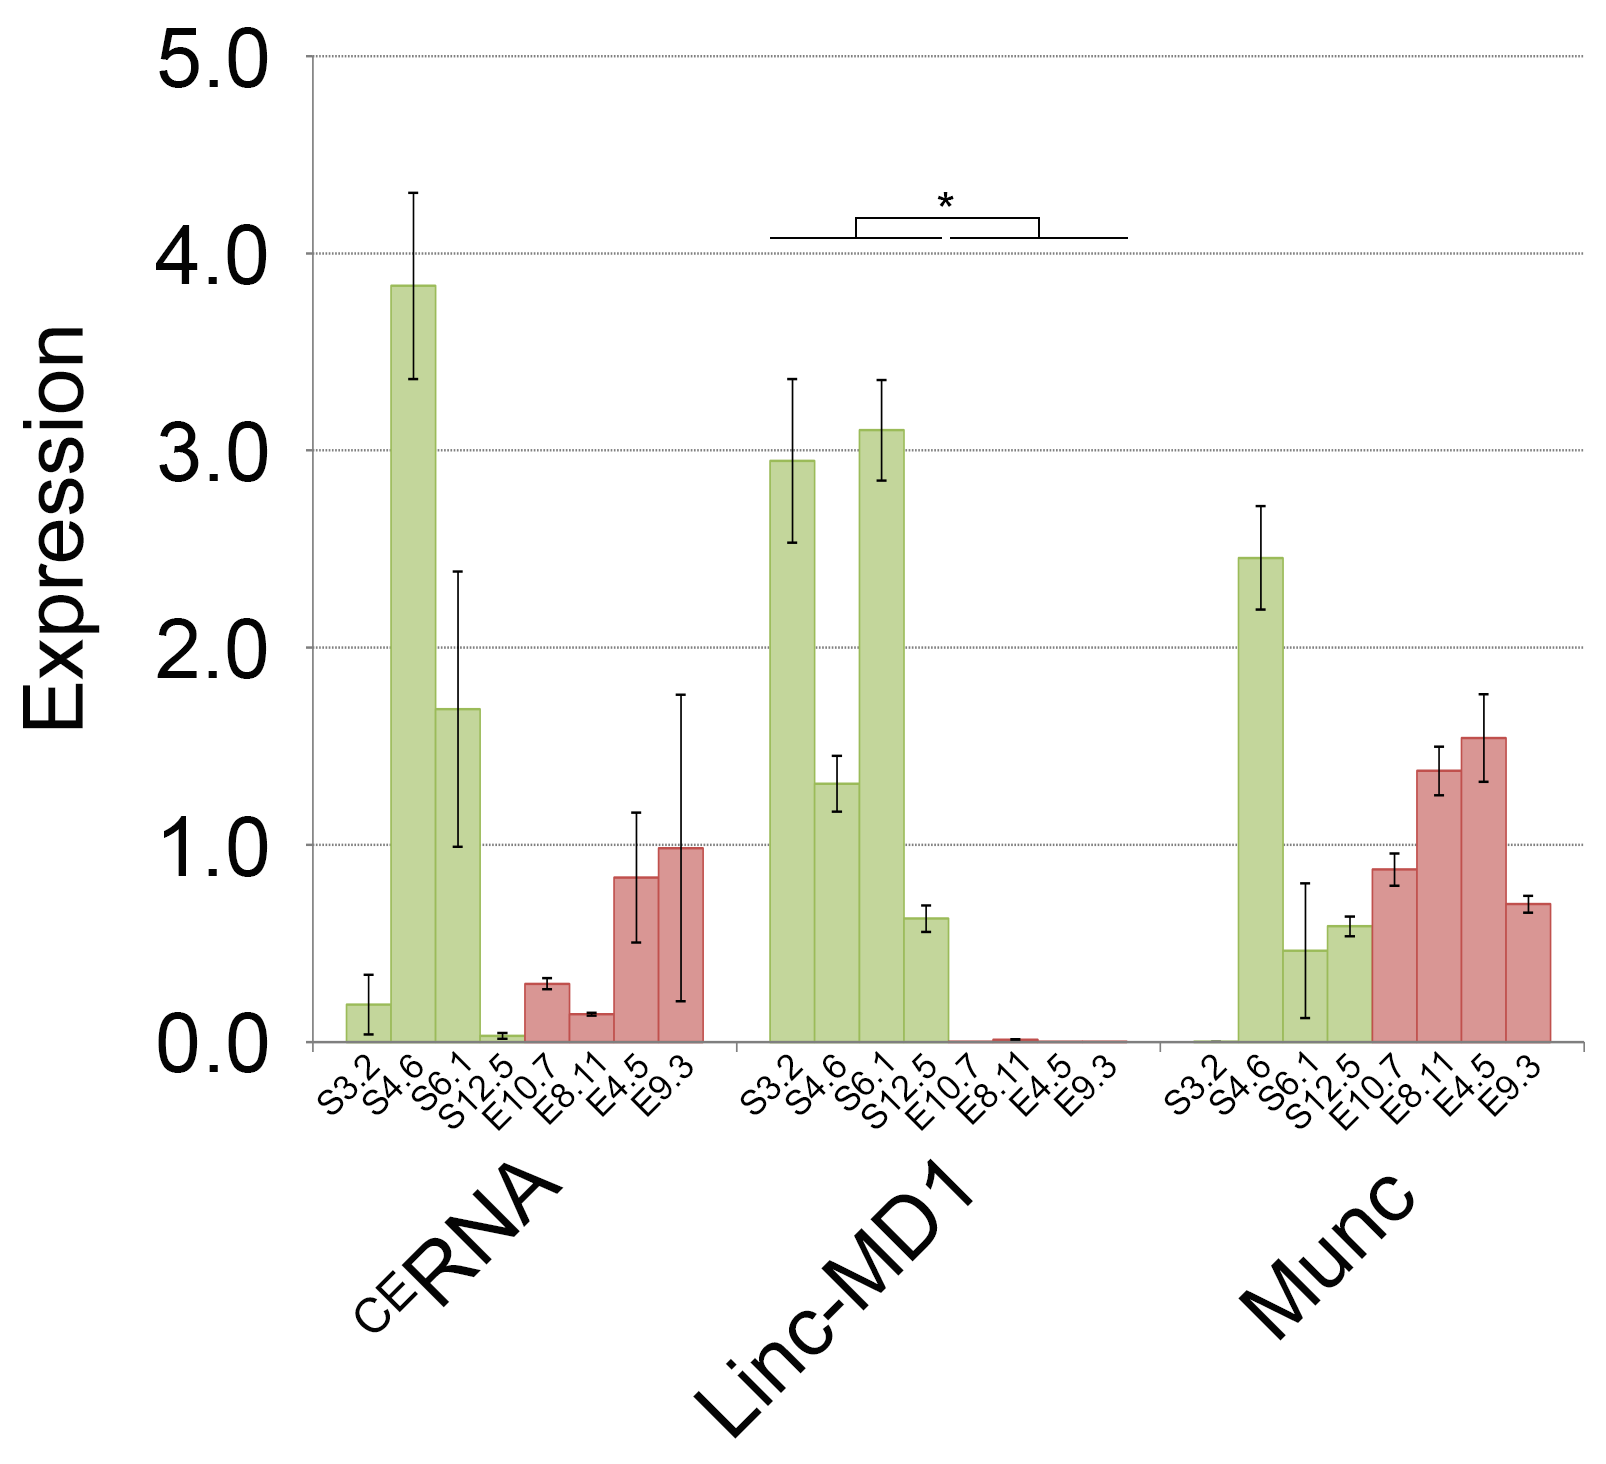
**

**Figure S5. Subcellular localization of lncRNAs during C2C12 differentiation.** qPCR was used to evaluate nuclear or cytoplasmic preferential expression of a group of lncRNAs during C2C12 differentiation. Chosen points were proliferating myoblasts and differentiating myoblasts at 1, 3, 7, or 14 days after adding differentiative medium. In red is represented cytoplasmic expression from proliferating myoblasts (light red) to 14 days of differentiation (dark red). In blue is represented the expression of the lncRNAs in the nuclear fraction (light blue proliferating medium; dark blue differentiating at 14 days). RI in the name of Nctc1 stays for retained intron isoform. Standard deviation represents the error of three biological and two technical replicates. Tbp was used as reference gene. Statistical significance was calculated using Student’s t-test between cytoplasm and nucleus at 14 days of differentiation with a two tailed distribution and unequal variance. * p ≤ 5 x 10^-2^, ** p ≤ 1 x 10^-2^, *** p ≤ 1 x 10^-3^.

**
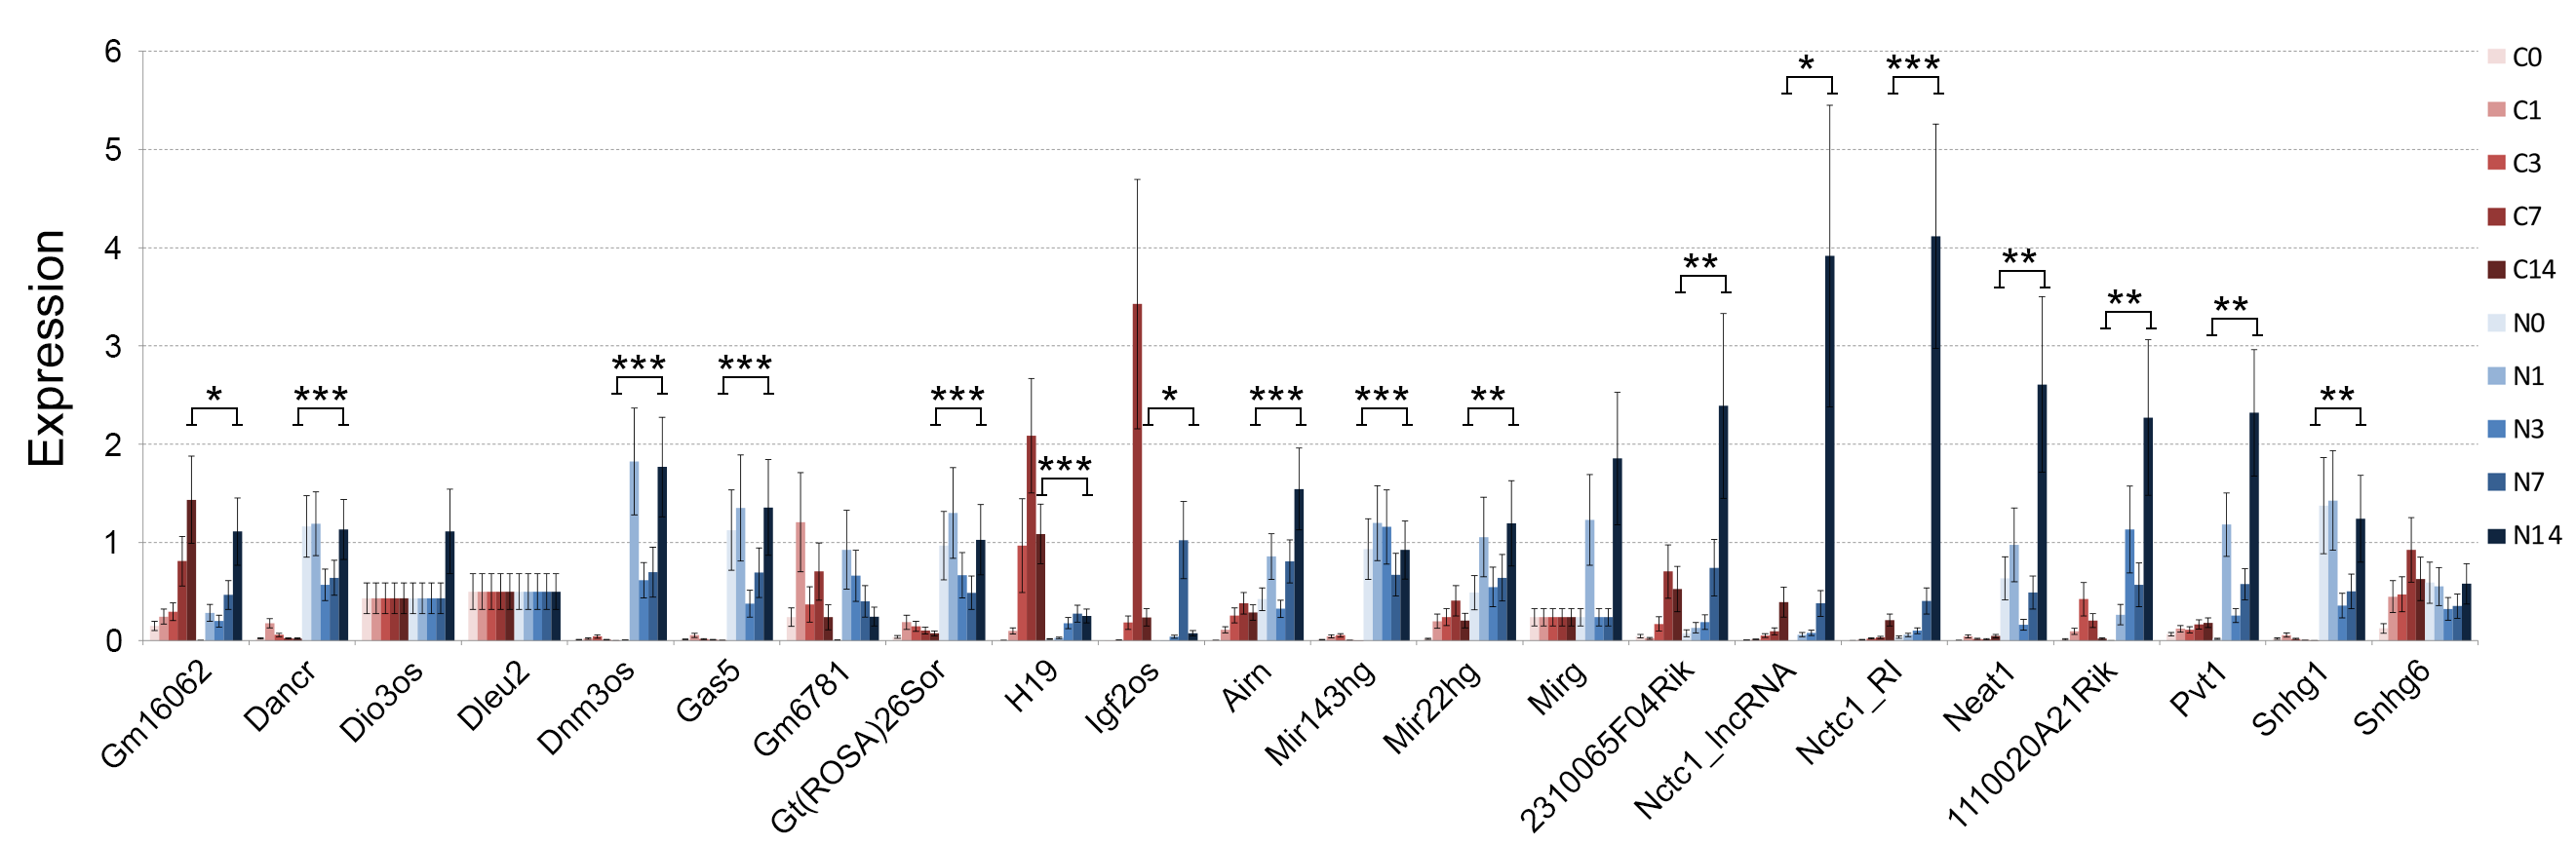
**

**Figure S6. FISH staining on C2C12 cells.** Representative images of FISH staining for different lncRNAs. Negative control was performed using a probe with the same sequence of the target to evaluate a-specific hybridization and to verify the absence of signal from the genomic sequence. Above each scale bar is indicated the dimension in µm. Arrows indicate some elongated cells for which the lncRNA is highly expressed in the cytoplasm.

**
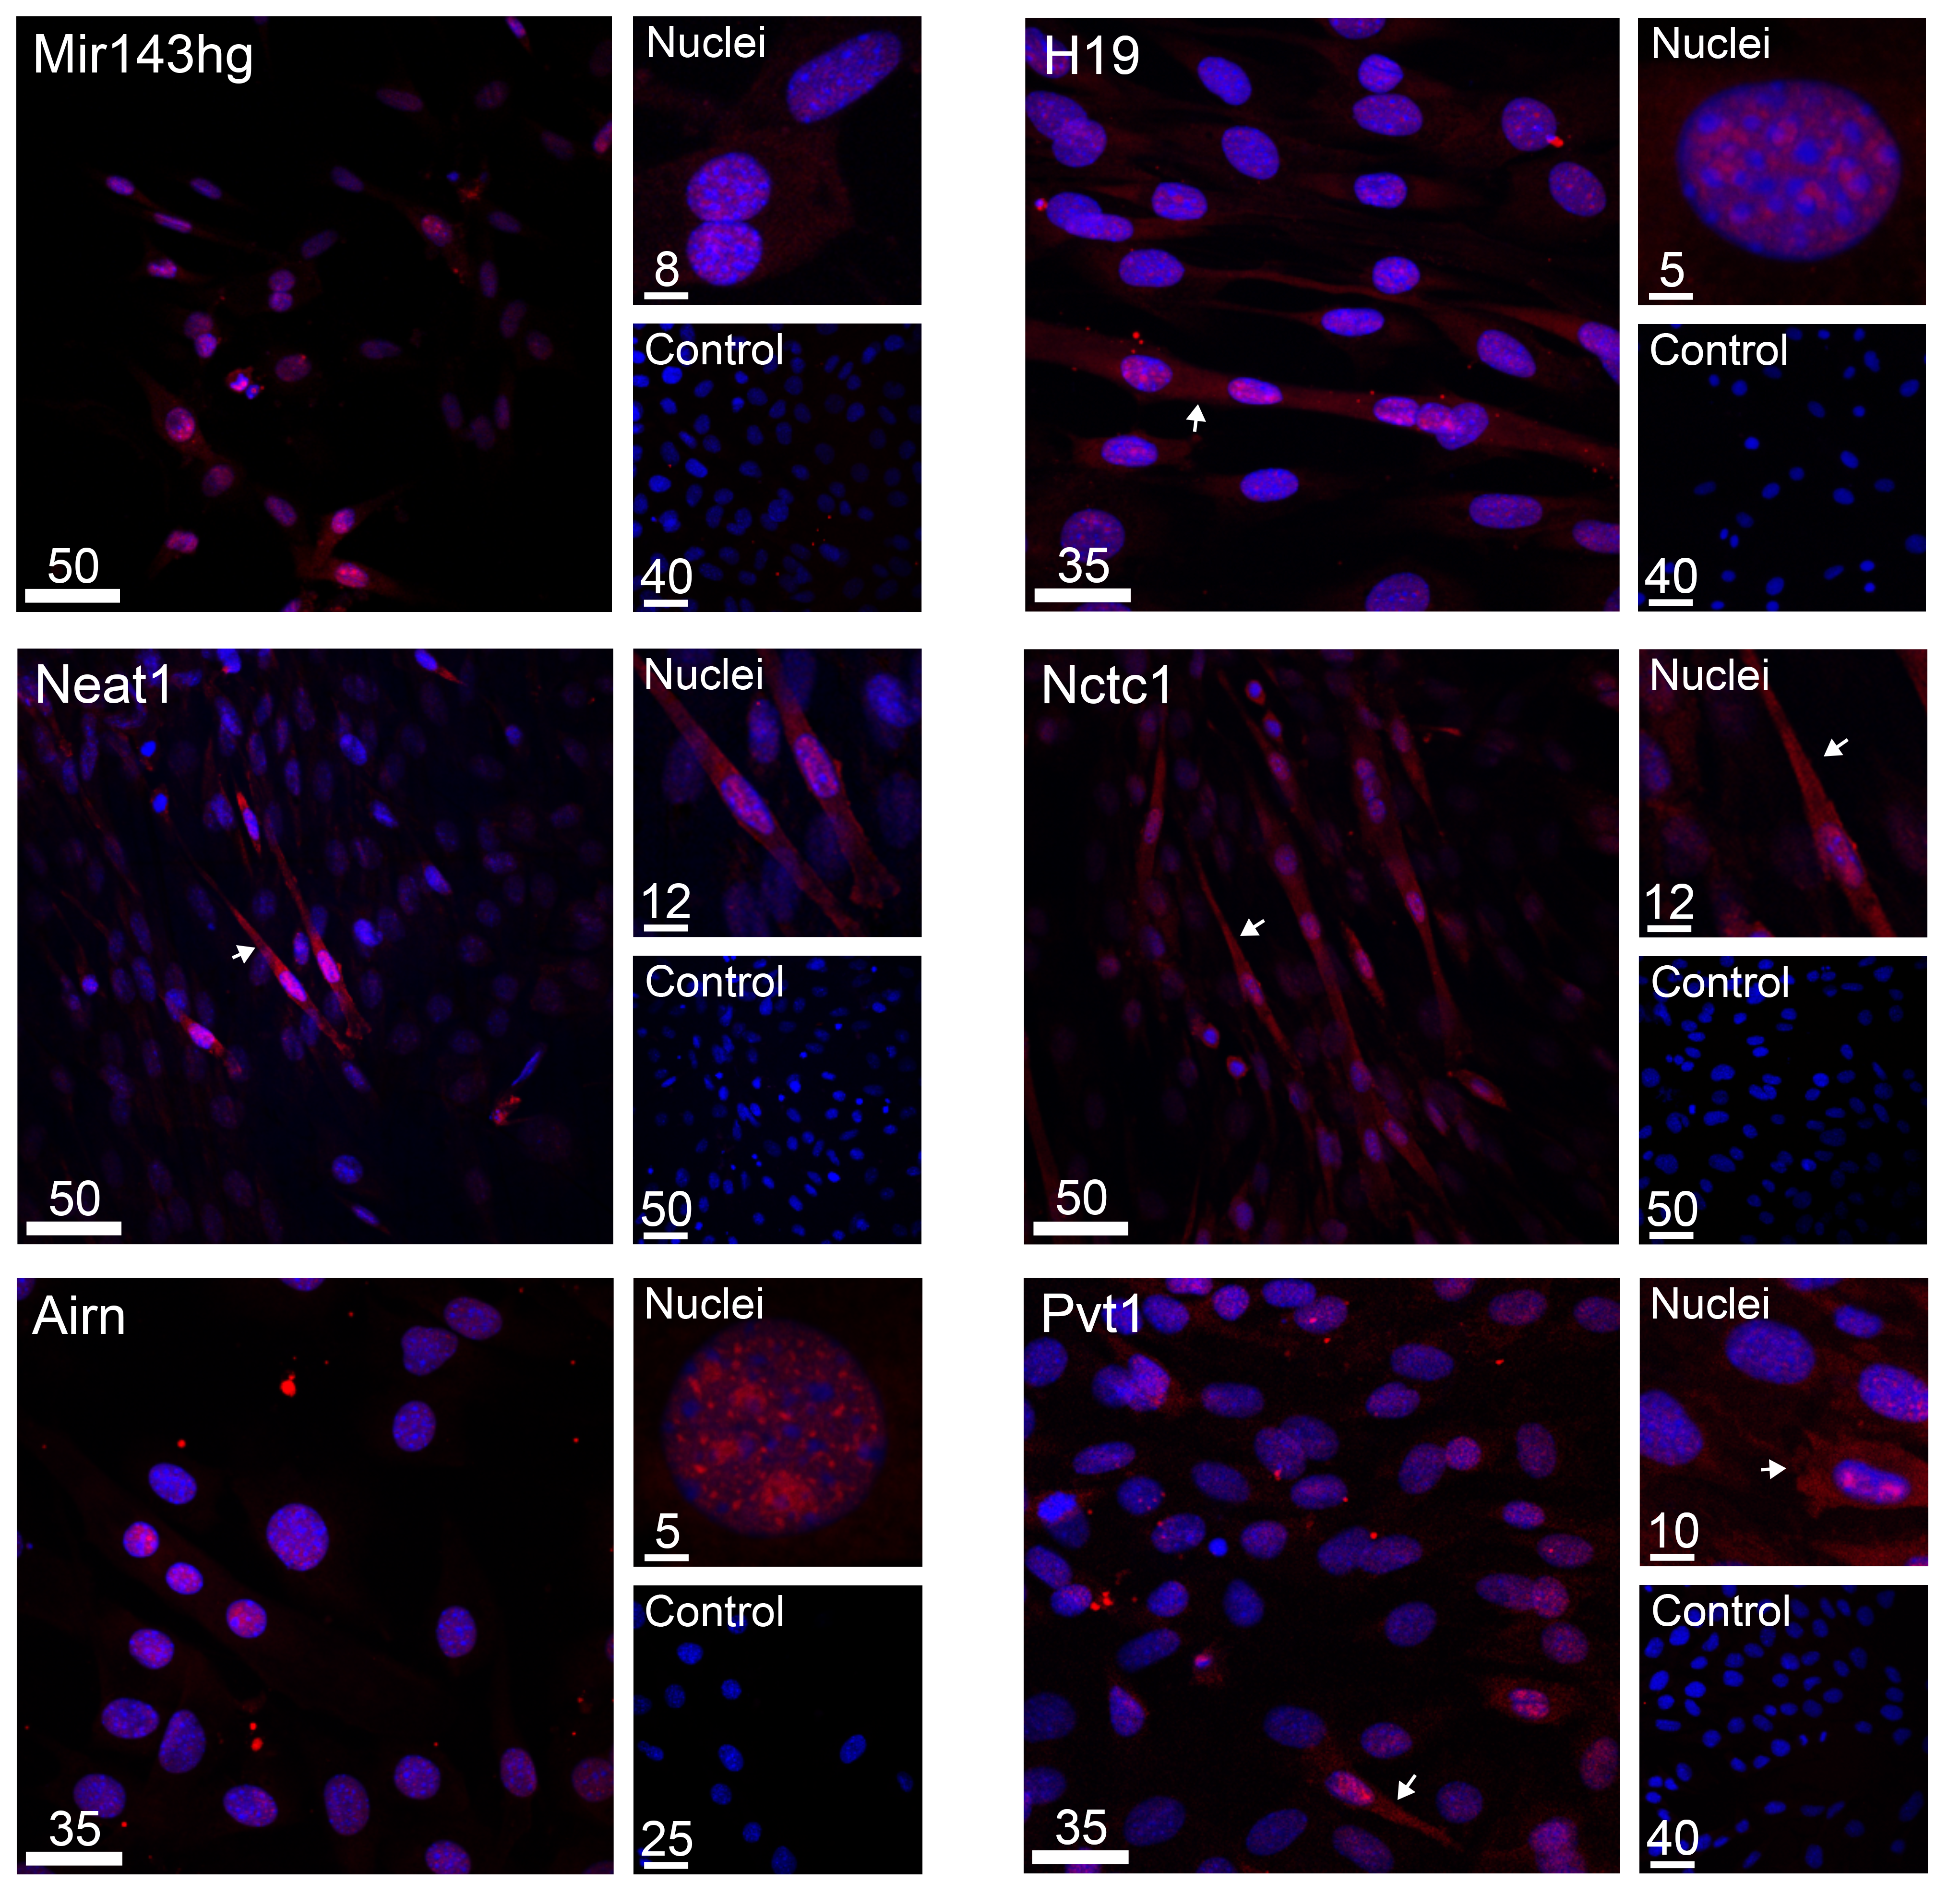
**

**Figure S7. Correlation between the expression of lncRNA and the adjacent coding gene.** Pearson correlation was used to identify gene expression inter-relationship between lncRNAs and adjacent coding RNA. Two isoforms of Nctc1 were tested: Nctc1_lncRNA and Nctc1_RI (Retained Intron). A pool of RNA extracted from non-denervated contralateral muscles was used as control for denervated muscles, while muscles from transgenic mice expressing the human wild-type SOD1 gene were used as controls for the transgenic mice expressing human mutated SOD1 gene (ALS model) always comparing mice with the same age.

**ALS model**

**Denervation**

**ALS model**

**Denervation**

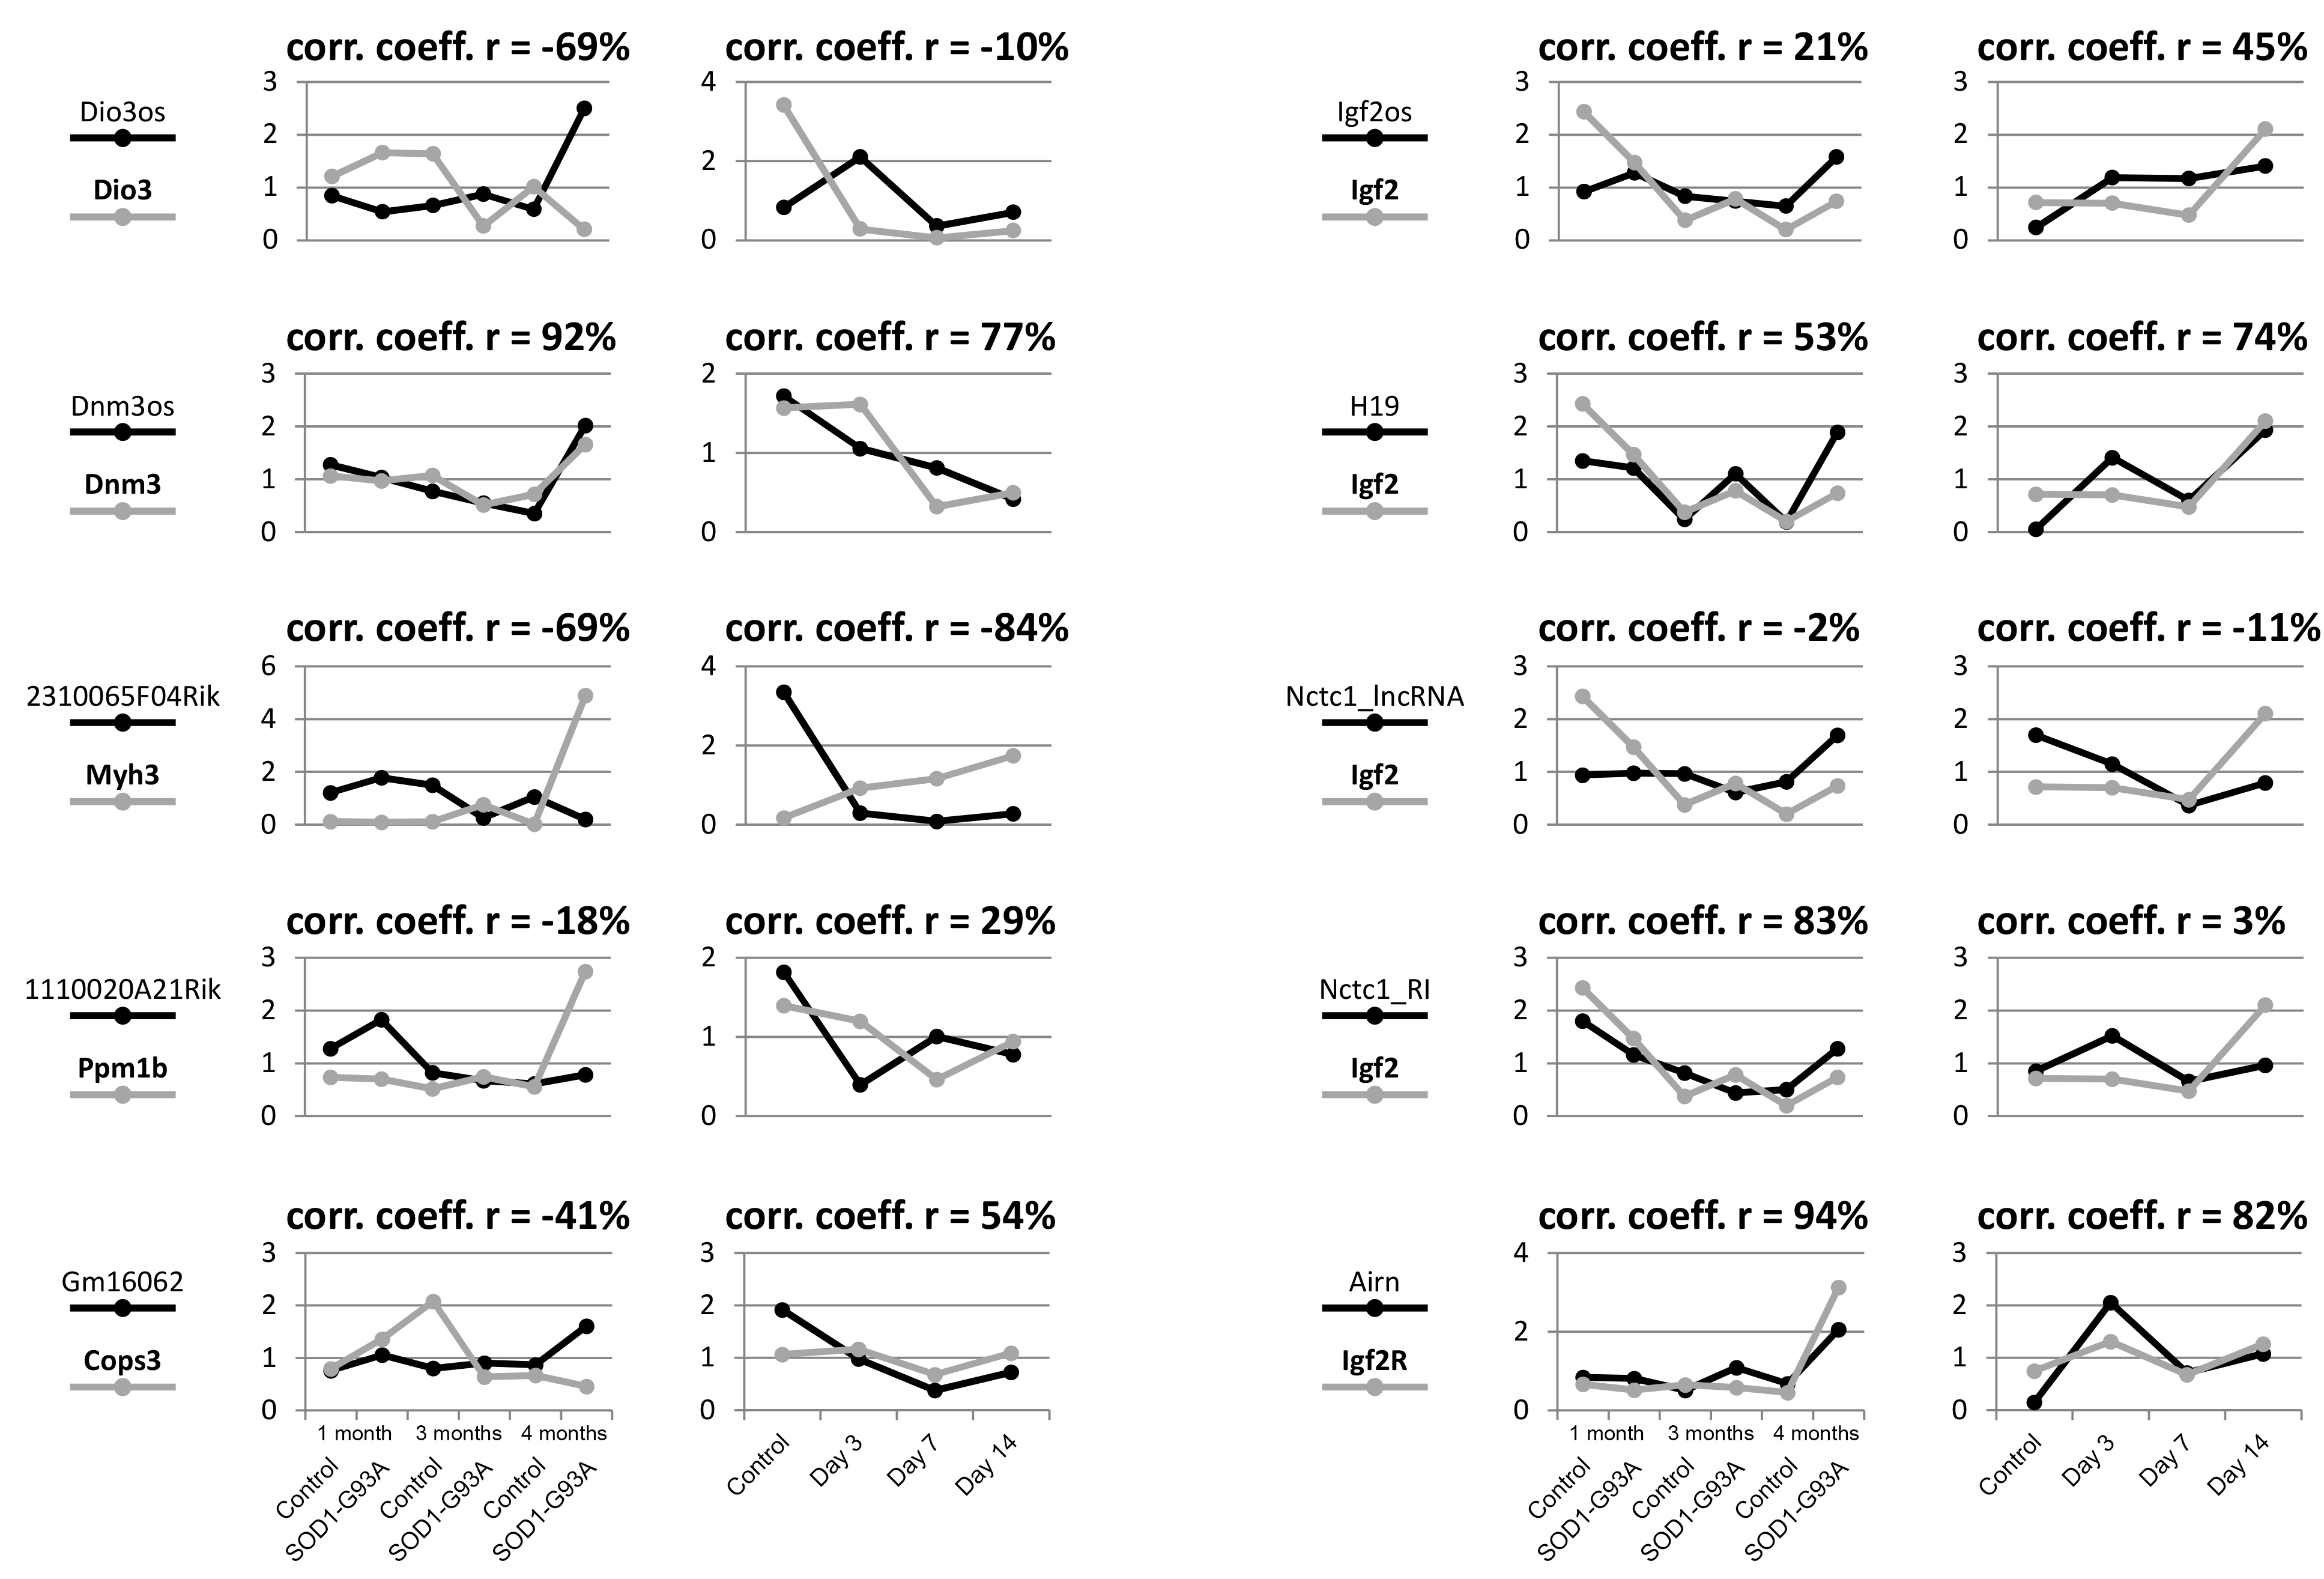

**Figure S8. Relative expression of Pvt1 in whole muscle.** qPCR was performed extracting RNA from whole muscles (EDL and Soleus) of normal mice. Standard deviation is for three biological and two technical replicates. Txn1 was used as reference gene. Statistical significance was calculated using Student’s t-test between the two conditions with a two tailed distribution and unequal variance. ** p ≤ 1 x 10^-2^.

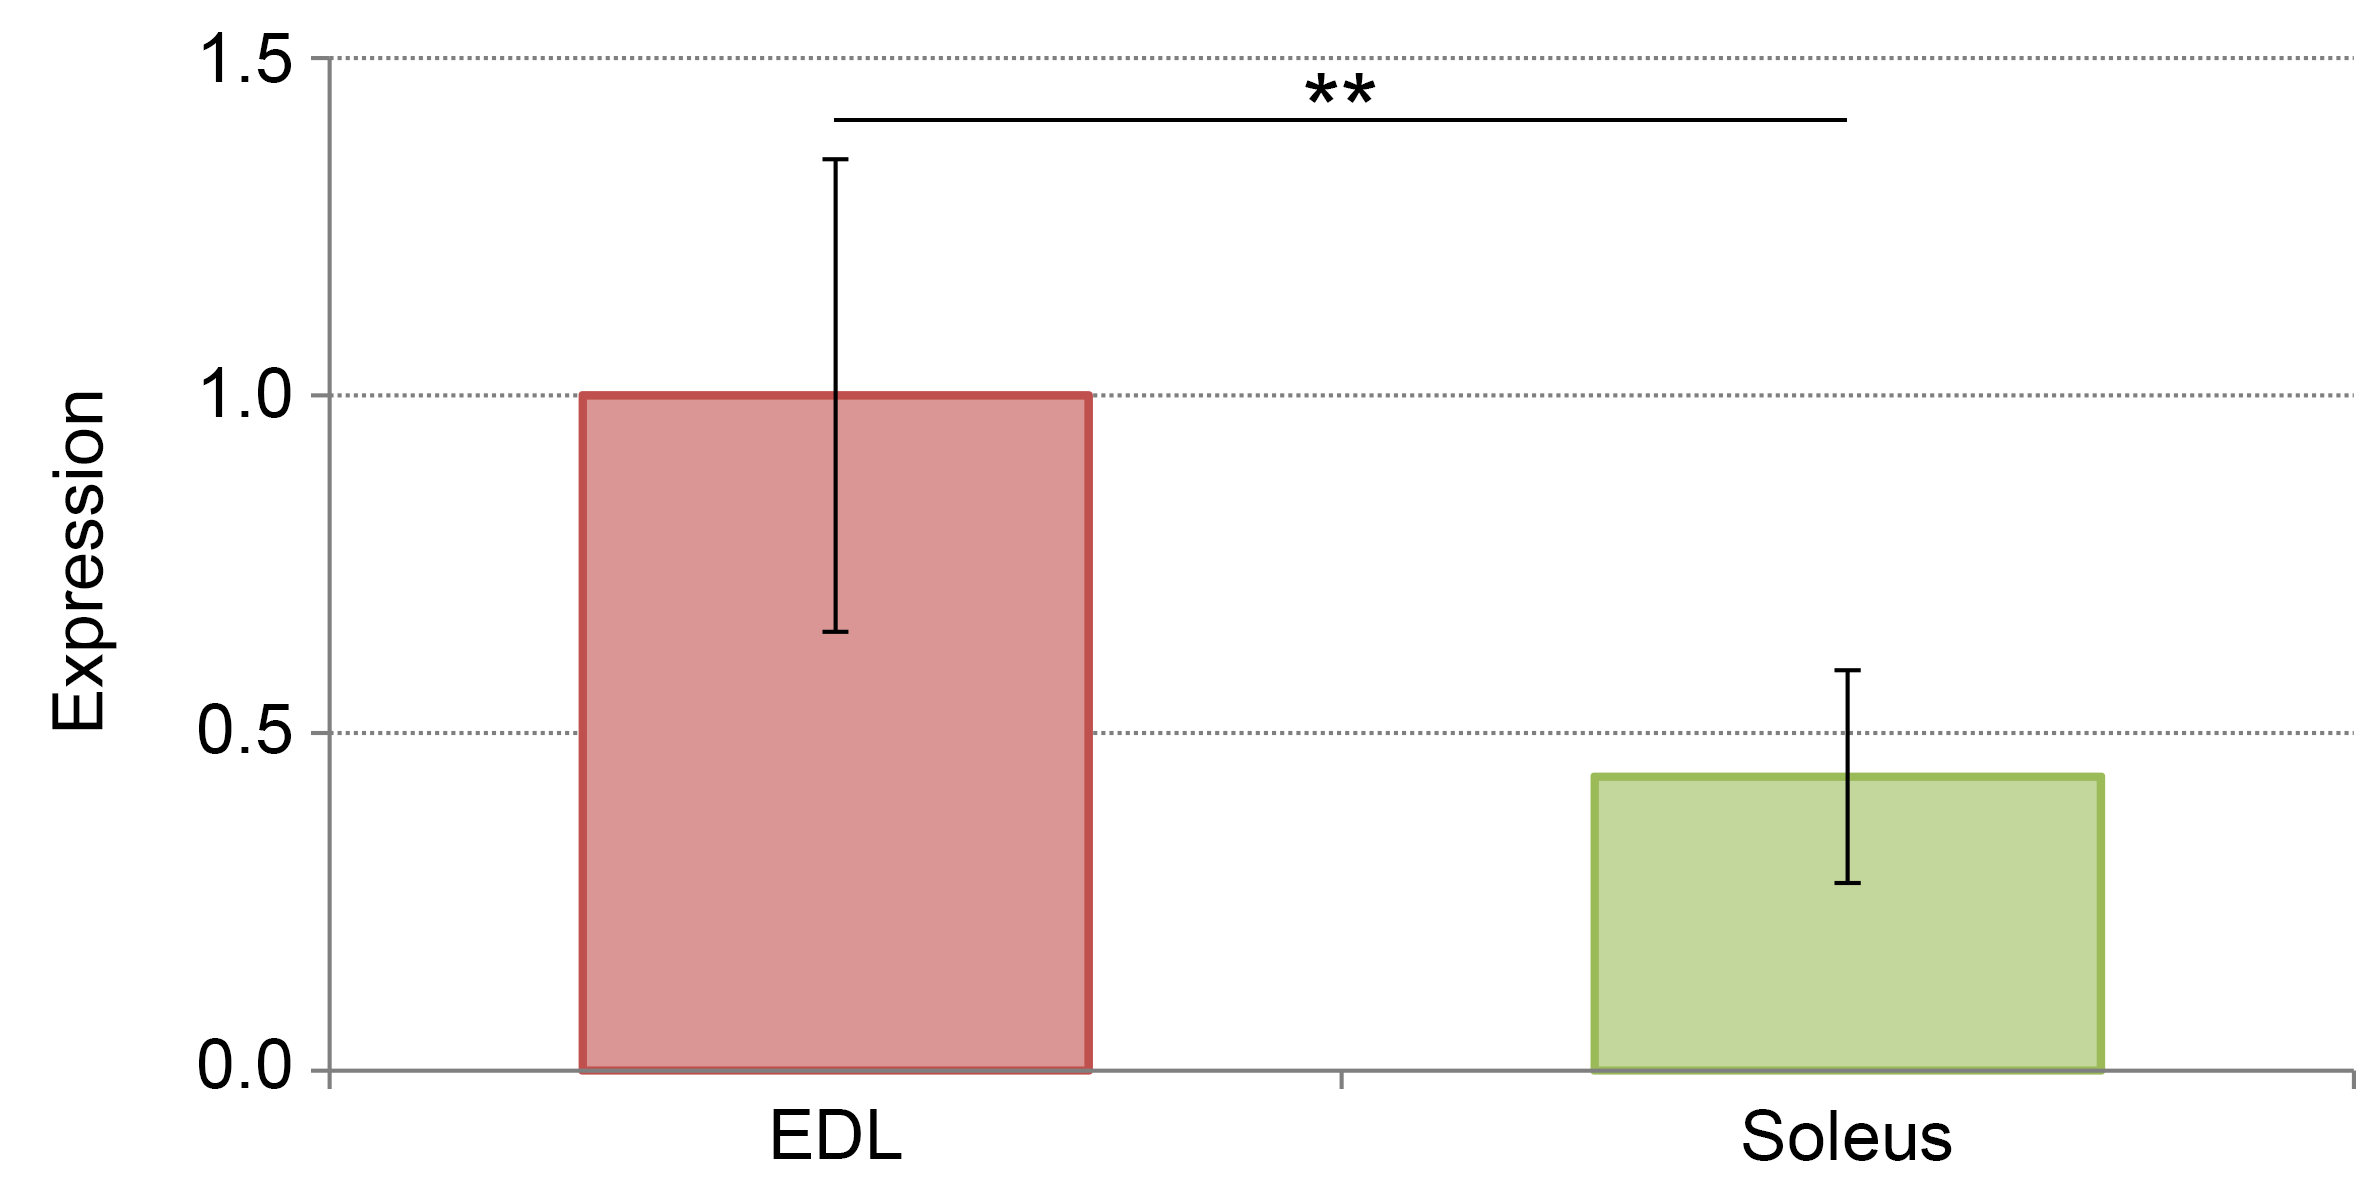

**Figure S9. Microarray gene expression.** Microarray analyses were performed to evaluate the effect of Pvt1 down-regulation on the expression of coding genes in C2C12 myoblasts. Pvt1 down-regulation was obtained treating C2C12 myoblasts with Pvt1 specific GapmeRs (dark grey) while controls were treated with GapmeR Negative Controls provided by the manufacturer (light grey). Standard deviation is calculated among four biological replicates. Statistical significance was calculated using Student’s t-test between the two conditions with a two tailed distribution and unequal variance. * p ≤ 5 x 10^-2^, ** p ≤ 1 x 10^-2^, *** p ≤ 1 x 10^-3^.

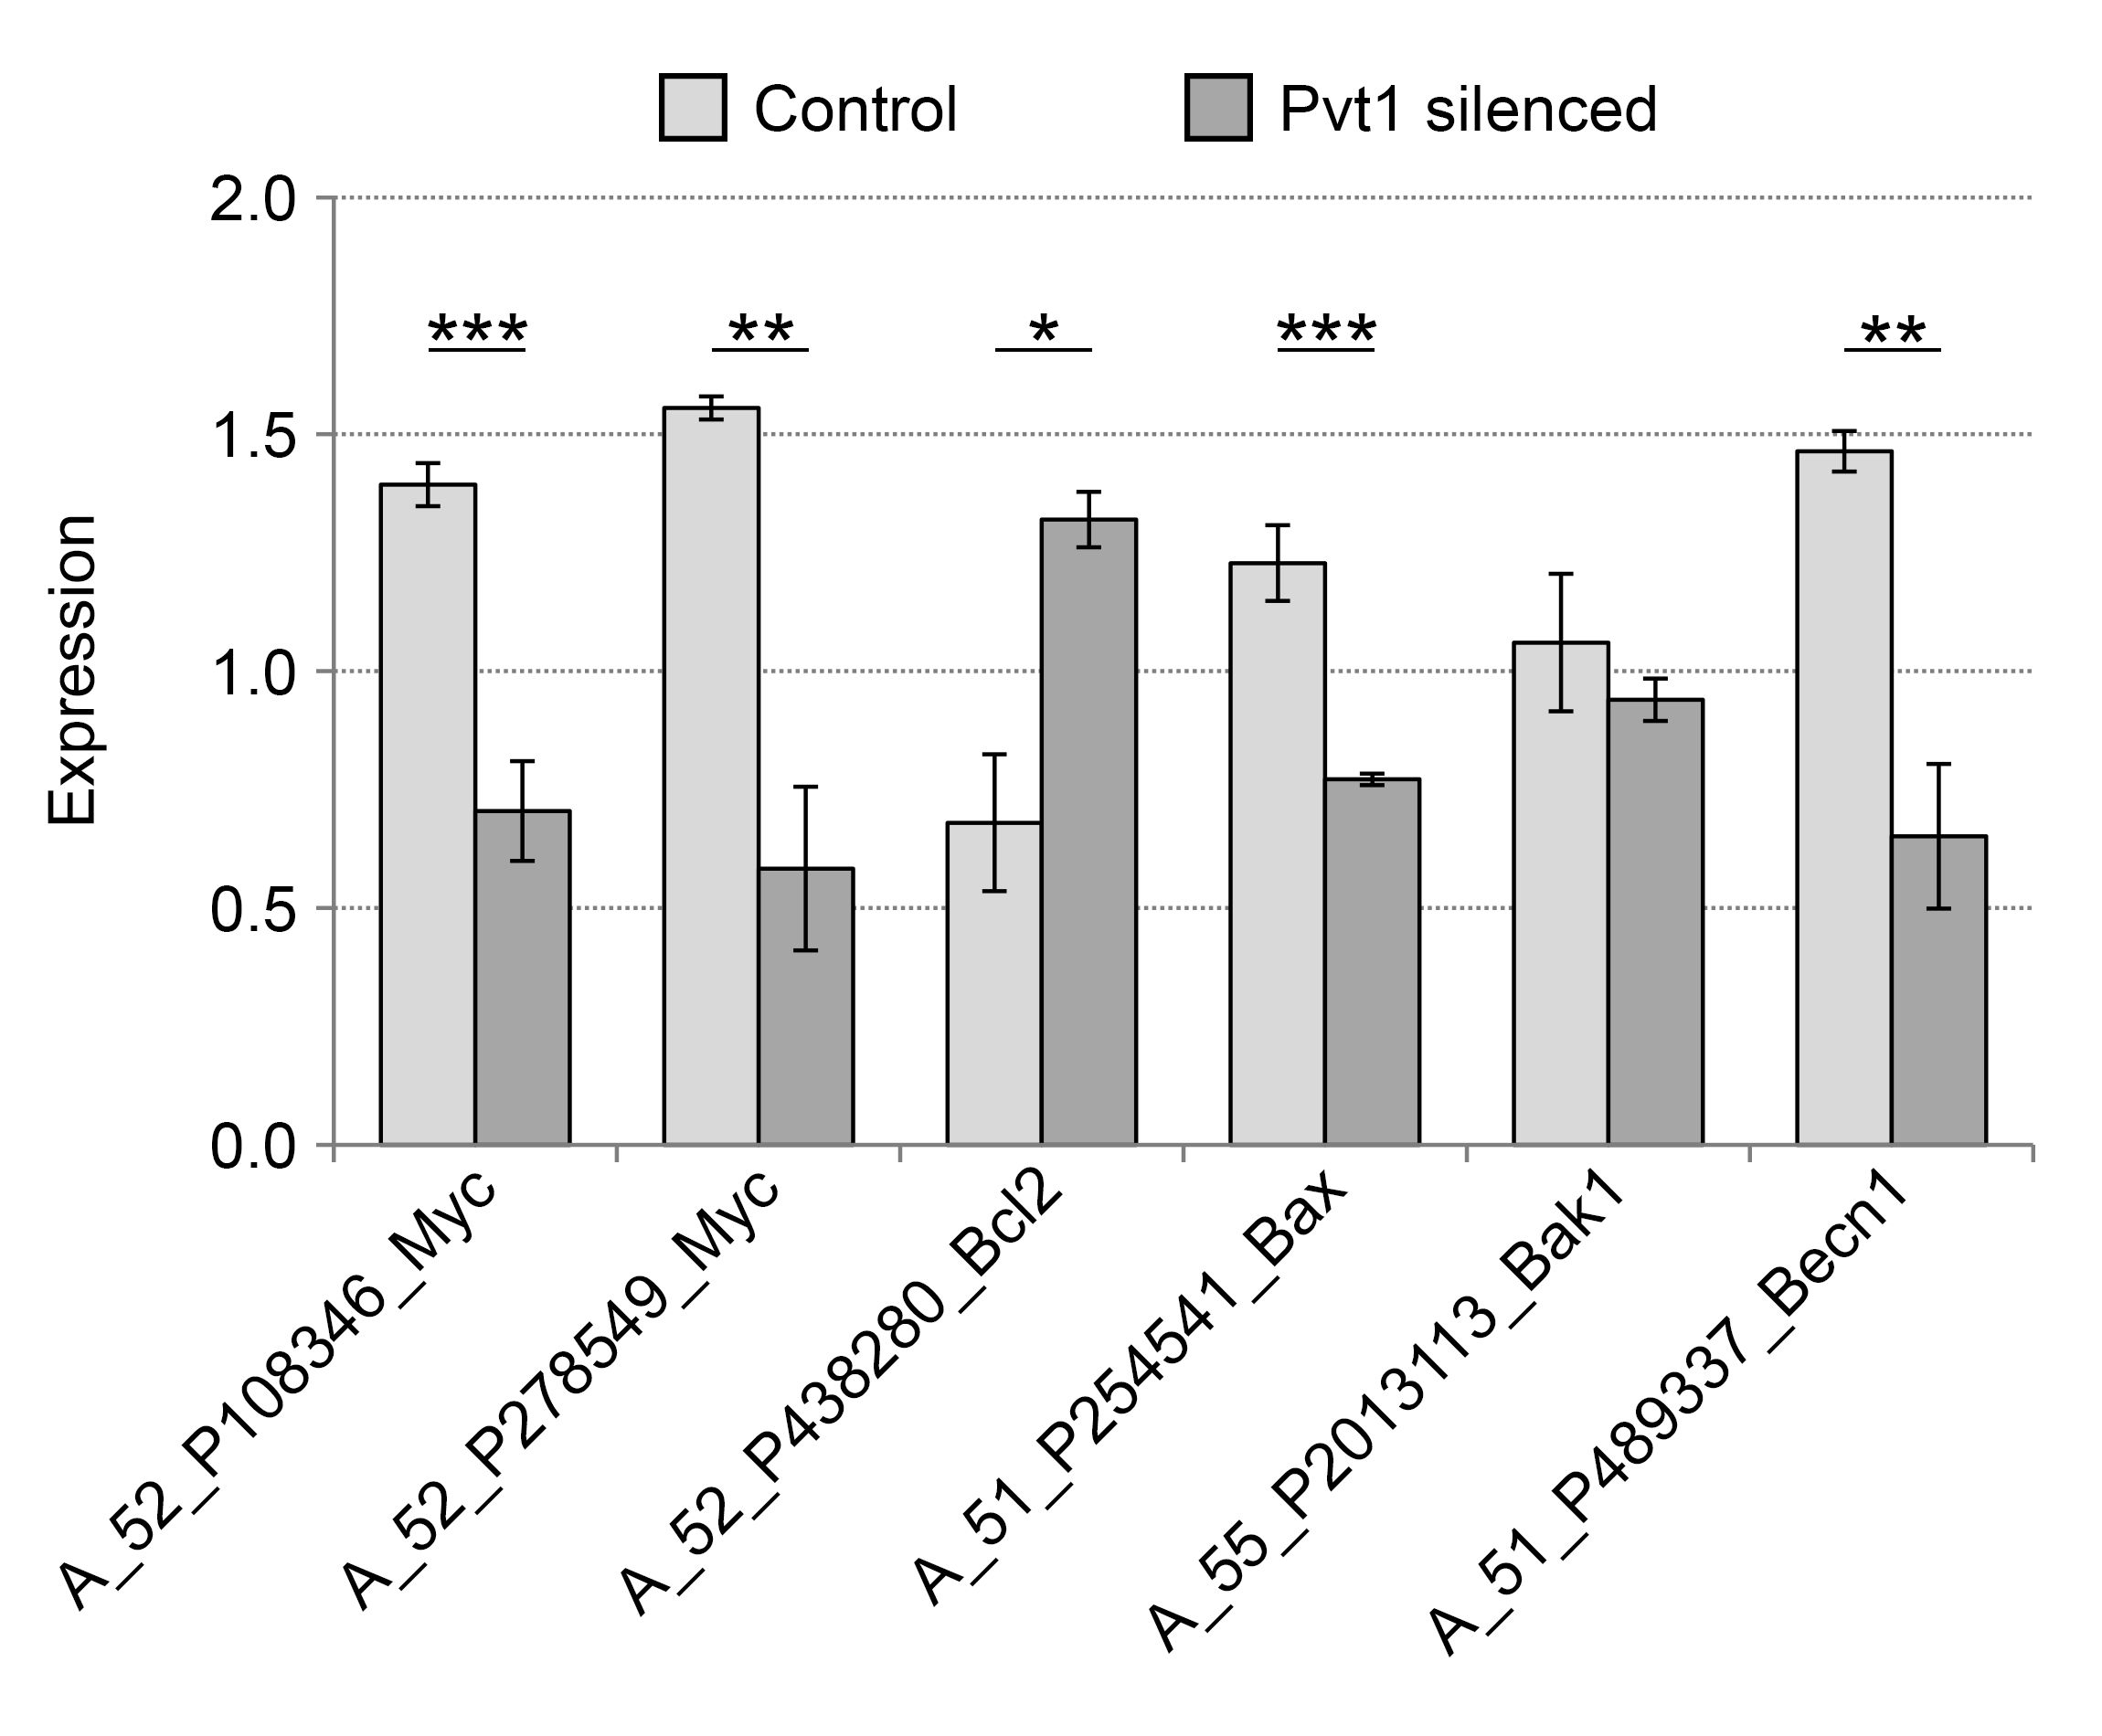

**Figure S10. Expression of genes involved in the fibrosis in association with the expression of Pvt1.** qPCR was performed using RNA from different biological samples to evaluate the expression of protein coding genes known to be involved in the fibrosis. **A.** Analysis of C2C12 myoblasts transfected with Pvt1 specific GapmeRs (dark grey) to down-express Pvt1 and Negative Controls GapmeR provided by the manufacturer (light grey). The down-expression of the master regulator of fibrosis, Tgfb1, and other fibrosis related genes, corresponds to the down-regulation of Pvt1. Standard deviation is for three biological and two technical replicates. B2m was used as reference gene. **B.** Gene expression in denervated muscles compared with contralateral non-denervated muscles. Muscles were collected 3, 7 or 14 days after denervation. Standard deviation is for three biological and two technical replicates. Tbp was used as reference gene. **C.** Gene expression in muscles derived from ALS mouse models. Standard deviation is for three biological and two technical replicates. Tbp was used as reference gene. In both denervated and ALS models the up-regulation of Pvt1 corresponds to the up-regulation of genes associated with fibrosis. Statistical significance for all comparisons was calculated using Student’s t-test between the two considered conditions with a two tailed distribution and unequal variance. * p ≤ 5 x 10^-2^, ☆ p ≤ 1 x 10^-2^, ✢ p ≤ 1 x 10^-3^.

**
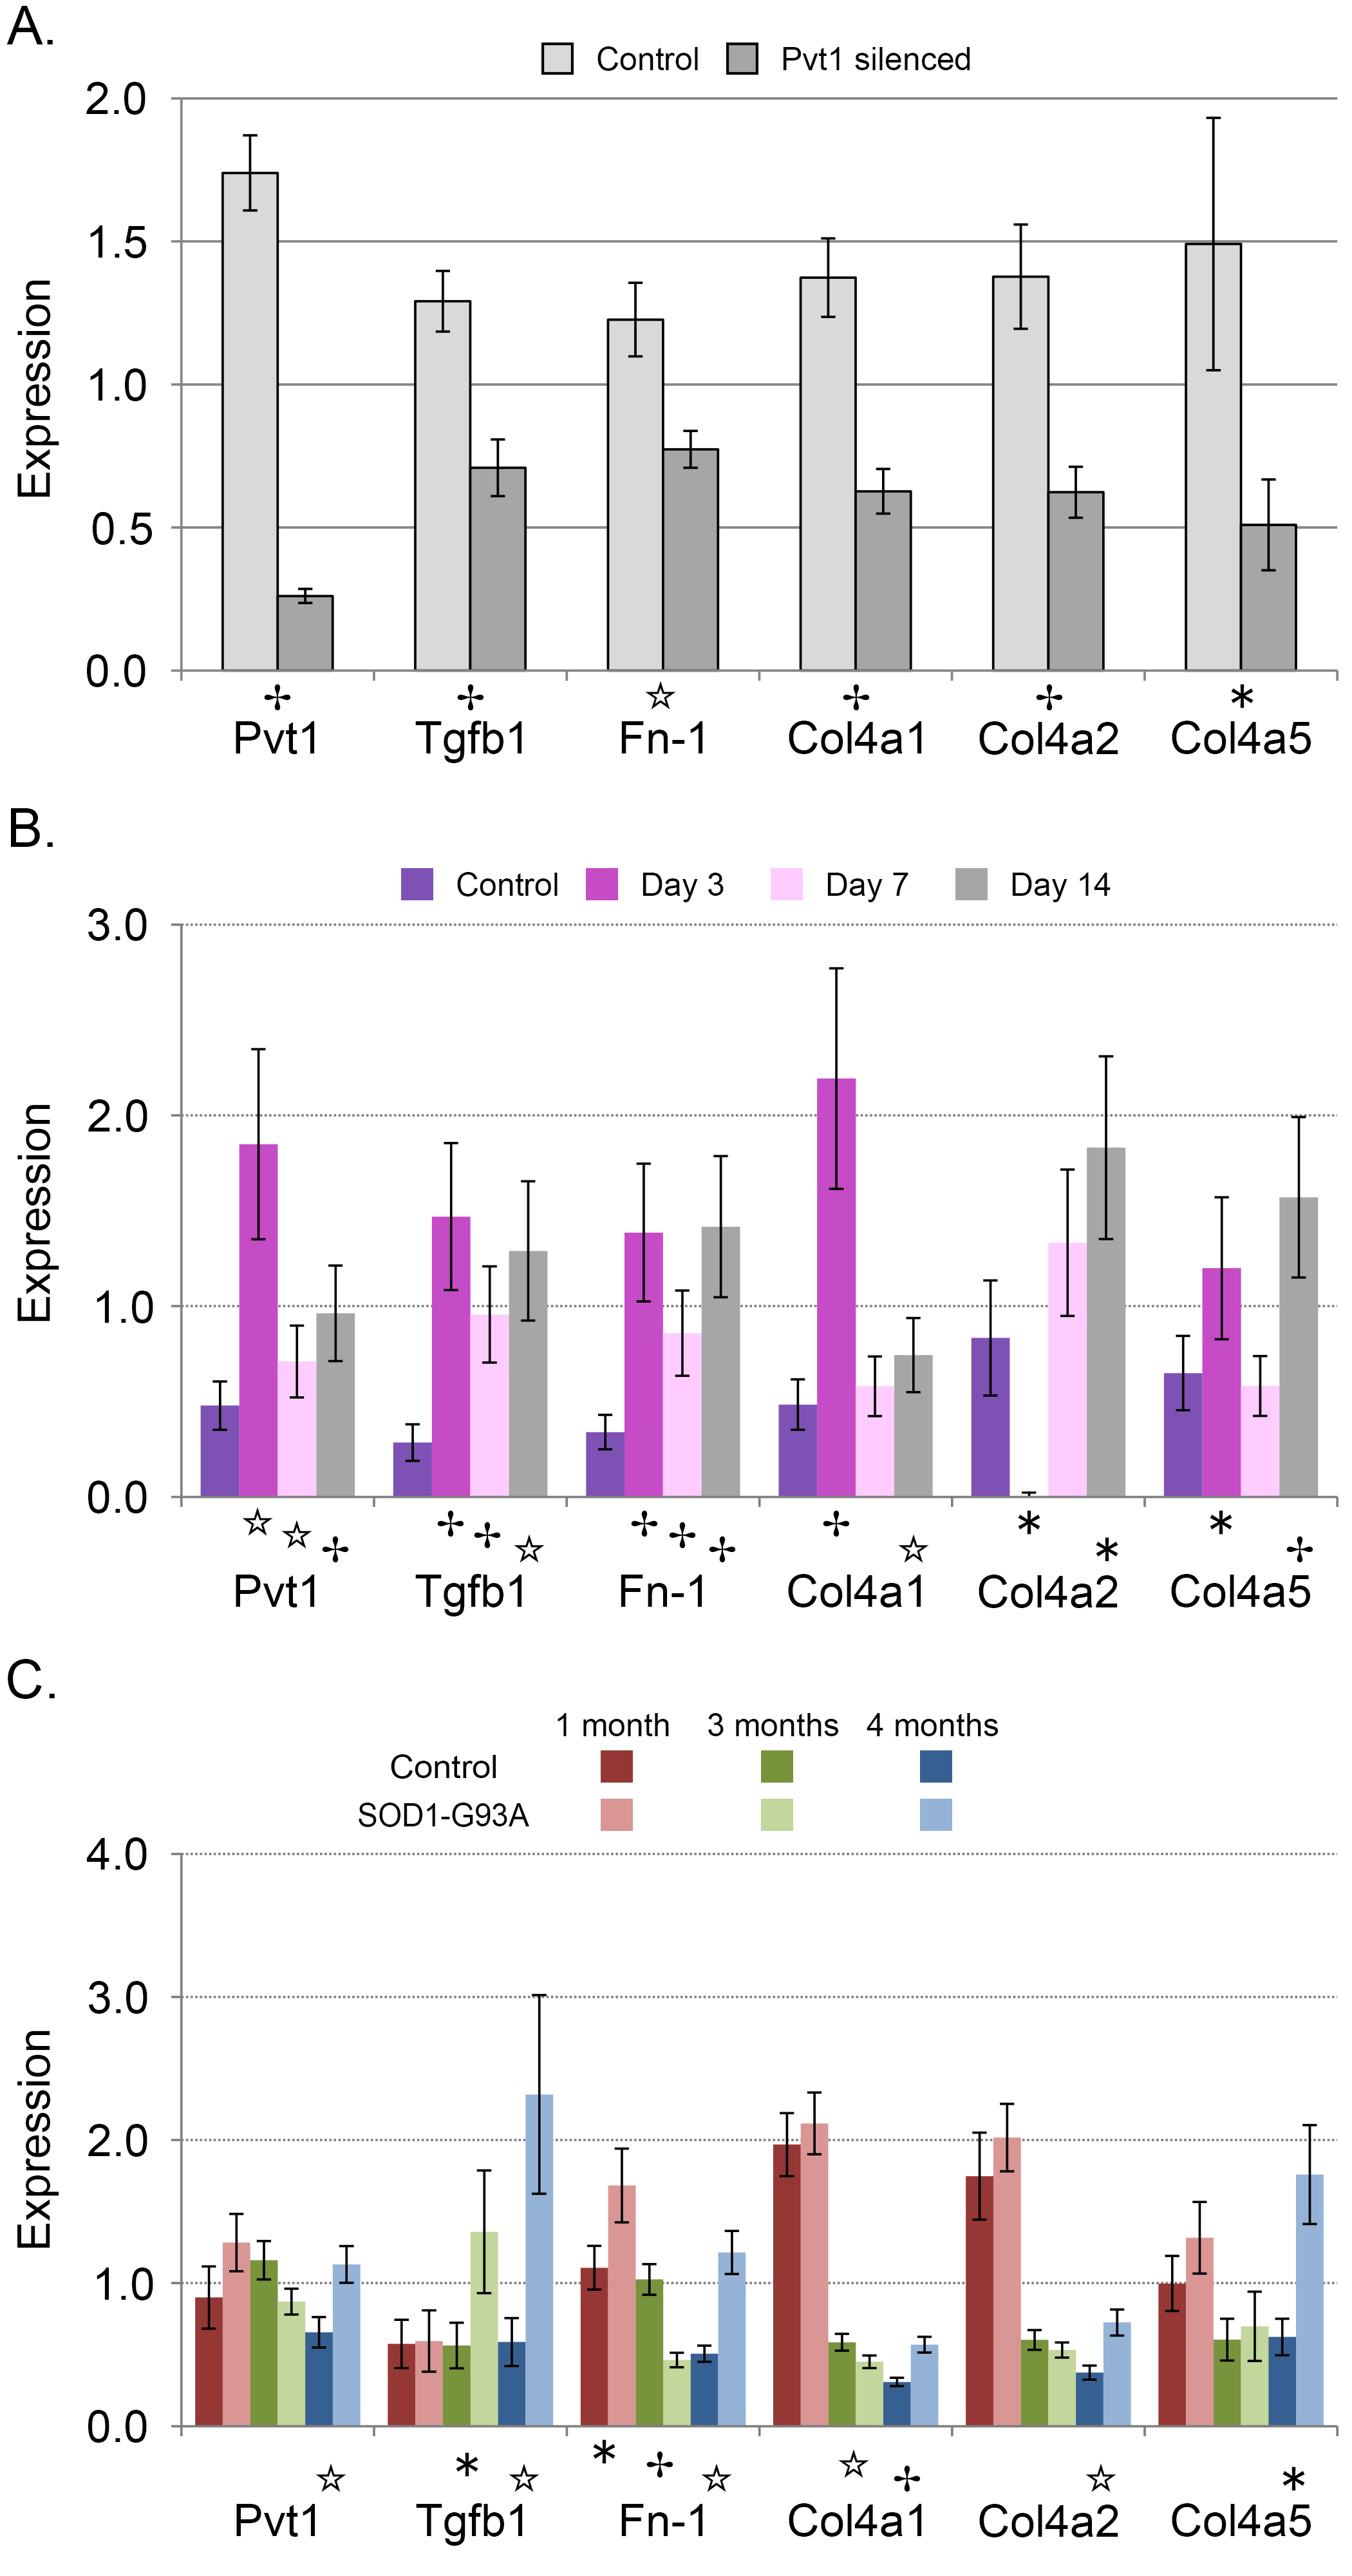
**

1. Trask, H.W., Cowper-Sal-lari, R., Sartor, M.A., Gui, J., Heath, C.V., Renuka, J., Higgins, A.J., Andrews, P., Korc, M., Moore, J.H. *et al.* (2009) Microarray analysis of cytoplasmic versus whole cell RNA reveals a considerable number of missed and false positive mRNAs. *RNA*, **15**, 1917-1928.

# Supplementary material for: Single cell analysis reveals the involvement of the long non-coding RNA Pvt1 in the modulation of muscle atrophy and mitochondrial network
**Source:** Nucleic Acids Res. 2019 Jan 16;47(4):1653–70. doi: 10.1093/nar/gkz007
**Supplement:** Supplementary Data

**Single cell analysis reveals the involvement of the long non-coding RNA Pvt1 in the modulation of muscle atrophy and mitochondrial network**

Enrico Alessio^1^, Lisa Buson^1^, Francesco Chemello^1^, Caterina Peggion^2^, Francesca Grespi^1^, Paolo Martini^1^, Maria Lina Massimino^3^, Beniamina Pacchioni^1,7^, Caterina Millino^1,7^, Chiara Romualdi^1^, Alessandro Bertoli^2,4^, Luca Scorrano^1,5^, Gerolamo Lanfranchi^1,6,7^, and Stefano Cagnin^1,6,7^ *

Department, Institution, Town, State, Postcode, Country

**Microarray experiments**

Fluorescent cRNA to hybridize onto microarray was produced using Low Input Quick Amp Labeling Kit (Agilent) according to manufacturer instructions. We used a different approach when experiments were performed on single myofibers. To obtain a sufficient amount of cDNA for microarray experiments, RNA purified from a single myofiber was exponentially amplified using the TransPlex Whole Transcriptome Amplification 2 Kit (Sigma-Aldrich) in accordance with the manufacturer’s instructions. To remove the residual primers and nucleotides, amplification product was purified with the GenElute PCR Clean-up columns (Sigma-Aldrich). Resulting cDNA was quantified with Nanodrop ND-1000 spectrophotometer (Celbio). 2 µg of amplified-purified cDNA were directly labelled using the Genomic DNA Enzymatic Labelling Kit (Agilent Technologies) as described by the manufacturer. Labelled cDNA was purified using the Amicon 30kDa filters (Millipore) and quantified using NanoDrop ND-1000 spectrophotometer.

800 ng of labelled sample were mixed with 5 µl of 10X Blocking Agent (Agilent Technologies) and water to a final volume of 25 µl. Samples were denatured at 95°C for 2 min and added to 25 µl of 2X GEx Hybridization Buffer HI-RPM (Agilent Technologies). 40 µl of prepared mix was dispensed onto the array. Slides were loaded into the Agilent SureHyb chambers and hybridization was performed in a hybridization oven at 65°C for 17 hours with 10 rpm rotation. Finally, slides were washed using Wash Buffer Kit (Agilent Technologies) and dried at room temperature.

**qPCR analysis**

*Primers design*. Primers were bioinformatically designed using the tool Primer3 (http://biotools.umassmed.edu/bioapps/primer3_www.cgi). Each primer couple was tested with the on-line OligoAnalyzer (Integrated DNA Technologies; https://eu.idtdna.com/calc/analyzer) for their ability to form hairpins, omo- and etero-dimers. Finally, selected primers were in silico tested to verify their amplification specificity using the tool in-Silico-PCR implemented in the UCSC Genome Browser (https://genome.ucsc.edu/cgi-bin/hgPCR). See Supplemental Table S1 for the primer list.

*Retrotranscription and qPCR.* After RNA extraction and quality analysis 1 µg of total RNA was retrotranscribed from each analyzed sample as following described. 5 µl of random examers (50 ng/µl), 1 µl of oligod(T) (500 µg/ml), 1 µl of dNTPs (10mM) were added to 1 µg of total RNA. H_2_O DNase/RNase free was used to bring the volume to 13 µl. This mix was heated to 65°C for 2 min and then transferred on ice. After cooling down the temperature 4 µl of 5X First-Strand Buffer (250 mM Tris-HCl, pH 8.3; 375 mM KCl; 15 mM MgCl2) and 2 µl of DTT (0.1 M) were added to the mix. Samples were incubated at 25°C for 2 min and then 1 µl of SuperScript® II (thermo Fisher Scientific) was added. The prepared mix was maintained at 25°C for 10 min and then heated to 42°C for 2 h. At the end of the retrotranscription the enzyme was inactivated at 65°C for 10 min.

cDNA obtained was precipitated adding 1/10 volumes of sodium acetate (3 M, pH 5.2) and 2.8 volumes of absolute ethanol, incubated at -20° C over night, then centrifuged at 13,000 x g for 20 min at 4° C. After two washes with 75% ethanol cDNA was resuspended in nuclease free water (20 µl).

The quantitative real time PCR was performed on 7500 Real-Time PCR System (Applied Biosystems) using the EvaGreen chemistry (Solis ByoDyne) and the following settings: activation step (x1) 95°C for 12 min.; PCR Cycle (x40) 95°C for 15 sec. (denaturation), 60°C for 20 sec. (annealing), 72°C for 35 sec. (elongation); final elongation (x1) 72°C for 3 min.; dissociation curve (x1).

The mix used for qPCR was prepared as follow (mix described is for one well):

| Component | Volume µl |
| --- | --- |
| H_2_O DNase/RNase *free* | 5.6 |
| *primer* *Forward* (10 µM) | 0.2 |
| *primer* *Reverse* (10 µM) | 0.2 |
| *Buffer* 5x (*HOT TAQ EvaGreen® qPCR Mix Plus, Microtech®)* | 2 |
| cDNA (5 ng/µl or 10 ng/µl for low expressed genes). | 2 |
| Total volume | 10 |

Before performing qPCR experiments primers were experimentally tested to verify their amplification efficiency. Serial dilutions from 3.2 to 0.4 ng/µl of cDNA (final concentration in 10 µl reaction volume) were used to calculate primers efficiency. In the table below are indicated results for each primer couple amplifying tested genes. cDNA was synthesized retrotranscribing, as previously described, a pool of RNAs derived from C2C12 myoblasts, *soleus*, EDL and TA skeletal muscles. Primers for Sdh and Cox2 genes were tested on DNA dilutions. Primers for low expressed genes (underlined genes in the table) were tested using higher concentrations of cDNA (from 6.4 to 0.8 ng/µl; final concentration in the reaction volume). We indicated R^2^ for the linear regression in the graph representing log_2_[cDNA] vs C_t_, the y-intercept, melt temperature (T_m_), and the efficiency of the amplification calculated as 10^-1/m^ where m is the angular coefficient of the straight line interpolating points of the graph previously described.

| **Gene** | **R^2^** | **y-intercept** | **T_m_ (°C)** | **Efficiency** |
| --- | --- | --- | --- | --- |
| B2m | 0.94 | 31.7 | 80.5 | 96% |
| Tbp | 0.98 | 28.7 | 80.5 | 99% |
| Txn1 | 0.99 | 23.3 | 67.5 | 99% |
| 1110006G14Rik | 0.98 | 34.1 | 81.0 | 99% |
| Snhg7 | 0.97 | 29.8 | 80.0 | 102% |
| Gm16062 | 0.95 | 33.4 | 80.0 | 99% |
| Cops3 | 0.97 | 26.7 | 84.5 | 102% |
| Dancr | 0.98 | 30.6 | 81.0 | 105% |
| Dio3os | 0.99 | 39.5 | 81.5 | 101% |
| Dio3 | 0.99 | 31.1 | 83.0 | 100% |
| Dleu2 | 0.99 | 35.2 | 89.5 | 124% |
| Dnm3os | 0.98 | 33.0 | 78.5 | 120% |
| Dnm3 | 0.95 | 35.3 | 81.5 | 101% |
| Gas5 | 0.99 | 30.1 | 81.5 | 101% |
| Gm6781 | 0.98 | 26.4 | 84.0 | 109% |
| Gt(ROSA)26Sor | 0.95 | 35.8 | 74.5 | 100% |
| H19 | 0.98 | 27.6 | 84.0 | 100% |

| **Gene** | **R^2^** | **y-intercept** | **T_m_ (°C)** | **Efficiency** |
| --- | --- | --- | --- | --- |
| Igf2os | 0.96 | 36.2 | 85.0 | 96% |
| Igf2 | 0.97 | 34.4 | 84.5 | 99% |
| Airn | 0.97 | 35.8 | 85.0 | 103% |
| Igf2R | 0.99 | 30.8 | 87.5 | 96% |
| Mir143hg | 0.96 | 32.0 | 85.5 | 104% |
| Mir22hg | 0.98 | 27.7 | 86.0 | 111% |
| Mirg | 0.96 | 40.1 | 78.0 | 98% |
| 2310065F04Rik | 0.98 | 31.3 | 83.0 | 104% |
| Myh3 | 0.99 | 33.3 | 87.5 | 100% |
| Nctc1_lncRNA | 0.96 | 29.7 | 80.5 | 101% |
| Nctc1_RI | 0.98 | 36.6 | 77.5 | 100% |
| Neat1 | 0.99 | 28.5 | 80.5 | 96% |
| 1110020A21Rik | 0.96 | 38.1 | 80.5 | 102% |
| Ppm1b | 0.98 | 28.9 | 78.5 | 104% |
| Pvt1 | 0.98 | 30.7 | 77.5 | 106% |
| Snhg1 | 0.99 | 30.2 | 78.5 | 99% |
| Snhg6 | 0.99 | 28.0 | 79.5 | 104% |
| Lc3 | 0.94 | 28.9 | 82.5 | 102% |
| Bnip3 | 0.97 | 31.6 | 81.0 | 103% |
| Bnip3L | 0.98 | 26.3 | 84.0 | 97% |
| ^CE^RNA | 0.99 | 36.2 | 81.5 | 99% |
| Linc-MD1 | 0.98 | 32.3 | 84.0 | 100% |

| **Gene** | **R^2^** | **y-intercept** | **T_m_ (°C)** | **Efficiency** |
| --- | --- | --- | --- | --- |
| Munc | 0.97 | 35.8 | 80.5 | 101% |
| Pink1 | 0.96 | 30.2 | 82.5 | 100% |
| Myh1 | 1.00 | 27.6 | 87.5 | 101% |
| Myh2 | 0.99 | 28.7 | 80.5 | 104% |
| Myh4 | 0.97 | 33.7 | 89.5 | 102% |
| Myh7 | 0.97 | 34.4 | 89.0 | 102% |
| Opa1 | 0.99 | 29.1 | 81.0 | 105% |
| Mfn1 | 0.97 | 28.1 | 81.0 | 104% |
| Mfn2 | 0.98 | 27.1 | 86.0 | 100% |
| Drp1 | 0.99 | 28.7 | 80.5 | 107% |
| Fis1 | 0.96 | 26.3 | 87.0 | 105% |
| Plin1 | 0.96 | 35.2 | 82.0 | 102% |
| Plin2 | 0.99 | 24.7 | 82.5 | 114% |
| Cpt1a | 0.98 | 33.2 | 87.0 | 105% |
| Cpt1b | 0.98 | 31.5 | 83.0 | 101% |
| Lipe | 0.97 | 32.0 | 85.5 | 101% |
| Atp5d | 0.98 | 24.9 | 85.5 | 102% |
| c-Myc | 0.99 | 33.8 | 81.5 | 97% |
| Bcl-2 | 0.98 | 32.9 | 81.0 | 101% |
| Bax | 0.99 | 26.3 | 84.5 | 110% |
| Bak1 | 0.99 | 26.4 | 82.0 | 110% |
| Beclin 1 | 0.99 | 26.9 | 84.5 | 109% |

| **Gene** | **R^2^** | **y-intercept** | **T_m_ (°C)** | **Efficiency** |
| --- | --- | --- | --- | --- |
| Cox2 | 1.00 | 30.4 | 80.0 | 100% |
| Sdh | 0.98 | 27.2 | 83.5 | 102% |
| Pax7 | 0.99 | 32.5 | 80.0 | 114% |
| CD56 | 0.99 | 27.6 | 78.5 | 104% |
| Myf5 | 0.98 | 28.6 | 74.5 | 103% |
| Myod1 | 0.99 | 27.3 | 80.5 | 102% |
| Mrf4 | 0.96 | 32.8 | 80.5 | 103% |
| Tgfb1 | 0.98 | 29.6 | 82.0 | 99% |
| Fn-1 | 0.98 | 23.7 | 85.0 | 95% |
| Col4a1 | 0.98 | 26.5 | 84.0 | 96% |
| Col4a2 | 0.97 | 27.2 | 77.0 | 104% |
| Col4a5 | 0.97 | 32.2 | 81.0 | 98% |

**Fluorescence in situ hybridization**

*Probes construction.* cDNA was used to produce, by PCR (see supplemental Table S2 for the list of primers), an amplicon of ~600 bases matching the chosen lncRNAs. Amplicons were cloned into pSC-A-amp/kan plasmid using StrataClone PCR Cloning Kit (Agilent Technologies). Plasmids were amplified, purified (PureLink MiniPrep kit; ThermoFisher Scientific) and the sequences were analyzed with Sanger sequencing (Supplemental Table S2).

Plasmids were linearized using a restriction enzyme to allow *in vitro* transcription for the production of the Fluorescence In Situ Hybridization (FISH) probes. Plasmid restriction with HindIII (New England Biolabs) was used before *in vitro* transcription with T7 RNA polymerase (New England Biolabs) while SmaI was used in association with T3 RNA polymerase *in vitro* transcription (New England Biolabs). When the regions cloned presented a restriction site for HindIII or SmaI, the next closest option was used in order to maintain the integrity of the inserted sequence. Both the antisense and the sense sequences were synthesized to produce both matching and non-matching RNA probes. In vitro transcription was performed adding Aminoallyl-UTP (Thermo Fisher Scientific) to label probes using Cy3 Mono-Reactive Dye (GE Healthcare Life Sciences). Labelled probes were fragmented to a final size comprised between 50 and 150 base pairs using RNA Fragmentation Reagents (Thermo Fisher Scientific).

*FISH Experiment.* FISH experiments were performed on both proliferating and differentiating C2C12 cells and on 20 µm thick sections of TA.

C2C12 myoblasts were cultured on glass coverslips while fresh excised muscles were included in Optimal Cutting Temperature (OCT) compound (VWR International) and flash frozen in liquid nitrogen. Each sample was fixed in 1x Phosphate-Buffered Saline (PBS, Thermo Fisher Scientific) with 4% Paraformaldehyde (PFA, Sigma-Aldrich) for 7 min at room temperature and permeabilized in water with 70% (v/v) ethanol overnight at -20°C.

Fragmented probes were diluted in enough FISH hybridization solution (30% Formamide, 5X SSPE, 4X Denhardt’s Solution, 100 µg/ml salmon sperm DNA, 100 µg/ml tRNA, 5 mM DTT, 4 µl Rnase Inhibitor 20 U/µl) to cover the sample. 1 μg of probe was used to treat each C2C12 culture coverslip or muscle sections. Hybridization was performed overnight in a humid environment at 32°C. Samples were then washed for 5 min twice with SSC 3X at 30°C; twice with Wash Buffer II (WB-II: 10 mM Tris HCl pH 7.6, 0.5 M NaCl, 0.1% Tween-20) at 30°C; and treated with RNaseA in WB-II for 45 min at 37°C to remove excess of probe; twice in WB-II at 37°C; twice in SSC 2X at Room Temperature (RT) for 5 min; twice in SSC 1X at RT for 5 min. Nuclei were stained using DAPI and then samples where mounted using Fluoromount mounting medium (Sigma-Aldrich) to preserve the fluorescence.

*Image Acquisition and Analysis.* Images were acquired with Leica TCS SP5 confocal laser microscope. When comparing fluorescence levels was necessary, images were acquired during the same session, using the same microscope parameters.

**Pvt1 down-expression**

*In vitro silencing. In vitro* Pvt1 silencing experiments were performed by transfecting proliferating C2C12 myoblasts with Lipofectamine® 2000 Transfection Reagent (Termo Fisher Scientific) and antisense LNA™ GapmeRs (Exiqon) (Pvt1_1 ACCGTAGTAGAGTTAA; Pvt1_3 AGTCAACGCTTCACAT). Cells transfected with Lipofectamine® 2000 and Antisense LNA™ GapmeR Negative Controls (Exiqon) were used as negative controls.

C2C12 myoblasts were detached prior to transfection and seeded at high density on a 24 multiwell plate, in 500 µl of Opti-MEM® medium (Thermo Fisher Scientific) with 10% FBS, 35 pmol of GapmeRs and 3 µl of Lipofectamine® 2000. After 48 h, transfection medium was removed. To analyse the effects of Pvt1 silencing, cells were detached with Trizol right after removing the transfection medium. Silencing efficiency was assessed analyzing the expression of Pvt1 using qPCR.

# Supplementary material for: Single cell analysis reveals the involvement of the long non-coding RNA Pvt1 in the modulation of muscle atrophy and mitochondrial network
**Source:** Nucleic Acids Res. 2019 Jan 16;47(4):1653–70. doi: 10.1093/nar/gkz007
**Supplement:** Supplementary Data

**Table S1. Primers used in qRT-PCRs**

| **Coding genes for myofiber specification** | | |
| --- | --- | --- |
| **Gene** | **Primer** | **Sequence** |
| Myh1 | For | ACCTTGTGGACAAACTGCAA |
| Myh1 | Rev | AGCTTGTTGACCTGGGACTC |
| Myh2 | For | TTGGTGGATAAACTCCAGGC |
| Myh2 | Rev | CAGCTTGTTGACCTGGGACT |
| Myh4 | For | TAGGGTGAGGGAGCTTGAAA |
| Myh4 | Rev | GTTTGTCCACCAAGTCCTGC |
| Myh7 | For | AGCAGGAGCTGATTGAGACC |
| Myh7 | Rev | TGTGATAGCCTTCTTGGCCT |
| **Coding genes for mitochondria dynamics** | | |
| Opa1 | For | TGCAGGTTCACCTGGAGAAAC |
| Opa1 | Rev | TGTCTGACACCTTCCTGTAATGCTTGT |
| Mfn1 | For | CCTGTCTTCACAATAGGCACA |
| Mfn1 | Rev | CCCTGTCTCAAAACTAATCAACC |
| Mfn2 | For | CATTCTTGTGGTCGGAGGAG |
| Mfn2 | Rev | AAGGAGAGGGCGATGAGTCT |
| Drp1 | For | AACCTGACACTTGTGGATTTACC |
| Drp1 | Rev | TCTGAAGCTCGATGTCCTTG |
| Fis1 | For | TGGTGTCTGTGGAGGATCTG |
| Fis1 | Rev | AAATTGCGTGCTCTTGGAC |
| **Coding genes for lipid droplets, FA catabolism and ATP synthesis** | | |
| Plin1 | For | AACGTGGTAGACACTGTGGTACA |
| Plin1 | Rev | TCTCGGAATTCGCTCTCG |
| Plin2 | For | CTCCACTCCACTGTCCACCT |
| Plin2 | Rev | GCTTATCCTGAGCACCCTGA |
| Cpt1a | For | GACTCCGCTCGCTCATTC |
| Cpt1a | Rev | TCTGCCATCTTGAGTGGTGA |
| Cpt1b | For | GAGTGACTGGTGGGAAGAATATG |
| Cpt1b | Rev | GCTGCTTGCACATTTGTGTT |
| Lipe | For | CTTCCTGCAAGAGTATGTCACG |
| Lipe | Rev | ATGGCAGGTGTGAACTGGA |
| Atp5d | For | AGACGGCACCACGACTAAGTA |
| Atp5d | Rev | GTGTCACAGCTTCTTCAGCTAGTAA |
| **Genomic regions for the identification of nuclear and mitochondrial DNA** | | |
| Cox2 | For | CTACAAGACGCCACAT |
| Cox2 | Rev | GAGGGGGAGAGCAAT |
| Sdh | For | TACTACAGCCCCAAGTCT |
| Sdh | Rev | TGGACCCATCTTCTATGC |
| **Pvt1 mechanism** | | |
| c-Myc | For | TCCTCGGATTCTCTGCTCTC |
| c-Myc | Rev | CTCTGACCTTTTGCCAGGAG |
| Bcl-2 | For | CACATGCTCTTTGTGAATTGCT |
| Bcl-2 | Rev | CTTCTCTCCTTCCGCCAAGT |

| **Gene** | **Primer** | **Sequence** |
| --- | --- | --- |
| Bax | For | TTTGCTACAGGGTTTCATCCA |
| Bax | Rev | GCTCCAAGGTCAGCTCAGG |
| Bak1 | For | AGTGAGGGCAGAGGTGAGAG |
| Bak1 | Rev | GGAGAGCCTGATGGATGTGT |
| Beclin 1 | For | CAATGCCACCTTCCACATC |
| Beclin 1 | Rev | CATTCCACTCCACAGGAACAC |
| **Markers of satellite cells** | | |
| Pax7 | For | CACCTGAGTCTTCGTTCACCT |
| Pax7 | Rev | CTGTGGATGTCACCTGCTTG |
| CD56 | For | AGTGTCAGTGTCGGTGTGTCT |
| CD56 | Rev | GCCATGCTGGTCTTTATGTG |
| Myf5 | For | CTGCTCTGAGCCCACCAG |
| Myf5 | Rev | GACAGGGCTGTTACATTCAGG |
| Myod1 | For | GACACTCTTCCCAACTGTCCTT |
| Myod1 | Rev | AGACTTCTGCTCTTCCCTTCC |
| Mrf4 | For | GGAGGAGGTGGTGGAGAAGT |
| Mrf4 | Rev | TTCCTGCTGGGTGAAGAATG |
| **Genes involved in the fibrosis** | | |
| Tgfb1 | For | GGAGGAGGAGTGGGAGGA |
| Tgfb1 | Rev | GTAGCAGCGGAAAAGTCTCAA |
| Fn-1 | For | GCTTTCTTTTGCCATCTGACCT |
| Fn-1 | Rev | AGTCCTGTGGGAGGGGTGT |
| Col4a1 | For | CAAAGCCAAACCCATTCC |
| Col4a1 | Rev | GCAAACCCTGAAAATACTCCA |
| Col4a2 | For | GGTTTCTTGGAGGAGGAGATG |
| Col4a2 | Rev | GGGAGGTGGCAGTTATGGA |
| Col4a5 | For | TCACTCACTCTCCCCACCTT |
| Col4a5 | Rev | GCTAGTCAGCATGTTCTCTTCGT |

# Supplementary material for: Single cell analysis reveals the involvement of the long non-coding RNA Pvt1 in the modulation of muscle atrophy and mitochondrial network
**Source:** Nucleic Acids Res. 2019 Jan 16;47(4):1653–70. doi: 10.1093/nar/gkz007
**Supplement:** Supplementary Data

**Table S2. Probes for FISH experiments.** Primers used for the construction of probes by PCR amplification of cDNA are listed in the table in association with sequence cloned in pSC-A-amp/kan plasmid. Plasmids were used for *in vitro* transcription to produce labeled RNA. RI in the Nctc1 name indicates Retained Intron isoform.

| **Target Gene** | **Description** | **Sequence** |
| --- | --- | --- |
| Neat1 | For | TCCAATGCTGCTATCTAAAGG |
| Neat1 | Rev | GTAAAGGGGAGGAAAATGGT |
| Neat1 | Probe | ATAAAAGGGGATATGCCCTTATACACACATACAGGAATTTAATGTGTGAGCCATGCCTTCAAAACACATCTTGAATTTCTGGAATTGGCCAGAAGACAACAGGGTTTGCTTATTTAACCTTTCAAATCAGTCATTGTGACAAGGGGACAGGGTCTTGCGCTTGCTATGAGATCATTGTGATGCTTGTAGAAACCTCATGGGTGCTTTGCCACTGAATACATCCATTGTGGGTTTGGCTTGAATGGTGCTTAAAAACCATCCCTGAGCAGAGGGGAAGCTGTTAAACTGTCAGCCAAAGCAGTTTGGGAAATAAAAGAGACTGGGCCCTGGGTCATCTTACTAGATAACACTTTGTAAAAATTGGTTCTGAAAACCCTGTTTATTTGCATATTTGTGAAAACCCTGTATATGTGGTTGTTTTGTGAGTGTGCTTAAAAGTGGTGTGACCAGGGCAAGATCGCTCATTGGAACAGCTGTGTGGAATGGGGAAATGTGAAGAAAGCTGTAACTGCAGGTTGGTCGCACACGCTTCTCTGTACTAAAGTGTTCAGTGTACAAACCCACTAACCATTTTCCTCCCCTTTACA |
| Airn | For | TCAGCACAAGTCAGCAGGAG |
| Airn | Rev | TTAGGTTGAAGGGTTCTTTGGA |
| Airn | Probe | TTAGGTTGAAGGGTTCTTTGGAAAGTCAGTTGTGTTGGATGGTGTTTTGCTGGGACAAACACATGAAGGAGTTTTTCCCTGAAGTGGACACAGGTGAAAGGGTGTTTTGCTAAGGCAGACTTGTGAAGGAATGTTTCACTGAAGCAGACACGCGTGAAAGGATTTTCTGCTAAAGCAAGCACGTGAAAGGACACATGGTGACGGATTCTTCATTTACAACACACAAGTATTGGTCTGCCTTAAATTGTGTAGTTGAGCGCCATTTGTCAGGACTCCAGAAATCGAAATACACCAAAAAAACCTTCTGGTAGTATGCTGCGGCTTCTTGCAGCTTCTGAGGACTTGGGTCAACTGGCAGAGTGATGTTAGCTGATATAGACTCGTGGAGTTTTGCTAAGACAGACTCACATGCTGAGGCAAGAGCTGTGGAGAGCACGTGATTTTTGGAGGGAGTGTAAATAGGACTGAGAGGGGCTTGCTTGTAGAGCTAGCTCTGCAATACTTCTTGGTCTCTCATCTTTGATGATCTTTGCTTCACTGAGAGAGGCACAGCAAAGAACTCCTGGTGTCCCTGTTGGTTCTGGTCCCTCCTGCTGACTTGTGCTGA |

| **Target Gene** | **Description** | **Sequence** |
| --- | --- | --- |
| H19 | For | CCTCCCCCTACCTTGAACC |
| H19 | Rev | CAGACGGAGATGGACGACA |
| H19 | Probe | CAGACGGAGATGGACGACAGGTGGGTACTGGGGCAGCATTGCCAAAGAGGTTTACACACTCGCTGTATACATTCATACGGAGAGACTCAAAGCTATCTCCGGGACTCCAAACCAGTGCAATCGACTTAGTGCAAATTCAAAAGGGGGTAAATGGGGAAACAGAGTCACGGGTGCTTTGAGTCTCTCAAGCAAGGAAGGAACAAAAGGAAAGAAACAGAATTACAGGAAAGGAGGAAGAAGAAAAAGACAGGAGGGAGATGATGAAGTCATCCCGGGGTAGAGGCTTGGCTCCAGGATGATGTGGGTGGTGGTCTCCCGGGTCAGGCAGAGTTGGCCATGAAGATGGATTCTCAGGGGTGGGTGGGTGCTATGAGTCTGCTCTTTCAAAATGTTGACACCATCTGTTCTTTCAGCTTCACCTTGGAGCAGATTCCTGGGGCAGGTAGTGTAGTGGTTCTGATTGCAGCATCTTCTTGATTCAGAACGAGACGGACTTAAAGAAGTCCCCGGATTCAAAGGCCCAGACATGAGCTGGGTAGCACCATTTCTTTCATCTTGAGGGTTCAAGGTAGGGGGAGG |
| Mir143hg | For | AAGCAATAACACCCACAACC |
| Mir143hg | Rev | TAGAACCTGCCGATGACTTT |
| Mir143hg | Probe | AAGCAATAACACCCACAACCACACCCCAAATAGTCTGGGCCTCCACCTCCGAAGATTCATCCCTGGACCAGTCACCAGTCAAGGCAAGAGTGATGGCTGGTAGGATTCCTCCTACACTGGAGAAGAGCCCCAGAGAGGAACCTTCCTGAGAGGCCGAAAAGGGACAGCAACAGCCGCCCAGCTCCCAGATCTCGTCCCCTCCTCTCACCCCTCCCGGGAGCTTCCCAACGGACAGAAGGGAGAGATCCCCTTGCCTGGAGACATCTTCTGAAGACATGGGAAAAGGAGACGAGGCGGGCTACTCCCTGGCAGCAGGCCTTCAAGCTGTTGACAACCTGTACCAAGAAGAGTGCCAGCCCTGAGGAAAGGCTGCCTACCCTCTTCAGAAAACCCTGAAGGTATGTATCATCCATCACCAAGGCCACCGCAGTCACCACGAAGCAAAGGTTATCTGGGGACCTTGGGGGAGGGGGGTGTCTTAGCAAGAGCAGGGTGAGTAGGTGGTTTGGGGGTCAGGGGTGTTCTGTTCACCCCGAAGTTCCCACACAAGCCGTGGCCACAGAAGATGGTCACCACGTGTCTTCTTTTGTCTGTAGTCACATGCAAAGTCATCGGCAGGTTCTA |

| **Target Gene** | **Description** | **Sequence** |
| --- | --- | --- |
| Gt(ROSA)26Sor | For | CAGGACAGTGCTTGTTTAAGG |
| Gt(ROSA)26Sor | Rev | CTCGCACCAACACAAAAGT |
| Gt(ROSA)26Sor | Probe | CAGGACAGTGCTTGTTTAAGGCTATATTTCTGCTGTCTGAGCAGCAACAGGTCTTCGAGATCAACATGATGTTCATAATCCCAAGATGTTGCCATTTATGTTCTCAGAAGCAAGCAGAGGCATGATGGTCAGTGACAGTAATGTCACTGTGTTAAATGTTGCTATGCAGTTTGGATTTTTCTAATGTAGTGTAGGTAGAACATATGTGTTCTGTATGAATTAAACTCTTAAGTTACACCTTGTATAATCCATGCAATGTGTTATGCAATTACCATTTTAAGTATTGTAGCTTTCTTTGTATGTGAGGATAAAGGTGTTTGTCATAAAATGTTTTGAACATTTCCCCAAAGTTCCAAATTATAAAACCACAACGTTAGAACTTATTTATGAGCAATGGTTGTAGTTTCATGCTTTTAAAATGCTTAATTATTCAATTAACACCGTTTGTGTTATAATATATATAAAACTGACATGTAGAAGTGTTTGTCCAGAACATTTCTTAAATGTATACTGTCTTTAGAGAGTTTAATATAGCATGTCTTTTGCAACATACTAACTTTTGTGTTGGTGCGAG |
| Mir22hg | For | CGCTGGGAAGAGACAGAG |
| Mir22hg | Rev | ACCTACCAACTGAGCTACAACC |
| Mir22hg | Probe | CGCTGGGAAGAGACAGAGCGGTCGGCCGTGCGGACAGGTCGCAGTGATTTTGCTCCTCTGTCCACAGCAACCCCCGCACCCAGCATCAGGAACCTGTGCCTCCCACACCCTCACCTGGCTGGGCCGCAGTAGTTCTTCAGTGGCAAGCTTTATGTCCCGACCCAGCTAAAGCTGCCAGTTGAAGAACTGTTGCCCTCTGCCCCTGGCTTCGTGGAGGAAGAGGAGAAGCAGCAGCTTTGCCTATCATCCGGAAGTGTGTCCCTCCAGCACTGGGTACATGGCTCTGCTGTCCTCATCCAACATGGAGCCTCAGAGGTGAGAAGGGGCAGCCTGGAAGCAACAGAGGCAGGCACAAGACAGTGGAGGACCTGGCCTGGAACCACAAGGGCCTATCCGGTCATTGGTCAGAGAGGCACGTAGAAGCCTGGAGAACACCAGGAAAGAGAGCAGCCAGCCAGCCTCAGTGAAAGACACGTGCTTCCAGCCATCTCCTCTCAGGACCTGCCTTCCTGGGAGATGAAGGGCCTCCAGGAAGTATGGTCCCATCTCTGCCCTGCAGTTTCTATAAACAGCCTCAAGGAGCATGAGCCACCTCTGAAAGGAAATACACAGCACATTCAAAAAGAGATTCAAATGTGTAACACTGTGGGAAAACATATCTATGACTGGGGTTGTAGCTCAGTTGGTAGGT |

| **Target Gene** | **Description** | **Sequence** |
| --- | --- | --- |
| Pvt1 | For | CTTAGTGAATGCTGGCTTGTG |
| Pvt1 | Rev | TGGCTACTGAAAGAAGGAAGGT |
| Pvt1 | Probe | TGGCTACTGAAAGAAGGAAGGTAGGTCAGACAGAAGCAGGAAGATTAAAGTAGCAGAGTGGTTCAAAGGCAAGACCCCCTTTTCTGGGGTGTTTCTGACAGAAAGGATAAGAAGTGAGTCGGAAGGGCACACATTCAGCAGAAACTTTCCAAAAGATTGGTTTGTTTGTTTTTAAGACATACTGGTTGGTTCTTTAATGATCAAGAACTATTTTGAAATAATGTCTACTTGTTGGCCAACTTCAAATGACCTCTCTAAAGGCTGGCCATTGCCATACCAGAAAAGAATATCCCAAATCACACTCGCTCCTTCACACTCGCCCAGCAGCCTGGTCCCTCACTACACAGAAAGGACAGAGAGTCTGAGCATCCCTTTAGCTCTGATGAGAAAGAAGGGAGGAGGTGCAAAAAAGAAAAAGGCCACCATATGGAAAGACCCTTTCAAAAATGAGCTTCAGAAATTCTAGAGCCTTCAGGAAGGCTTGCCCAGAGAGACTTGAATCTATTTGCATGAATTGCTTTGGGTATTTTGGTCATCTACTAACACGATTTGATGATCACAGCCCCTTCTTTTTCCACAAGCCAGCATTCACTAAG |
| Nctc1_RI | For | CTTTGAGGGTCTGGGAAGGT |
| Nctc1_RI | Rev | TGCCTGGTGTGTGTTCTCTC |
| Nctc1_RI | Probe | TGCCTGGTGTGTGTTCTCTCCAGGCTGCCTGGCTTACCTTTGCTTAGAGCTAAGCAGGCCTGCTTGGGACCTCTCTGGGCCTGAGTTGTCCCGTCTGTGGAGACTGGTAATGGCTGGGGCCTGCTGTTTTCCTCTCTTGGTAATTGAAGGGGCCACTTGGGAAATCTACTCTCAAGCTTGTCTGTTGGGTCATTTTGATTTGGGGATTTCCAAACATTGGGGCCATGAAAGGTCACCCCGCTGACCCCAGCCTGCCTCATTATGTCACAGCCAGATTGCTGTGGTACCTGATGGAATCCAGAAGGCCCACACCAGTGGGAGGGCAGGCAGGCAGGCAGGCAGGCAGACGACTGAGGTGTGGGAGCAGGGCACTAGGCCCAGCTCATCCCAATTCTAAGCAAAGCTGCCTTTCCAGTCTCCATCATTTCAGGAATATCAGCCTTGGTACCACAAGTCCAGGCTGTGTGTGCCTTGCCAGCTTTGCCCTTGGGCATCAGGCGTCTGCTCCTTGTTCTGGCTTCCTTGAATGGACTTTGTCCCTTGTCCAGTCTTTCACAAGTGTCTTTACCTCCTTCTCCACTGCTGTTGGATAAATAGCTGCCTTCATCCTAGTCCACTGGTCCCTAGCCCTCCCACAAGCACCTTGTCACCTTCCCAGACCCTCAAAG |

How the deposited data were processed for this re-analysis (not part of the article)

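The data are single-color Agilent mouse expression arrays of 21 single myofibers, 11 of type 1 from soleus and 10 of type 2B from EDL, taken from 9 CD1 mice at month 3 of age. Each type came from 6 mice, and 3 mice gave myofibers of both types. Fiber type and muscle go together in this design, so that a difference between the types is also one between the muscles. The array has 62976 features, of which 3671 are controls and 59305 are not. The other features carry 55681 probes, of which 432 have more than 1 spot.

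For each array the authors deposited the scanner output with the processed intensity, which the Feature Extraction Software subtracts for background and detrends within the array, and which is not normalized between arrays. The same output holds the mean intensity of each spot, that of its local background and flags per spot. The authors also deposited a table of intensity values that they had quantile normalized between arrays, on the linear scale, which has values for 3687 of the 62976 features and 3668 probes. The columns of the myofibers E13.3 and E12.5 in this table follow each other's scanner output, and the scanner output was used under its own name.

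The processed intensity was quantile normalized between the 21 arrays with normalizeQuantiles of limma 3.58.1 in R 4.3.3 and taken as log2. Spots with a Feature Extraction outlier flag were left out, and spots with the same probe name were averaged. Probes with the positive and significant flag in at least 50% of the myofibers of a type were tested, 46928 in all. limma was fitted to these with the mouse as a random block (duplicateCorrelation, consensus correlation -0.017). Bonferroni adjustment at 0.05 was taken over the lncRNA probes tested, and over all probes tested for the other genes. Mouse means were compared with an exact permutation test over the 924 groupings of 6 mice against 6, two-sided. Shares carry Wilson intervals at the 95% level. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and data.table 1.17.8, were used for the remaining steps. Fold bounds for a group in which no myofiber is well above background were taken from the mean of the brighter group against the lowest signal among spots well above background.

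The lncRNA probes were those that Tables S3, S4 and S5 pair with a non-coding annotation, as far as the tables were read. The set includes the probes of Table S4, which the paper chose by type on these arrays. An alternative set of 3085 probes was built from the RefSeq biotype, with 26425 probes matched to a gene by accession and 4823 by name. Because only part of Tables S3 and S5 was read, no test of overlap or enrichment was made on them. No genome sequence was used, so the probes were not aligned again.

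The probes named in the text were chosen by a rule, and the comparisons, tests and most alternatives were set, before the data were examined. Named are every probe of the lncRNAs of Figure 1E and of the other lncRNAs with primers in Table S1, the myosin heavy chain genes, the reference genes Tbp, Txn1 and B2m, sex-linked genes, and cell type markers. The 5 lncRNA probes with the largest differences in each direction, among those past the threshold whose mouse means do not overlap, are named too. The marker lists cover satellite cells, adult muscle, endothelial cells, blood cells and connective tissue. Those for satellite cells and Myf6 come from the paper, and the others are widely used markers. The slow contractile genes used to examine the myofiber S6.4 were listed after its Myh7 signal was seen.

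The alternatives changed the normalization (75th percentile, or normexp with an offset of 50), spots below background, the filter on dim probes, the handling of mouse, slide and replicate number, the test, the threshold, the probe set, and the myofibers or mice included. The methods of the paper name a t-test with p-values from gene permutation, and the number of permutations is not named in its text. Welch's test was taken here on the linear signal with spots below background at 0.01, a value found in the tables and not in the methods, which set such spots to missing. The test with them missing was added after the data were seen.

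The replicate numbers of the labels were checked for pairing. Over the 10 same-numbered pairs of a type 1 and a type 2B myofiber, the correlation across probes of the deviations from the type mean had a median of -0.03. Over pairs of arrays on the same slide the median was 0.11, over different slides -0.08, and over the myofibers of the same mouse -0.07. These correlations are across probes, which are not independent replicates. Slide as a factor passed Bonferroni at 301 of 46928 probes (0.6%) and scan day at 333 (0.7%). With Benjamini-Hochberg adjustment slide passed at 4927 probes and scan day at 4317, against 3586 for fiber type, so that the arrays also differ by batch.

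Between 38.7% and 79.8% of the spots of an array were well above background, and no spot was saturated. The procedure was tested on simulated data in which 200 probes were changed. Of those changed by 2 or more on the log2 scale, 82.1% were recovered, and of those changed by 1, 10.6%. No unchanged probe was called. Apart from a brightness shift per array, the simulated noise was normal and independent between probes and arrays. It held no mouse correlation, no slide effect and no lower limit of dim spots. The simulation thus does not tell how the procedure behaves with the batch differences of these arrays. The number of arrays limits the precision.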

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

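The tests of an exchange of the myofiber S6.4 and of a mixture in it were chosen only after its myosin transcripts were seen, and the slow contractile genes were listed at that point too, before their own values were read. The mixture was tested after those values were read. Departures of single mice were sought with Dixon's ratio, the gap of the highest or lowest of 6 mouse means to the nearest other divided by the whole range, at a limit of 95%. It was applied to 76 groups of mouse means, of which 13 were past the limit, where chance gives about 3.8 (1 in 20) under the nominal limit. Over all probes tested, 9.0% of the groups of type 1 mice and 10.6% of those of type 2B mice were past it, a rate at which 7.4 of the 76 would be. The mouse means rest on unequal numbers of arrays. The 5 Neat1 probes among the 13 are not independent, so that a number of departures beyond this background was not established.

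Among type 1 myofibers, mouse 4 stood apart at Myh7 with a ratio of 0.81 (log2 signal 12.18, other mice 15.18 to 15.88) and at Myh1 with 0.65 (5.42, others 1.67 to 2.97). Its mean rests on S6.4 and S9.4, and in S6.4 the Myh7 signal was 8.88. An exchange of S6.4 with a type 2B myofiber is argued against by its Myh4 signal of 5.63, which lies among the other type 1 myofibers (1.79 to 8.27) and under the lowest type 2B myofiber (14.07). A failed measurement of Myh7 alone is argued against by the other slow contractile genes, since 5 of 6 lay below every other type 1 myofiber with a value. Its Myh2 signal of 14.86 was above the other type 1 myofibers with a value, whose highest was 12.69. Over the 673 probes past the threshold without it, S6.4 lay at 0.18 on a scale from type 1 at 0 to type 2B at 1, while the other type 1 myofibers lay between -0.06 and 0.05. A mixture with RNA that lacks the slow transcripts would lower the 6 slow contractile genes by a similar amount. It is argued against, since their differences from the other type 1 myofibers spanned a range of 6.96, from -7.18 at Tnni1 to -0.22 at Myl3, against ranges of 0.40 to 1.16 in the other type 1 myofibers. A wrong type label and a myofiber of another type stay open, since no type 2A myofiber was on the arrays.

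Among type 2B myofibers, mouse 7 stood apart at Myh1 with a ratio of 0.73 (1.71, others 8.05 to 10.44) and mouse 9 at Myh4 with 0.83 (14.07, others 15.10 to 15.31). Each of these means is a single array. Over all probes tested, mouse 7 was past the limit at 3.2%, the highest share among type 2B mice, of which the others had 0.5% to 2.8%, and mouse 9 at 2.1%. A departure of the array of mouse 7 as a whole stays open. Differences between myofibers of one type stay open, and no biological explanation was tested.

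The type 2B myofiber of mouse 4 stood above the others at 5 Neat1 probes. The ratio was 0.70 at A_30_P01020135 (14.11, others 11.75 to 12.45), 0.69 at A_51_P234692 (14.04, others 11.64 to 12.39) and 0.63 at A_30_P01025798 (14.44, others 11.28 to 12.45). It was 0.73 at A_30_P01023251 (13.55, others 9.55 to 10.62) and 0.63 at A_30_P01021631 (12.53, others 9.68 to 10.74). These probes all lie between 5842534 and 5842845 on chromosome 19 and are not independent. An array that stands apart as a whole is argued against, since mouse 4 was past the limit at 1.3% of the probes tested, within the range of the other type 2B mice. No label sets this myofiber apart, and no biological explanation was tested.

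At single probes, mouse 10 stood below the other type 1 mice at the Pvt1 probe A_55_P2164694 (ratio 0.71, 3.93 against 5.36 to 5.93) and at the Gas5 probe A_30_P01026655 (0.67, 7.50 against 8.45 to 8.93). Mouse 9 stood above the other type 1 mice at the Gas5 probe A_30_P01023313 (0.65, 5.24 against 3.71 to 4.24). Mouse 7 stood above the other type 2B mice at the Dancr probe A_30_P01024631 (0.73, 9.47 against 6.93 to 7.60). Over all probes mouse 10 was past the limit at 4.7%, the highest share among type 1 mice (0.6% to 4.7%), so that a departure of this array as a whole stays open, as it does for mouse 7 at the Dancr probe. For these probes no biological explanation was tested.

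The paper reports on lncRNA probes. Of the 43867 tested probes without a value in the deposited table, 657 differed between the types past the Bonferroni threshold over these probes, 282 with a higher signal in type 2B and 375 in type 1. Of the 12869 that the array describes as lincRNA, 99 passed the threshold over these probes alone, 46 higher in type 2B and 53 in type 1. Chance can be excluded as the source of the count over all probes, since of 100 splits of the 12 mouse and muscle units only the real one, 1 of 100, gave as many. With slide as a block 479 probes passed in all. The following probes were chosen after their values were seen. A pair on chromosome 1 (20672069 to 20672128 and 20672129 to 20672188) fell by 5.33 and 5.26 in type 2B, where no myofiber was well above background, so that they were at least 8.13-fold and 7.78-fold higher in type 1. A probe on chromosome 6 (37665389 to 37665448) and a probe on chromosome 8 (70644730 to 70644789) were higher in type 2B, where they were well above background in 10 and 9 of 10 myofibers, against 1 and 2 of 11 in type 1. With type 1 near background the size of these differences is uncertain, and alternatives gave 2.21 to 5.45 and 1.95 to 5.94. At all 4 the mouse means did not overlap, a feature seen only after the choice. A difference between the fiber types or the muscles is a hypothesis that stays open.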

How the results depend on the processing

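The alternatives with the scanner output of E13.3 and E12.5 exchanged, outlier spots kept, slides with both types, scan day, Welch's test on the deposited values, 100 permutations, Welch's test with unflagged spots missing, single myofibers left out, every probe of the deposited table and trees on 3 other probe sets were chosen after seeing the data. No probe past the threshold in the reported fit changed sign under any alternative. For 134 named probes, 3072 of 3151 values under the alternatives set beforehand stayed on their side of the threshold, 63 lost it and 16 gained it. The sign changed in 204 of the values that stayed short of it. Under the added ones it was 3628 of 3703, with 64 and 11, and 215 changes of sign. The number of lncRNA probes above background stayed between 1832 and 3061, and all 21 myofibers lay with their type under each clustering alternative set beforehand. Of the added ones, all probes above background gave 21 too, the RefSeq set 12 and the lncRNA probes without those of Table S4 gave 14.

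The number of lncRNA probes past the threshold, 88, moved by more than 1.5 times under these alternatives. It was 50 with unflagged spots missing, 36 with means per mouse, 18 with the mouse as a fixed block, 58 with the RefSeq set, 247 with Benjamini-Hochberg adjustment and 214 with p from 100 permutations. Means per mouse leave 12 values in place of 21, and Benjamini-Hochberg adjustment is less strict by construction. With the mouse as a fixed block, only the 12 myofibers of the 3 mice that gave both types inform the difference. A p from 100 permutations can be 0, which passes any Bonferroni threshold. For the others the cause was not tested. With each mouse left out it lay between 29 (without mouse 3) and 80, and with each myofiber left out between 66 and 91. Over all probes, 691 became 457 with unflagged spots missing, 383 with means per mouse, 186 with the mouse as a fixed block, 104 with Welch's test and spots below background at 0.01, 102 with such spots missing, 420 on slides with both types, 3586 with Benjamini-Hochberg adjustment and 3352 with p from 100 permutations. It lay between 307 (without mouse 3) and 628 with each mouse left out, and between 605 and 673 with each myofiber left out. With the replicate number as a block, a pairing for which the deviations of same-numbered myofibers gave a median correlation of -0.03, the counts were 31 and 352, and the 31 divided into 11 higher in type 2B and 20 in type 1.

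The division by direction depended on the scaling and on the mice. The reported fit has 58 lncRNA probes higher in type 2B and 30 in type 1, the 75th percentile 92 and 28, and unflagged spots set to missing 23 and 27. It was 13 and 23 with means per mouse, 6 and 12 with the mouse as a fixed block, 10 and 19 without mouse 3, and 28 and 30 with the RefSeq set. The median difference of all probes was 0.03 in the reported fit, 0.11 with the 75th percentile, 0.19 with the floor and -0.08 with unflagged spots missing. The share of pseudogenes, 71.6%, was 44.4% with means per mouse, 33.3% with the mouse as a fixed block and 38.7% with the replicate number as a block. It was 80.0% with normexp and 85.5% with Welch's test and spots below background at 0.01. With such spots missing it was 88.3%, and with Welch's test on the deposited values 89.2%. The filter on dim probes changed the count little, with 92 past the threshold under the filter on spots well above background and 94 with no filter.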

Differences from the paper's values

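The test with 100 permutations, Welch's test on the deposited values, Welch's test with unflagged spots missing and the set of every probe in the deposited table were chosen only after the values were seen. The paper gives 3242 lncRNA probes above background, and 2144 of the 2283 lncRNA probes read from its tables were above background here, so that the set read is smaller than the paper's count. Of the alternatives set before the data were examined, a flag in at least 1 myofiber (2275) and the RefSeq set (2422) come within 1.5 times of the paper's count. The flag for spots well above background (1832) and a share of 75% of the myofibers (1937) do not. Every probe of the deposited table, chosen after seeing the values, gives 3061.

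The paper gives 264 lncRNA probes expressed by fiber type, against 88 here. Of the alternatives set before the data were examined, Benjamini-Hochberg adjustment (247) comes within 1.5 times of the paper's count, and the others do not, with counts between 18 and 120. Welch's test with spots below background at 0.01, which is not the methods' procedure, gave 62 with Bonferroni adjustment, and with unflagged spots missing, as the methods state, 60 passed. Welch's test with p from 100 permutations, chosen after seeing the values, gives 214. For the share of lincRNAs, 18.2% here and 21% in the paper, the alternatives outside 1.5 times of the paper's share whose interval leaves out 21% were the mouse as a fixed block (50.0%), the replicate number as a block (41.9%), Welch's test on the deposited values (8.1%) and Welch's test with unflagged spots missing (10.0%), the last 2 chosen after seeing the values. Also outside 1.5 times, with an interval that holds 21%, were means per mouse (33.3%), genes in place of probes (13.4%), normexp (13.6%) and Welch's test with spots below background at 0.01 (12.9%).

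The 262 entries read of Table S4 list 5 of the 9 genes of Figure 1E as differentially expressed. Of these, 1110020A21Rik and Neat1 did not pass over all lncRNA probes here. Both passed with Benjamini-Hochberg adjustment and with p from 100 permutations, the latter chosen after seeing the values. Of the genes of Table S1 listed there, Dleu2 passed under both of these and Mir143hg under Benjamini-Hochberg adjustment alone.

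Figure 1E shows qPCR, and its directions were read by eye. At the brightest probe of each of its 9 genes, the array difference was smaller than its standard error for 4, Dancr, Gas5, Neat1 and Snhg7, so that these probes gave no direction. Of the dimmer probes, A_55_P2178378 of Gas5 had -1.75 (standard error 0.69, exact permutation p = 0.0043) and A_55_P2095118 of Dancr -0.88 (standard error 0.37, exact permutation p = 0.080), both in the direction of the figure and short of the threshold. For the other 5 the sign was that of the figure, and for Gm16062 among them the difference fell within the spread between mice. For Neat1 the figure shows a higher level in type 2B myofibers. On the arrays the difference was -0.01 (standard error 0.31) at the brightest probe, where the mouse means were 12.18 in type 1 and 12.48 in type 2B, and -1.20 at A_30_P01029006, whose myofiber values in the paper's Table S4 average 4890 in type 1 and 2070 in type 2B. For Snhg7 the figure also shows a higher level in type 2B, and the array difference was -0.22 (standard error 0.46), short of any threshold, with an exact permutation p of 0.66. The paper states that the mice were female, and the deposited sample labels give them as male. The signal of the Y-linked gene Ddx3y carried the positive and significant flag in 21 of 21 myofibers.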

Other observations

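The tests of cells at 0.01 against their own flag, of the columns of E13.3 and E12.5, of slides, of the signal of the other Pvt1 probes, of the exchange of entries in Table S4, of the clustering with the RefSeq set and of p-values from 100 permutations were chosen only after the results were seen.

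Chance can be excluded for the count of lncRNA probes between the types, since of 100 splits drawn from the 462 of the 12 mouse and muscle units only the real one, 1 of 100, gave as many. The highest count of another split was 13, and 94 of 99 gave 0. The lncRNA set holds probes that the paper chose by type on these arrays, which favors the real split. Over all probes and over the RefSeq set, which are free of that choice, the real split gave 691 and 58 and the highest other split 28 and 13. Selection of the probes by type as the source of the clustering by lncRNAs stays open. With the RefSeq set 12 of 21 myofibers lay with their type and with the lncRNA probes without those of Table S4 it was 14. Both of these trees set the dimmest arrays apart, so that they do not decide it. With slide as a block 69 lncRNA probes passed, so that differences between slides are argued against as the whole source of the count. Fiber type stays confounded with muscle.

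Signal from coding transcripts of the same sequence cannot be told apart from pseudogene signal at the probes concerned. Of the pseudogene probes past the threshold, 17.5% are also annotated to a protein-coding gene, and without a genome sequence near matches elsewhere were not counted.

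The call of Pvt1 rests on 1 of 8 tested probes. That the others are too dim to show a difference is argued against, since 6 of them were well above background in at least 50% of the myofibers of a type. Transcripts of the locus that differ in their ends stay open and were not tested.

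In Table S4 the means printed for Pvt1 (31.05 and 13.21) are not those of the myofiber values in its entry (8980 and 18600). All 21 myofiber values equal the deposited values of the Pvt1 probe within 1%, which argues against values of another probe. The printed means of Pvt1 and Gm11453 equal the means of each other's myofiber values within 0.028%, which is consistent with an exchange of the printed statistics of these 2 entries. They are the only 2 of the 262 entries read whose printed means differ from their myofiber values by more than 1%.

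All 262 entries of Table S4 that were read carry an adjusted p of 0, with printed t between 1.14 and 13.67 and 23 of them under 2.5. A p taken as the share of 100 permutations can be 0, and in that setting 214 lncRNA probes passed. Few permutations may therefore be part of the difference in counts, a hypothesis found and tested on the same data. A p of 0 requires that none of the permutations reaches the t of the entry, which is unlikely for a t as small as 1.14. For entries with so small a t the printed values argue against this explanation.

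In Tables S3 and S4 as read, 571 myofiber values are 0.01. Of these 35.0% lack the positive and significant flag, which argues against the flag as their whole source, although 504 of 16437 and 103 of 5168 of the other values lack it. If flags had been read from another array, all such values of a myofiber would lack the flag in 1 array. Among 31 combinations of myofiber and table with at least 5 such values, 0 met this, the largest share was 77.8%, and in 15 no array reached 50%. The limit of all values was taken from the wording of the prediction after the shares were known, and the other outcome written for this test, that no array reaches 50%, was not met either. The source of these values stays open.

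In the deposited table, the columns of 2 of 21 myofibers, E13.3 and E12.5, follow each other's scanner output more closely than their own. The other 19 had a rank correlation with their own of at least 0.998. This is consistent with an exchange of the 2 columns. Both are type 2B, and with them exchanged 86 lncRNA probes passed.

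The flag of Ddx3y in 21 of 21 myofibers argues against female mice as the paper states. The deposited sample labels give the mice as male. The flag was carried by Eif2s3y in 21, by Kdm5d in 17 and by the probes of Uty in 18 and 11 of the 21 myofibers. At no Xist probe was it carried by more than 15. Signal of X-linked copies at the Y-linked probes was not tested. The log2 signal of Ddx3y was 7.77 in type 1 and 7.96 in type 2B. Of 7 Xist probes 4 were tested, with no difference between the types past the threshold. In the type 1 myofiber S16.3 the Xist probe A_52_P300376 had 9.55, against 3.13 to 5.16 in the other 20 myofibers, which goes the other way, while its other 6 Xist probes lay within the range of the other myofibers. The source of this signal stays open.

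Of the satellite cell markers, Ncam1 was lower in type 2B at 3 probes, by -2.52, -2.48 and -1.94, with 9, 4 and 2 of 10 type 2B myofibers well above background, and A_51_P380309 passed the threshold over all probes. This call held in 7 of 13 alternatives, in 2 of 9 fits without a mouse and in 8 of 21 without a myofiber. Pax7 was well above background in 8 of 11 type 1 and 2 of 10 type 2B myofibers. Its difference was -1.35 (exact permutation test over mice, two-sided p = 0.0043). Myod1, well above background in all 11 type 1 and 10 type 2B myofibers, had a difference of 0.02. Neither gene passed the threshold, and Myf5 was well above background in 0 myofibers. Of the adult muscle genes, Ckm had 1.22, Myf6 0.18 and Acta1 0.12. Of the reference genes, B2m had -1.23, Txn1 -0.21 and the probes of Tbp -0.49 and 0.15. Apart from the Ncam1 probe, none of these passed the Bonferroni threshold.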
